# Sequential and directional insulation by conserved CTCF sites underlies the Hox timer in stembryos

**DOI:** 10.1038/s41588-023-01426-7

**Published:** 2023-06-15

**Authors:** Hocine Rekaik, Lucille Lopez-Delisle, Aurélie Hintermann, Bénédicte Mascrez, Célia Bochaton, Alexandre Mayran, Denis Duboule

**Keywords:** Embryogenesis, Epigenetics, Gene regulation

## Abstract

During development, *Hox* genes are temporally activated according to their relative positions on their clusters, contributing to the proper identities of structures along the rostrocaudal axis. To understand the mechanism underlying this Hox timer, we used mouse embryonic stem cell-derived stembryos. Following *Wnt* signaling, the process involves transcriptional initiation at the anterior part of the cluster and a concomitant loading of cohesin complexes enriched on the transcribed DNA segments, that is, with an asymmetric distribution favoring the anterior part of the cluster. Chromatin extrusion then occurs with successively more posterior CTCF sites acting as transient insulators, thus generating a progressive time delay in the activation of more posterior-located genes due to long-range contacts with a flanking topologically associating domain. Mutant stembryos support this model and reveal that the presence of evolutionary conserved and regularly spaced intergenic CTCF sites controls the precision and the pace of this temporal mechanism.

## Abstract (web summary)

Temporal activation of *Hox* genes in mouse pseudo-embryos in vitro initiates at the anterior part of the cluster and is accompanied by asymmetric loading of cohesin. Posterior CTCF sites then successively act as transient insulators, regulating the timed transcription of more posterior-located genes.

## Main

In mammals, *Hox* genes are transcribed during gastrulation, when the embryo produces and organizes its major body axis^1^. By the end of gastrulation, the embryo displays the classical distribution of *Hox* mRNAs, with progressively overlapping domains. Consequently, cells at various anterior–posterior (AP) body levels express distinct combinations of HOX proteins, which may genetically instruct cellular populations as to which morphologies they should produce^2,3^. The spatial activation of any *Hox* gene is largely fixed by its relative position within its genomic cluster^4^, an unusual property described in flies^5,6^ and in most animals with an AP axis^7–9^. In vertebrates, this mechanism is linked to a time sequence in transcriptional activation, initially observed in mammals^10,11^ and subsequently generalized^12,13^. Although the function of this timer has been discussed before^14–16^, its mechanism has remained poorly characterized due to the difficulties of analyzing the few neuro-mesodermal progenitor cells that feed the elongating axis with new mesoderm and neurectoderm tissue^17,18^ and where most *Hox* genes are activated during axial extension.

A model was proposed whereby a progressive and directional opening of a closed chromatin configuration would parallel a stepwise accessibility of neighboring genes to activating factors^19,20^, with the onset of activation depending on *Wnt* signaling^21^, a signaling pathway active at the most posterior part of the developing embryo^22^. In subsequent phases, Cdx transcription factors were reported to activate more centrally located *Hox* genes^23–25^, while *Gdf11* signaling might regulate more 5′-located (posterior) genes^26,27^. Coincidentally, the mapping of CTCF-binding sites (CBSs) within *Hox* clusters revealed the following three sub-domains: an ‘anterior’ domain devoid of CTCF sites, a centrally located domain where a series of CTCF sites are orientated toward the 3′ end of the clusters and a posterior domain where several CTCF sites display the opposite orientation^28^. This organization of CTCF sites is highly conserved either between species^29^ or between paralogous gene clusters^28^, that is, over several hundred million years of evolution, raising the hypothesis that they may act as checkpoints in the temporal activation of interspersed *Hox* genes, due to their involvement in the making and stabilization of large loops along with the cohesin complex^30,31^.

Here we revisit this question by using gastruloids^32^ derived from aggregated mouse embryonic stem (mES) cells cultivated in vitro for several days. After activating *Wnt* signaling for 24 h, such ‘stembryos’^33^ start to elongate a protrusion that resembles the outgrowth of the tail bud^34^. We show that the *Hox* timer starts with a *Wnt*-dependent transcription of the CTCF-free part of the cluster, which triggers an increased asymmetric loading of cohesin complexes over this domain. This is rapidly followed by the stepwise transcriptional activation of genes in the CTCF-rich region after a 3′-to-5′ progression in loop-extrusion, along with progressive changes in the chromatin architecture of the locus. We challenged this model by using mutant stembryos and further showed that, while the first phase is sufficient to introduce a 5′-to-3′ asymmetry in transcription, CTCF sites organize and secure the sequence and the pace of this timer.

## Results

### Timecourse of *Hox* gene activation in stembryos

In gastrulating mouse embryos, *Wnt* signaling contributes to the formation of the primitive streak from epiblast cells. Likewise, in stembryos cultured as described in ref. ^34^, a pulse of the *Wnt* agonist Chiron 48 h after aggregation of mES cells, that is, between 48 h and 72 h, triggers the differentiation of these epiblast-like cells to form a multilayered structure resembling a posterior elongating body axis. We generated a 12-h timecourse chromatin immunoprecipitation followed by sequencing (ChIP–seq) dataset for H3K27ac, a chromatin mark found at active enhancers and associated with transcription (Fig. 1a–c), and analyzed the various H3K27ac profiles over the *HoxD* cluster and its flanking centromeric and telomeric regulatory domains (C-DOM and T-DOM, respectively), two topologically associating domains (TADs) with the latter being split into sub-TADs 1 and 2 containing enhancers of various specificities (for example, ref. ^35^).

**Fig. 1:**
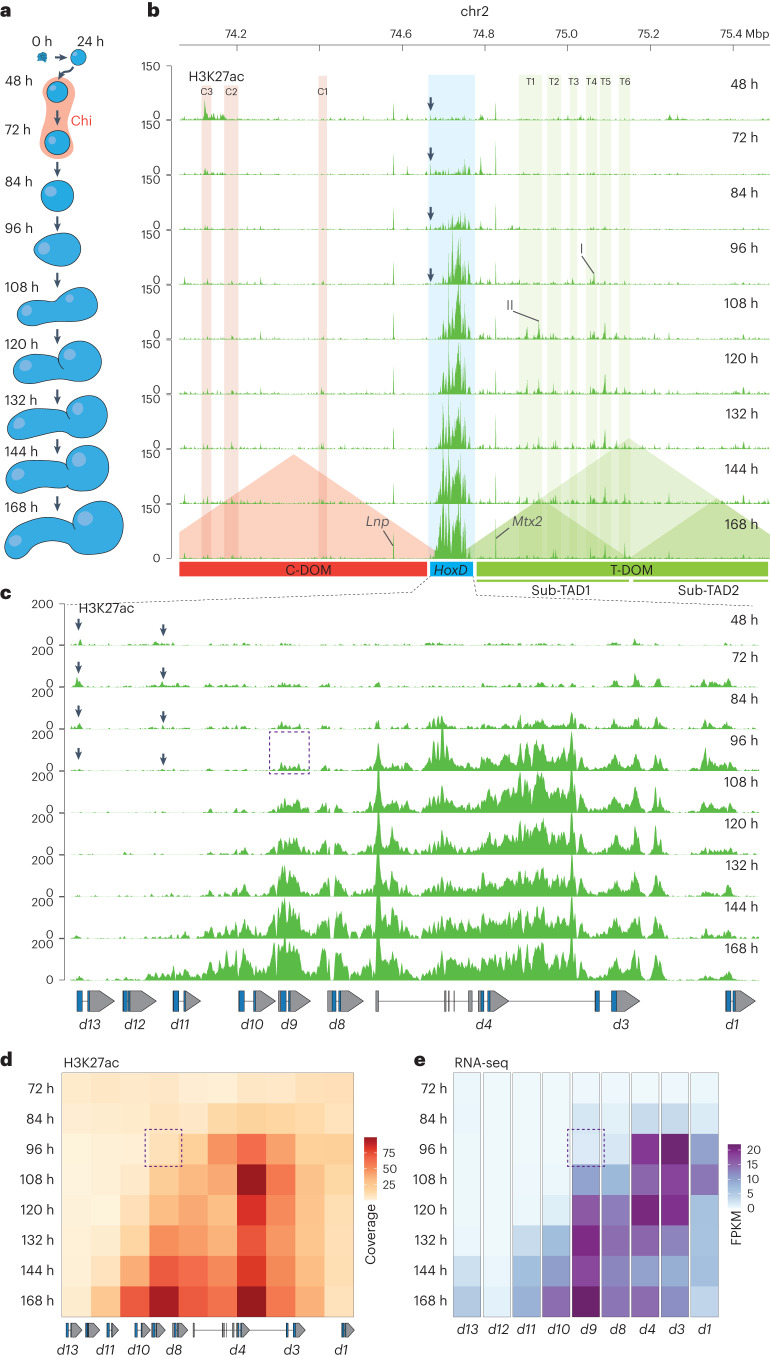
Sequential activation of the *HoxD* gene cluster upon *Wnt* signaling. **a**, Various stembryonic stages were used for the timecourse with the pulse of *Wnt* agonist in red. **b**, Timecourse of H3K27ac ChIP–seq over the entire *HoxD* locus. Genomic coordinates are on top, and the positions of C-DOM and T-DOM are shown in red and green, respectively, at the bottom. The quantification of the H3K27ac signals within the colored vertical columns is in Extended Data Fig. 1. Acetylation peaks at the *Mtx* and *Lnp* promoters are indicated. I and II point to the acetylation peaks used in Extended Data Fig. 1. **c**, Magnification of the *HoxD* cluster showing the progressive anterior to posterior spreading of H3K27ac. The start of robust coverage in the anterior part is counterbalanced by a decrease in the weaker acetylation initially detected in posterior regions (black arrows in **b** and **c**). **d**, Heatmap of H3K27ac ChIP–seq coverage over the *HoxD* cluster at various timepoints. Squares represent 10-kb DNA segments. **e**, Heatmap of FPKM values of *Hoxd* genes transcripts over time (average of two replicates). The dashed region around *Hoxd9* at 96 h in **c**–**e** highlights the increased activation in all subsequent stages when compared to *Hoxd4*. Genomic coordinates for **c** and **d**—chr2:74667374–74767842.

Soon after Chiron treatment (72 h), H3K27ac peaks appeared in the ‘anterior’ part of the cluster (Fig. 1c). From 72 h to 84 h, signals covered mostly *Hoxd1, Hoxd3* and *Hoxd4*, whereas no signal was detected in T-DOM. Acetylation signals appeared there at 96 h and became stronger in sub-TAD1 along with the increased acetylation of the *HoxD* cluster (Fig. 1b, 96 h, green columns). The appearance of these peaks matched the time window of transcriptional activation of the cluster (Extended Data Fig. 1). In contrast, no significant H3K27ac signal scored in C-DOM (Fig. 1b, pink columns, and Extended Data Fig. 1), showing the asymmetry and the importance of T-DOM in this early activating phase.

After the increase of H3K27ac over the *Hoxd1*–*Hoxd3* region at 72 h, acetylation marks rapidly spread over the whole anterior cluster, up to between *Hoxd4* and *Hoxd8* (Fig. 1c,d, 84 h). From 96 h, more progressive acetylation was observed throughout the rest of the cluster, eventually covering the *Hoxd8*–*Hoxd12* segment at 168 h (Fig. 1c,d). This multiphasic dynamic (Supplementary Movie 1) was corroborated both by transcriptome analysis (Fig. 1e) and by the profiles of bound RNA pol II (Supplementary Note 1 and Supplementary Figs. 1 and 2). Indeed, *Hoxd1* to *Hoxd4* mRNAs were detected at 84 h and became more abundant at 96 h, a stage where *Hoxd8* and *Hoxd9* expression was low. 

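The time-course RNA-seq covered wild-type stembryos at 72 h, 84 h, 96 h, 108 h, 120 h, 132 h, 144 h and 168 h, with 2 libraries per stage. Stembryos (gastruloids) are aggregates of mouse embryonic stem cells that elongate in culture. The authors prepared poly-A-selected stranded libraries, sequenced 75-bp paired ends, aligned the reads on mm10 with STAR, kept reads that mapped to 1 place and computed FPKM (fragments per kilobase of transcript, scaled to the total of mapped fragments) per gene with cufflinks, on a gene annotation made from Ensembl release 102. The deposited tables list FPKM for 55052 genes and no counts. The number of fragments behind a low FPKM was computed from the upper confidence bound that cufflinks gives for it. From these numbers the depth was inferred as between 15.1 M and 24.0 M (mega) fragments per library. Stage medians lay between 16.3 M at 144 h and 22.8 M at 108 h. Values at or under 3 fragments were read as not detected, which allows up to 0.212 FPKM for Hoxd11 in the shallowest library of this series. From the deposited FPKM, log2(FPKM + 0.1) was fitted with limma across all 61 RNA-seq libraries of the study for the 17098 genes with a mean FPKM of at least 1 in at least 1 condition, and p-values were adjusted by the Benjamini-Hochberg method. The pseudocount of 0.1, the filter on low values and the shared estimate of the spread are choices that can change these numbers. The onset of a gene was taken as the first stage at which both libraries reached 1 FPKM. FPKM were not scaled further in the time course. Hoxd4 lies within the bounds of Hoxd3 on the same strand, so how cufflinks divided fragments between them is uncertain. An antisense gene, Hoxd3os1, overlaps Hoxd3 and Hoxd8, and the paper states that cufflinks was run with default parameters.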

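On chromosome 2 of mm10, Hoxd1 (ENSMUSG00000042448, 74762980 to 74765142), Hoxd3 (ENSMUSG00000079277, 74711927 to 74748271) and Hoxd4 (ENSMUSG00000101174, 74721978 to 74729160) all had their onset at 84 h. At 84 h their levels were 1.49 ± 0.116, 3.12 ± 0.137 and 2.96 ± 0.691 FPKM (mean ± SD, n = 2 libraries), against 0.249 ± 0.117, 0.0432 ± 0.0611 and 0.0212 ± 0.0300 FPKM at 72 h. The log2 change from 72 h was 2.22 (standard error 0.266, adjusted p = 6.27e-08) for Hoxd1, 4.56 (standard error 0.227, adjusted p = 2.21e-17) for Hoxd3 and 4.66 (standard error 0.231, adjusted p = 2.02e-17) for Hoxd4, in limma's test. Hoxd3 and Hoxd4 were listed at 0 in replicate 1 at 72 h, so their changes depend on the pseudocount and state no fold. A pseudocount of 1 FPKM moved the 3 changes most, to 1.00, 1.98 and 1.94. At 96 h the levels were 9.82 ± 0.259 FPKM for Hoxd1, 21.3 ± 2.26 FPKM for Hoxd3 and 19.0 ± 6.01 FPKM for Hoxd4. The log2 changes from 84 h were 2.65 (standard error 0.266, adjusted p = 1.82e-09), 2.73 (standard error 0.227, adjusted p = 2.87e-11) and 2.62 (standard error 0.231, adjusted p = 9.16e-11). Both libraries at 96 h were above both libraries at 84 h for each of the 3 genes. Hoxd8 (ENSMUSG00000027102, 74704615 to 74707933) stood at 0.859 ± 0.00351 FPKM at 84 h and 1.75 ± 1.36 FPKM at 96 h. Hoxd9 (ENSMUSG00000043342, 74697727 to 74700208) stood at 1.88 ± 0.0597 and 1.44 ± 0.806 FPKM. The change from 72 h to 84 h was 2.55 (standard error 0.497, adjusted p = 0.000257) for Hoxd8 and 3.71 (standard error 0.605, adjusted p = 2.03e-05) for Hoxd9 on the log2 scale in limma's test. Hoxd9 was at or under 3 fragments in both libraries at 72 h and Hoxd8 stood at 0.0678 ± 0.0541 FPKM, so these changes too depend on the pseudocount and state no fold, and with a pseudocount of 1 FPKM that of Hoxd8 was 0.80 and not past the threshold. Because both libraries at 84 h exceeded 1 FPKM, Hoxd9 reached its onset at 84 h, and with a threshold of 2 FPKM it reached it at 108 h.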

The amounts of mRNAs from the latter two genes only increased at 108 h. Likewise, expression of *Hoxd10* and *Hoxd11* was scored at 132 h and *Hoxd13* at around 144 h, correlating with the acetylation dynamics (Fig. 1d,e).

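At 108 h Hoxd8 reached 7.58 ± 0.486 FPKM and Hoxd9 9.72 ± 1.83 FPKM (n = 2 libraries each). Between 96 h and 108 h the log2 change was 2.28 (standard error 0.497, adjusted p = 0.00229) for Hoxd8 and 2.77 (standard error 0.605, adjusted p = 0.00231) for Hoxd9 in limma's test. Both libraries at 108 h were above both at 96 h for each gene. The size of the change differed between the replicate series, from 1.38 to 3.17 for Hoxd8 and from 2.02 to 3.52 for Hoxd9 when either replicate was left out. Hoxd8 had its onset at 108 h, and at 96 h when replicate 2 was left out or at 84 h with a threshold of 0.5 FPKM.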

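Hoxd10 (ENSMUSG00000050368, 74691924 to 74695105) and Hoxd11 (ENSMUSG00000042499, 74682323 to 74684168) had their onset at 132 h, and Hoxd13 (ENSMUSG00000001819, 74668310 to 74671599) at 144 h. Hoxd10 rose from 1.12 ± 1.15 FPKM at 120 h to 6.92 ± 0.564 FPKM at 132 h, a log2 change of 2.94 (standard error 0.453, adjusted p = 0.000200) in limma's test. Hoxd11 rose from 0.294 ± 0.287 to 3.05 ± 0.735 FPKM over the same interval, a log2 change of 3.20 (standard error 0.300, adjusted p = 1.71e-08). The 2 replicate series differed at 120 h, and leaving out replicate 1 lowered these changes to 1.87 and 2.14 and moved the onset of Hoxd10 to 120 h. Hoxd13 stood at 0.432 ± 0.0509 FPKM at 132 h and 2.58 ± 0.938 FPKM at 144 h, a log2 change of 2.29 (standard error 0.295, adjusted p = 3.26e-06). With a threshold of 2 FPKM its onset was 168 h. These onsets are of the time-course series. In the 2 wild-type libraries at 144 h outside it, Hoxd11 stood at 0.125 and 0.0980 FPKM. Hoxd13 stood there at 0.187 and 0.360 FPKM, so that neither gene had reached 1 FPKM, and Hoxd10 at 1.19 and 1.74 FPKM. Hoxd12 (ENSMUSG00000001823, 74675013 to 74677705) did not reach 1 FPKM in both libraries of any stage. Across the other 8 genes, the onset stage followed the order of the genes from Hoxd1 to Hoxd13 with a Spearman correlation of 0.868 (exact permutation test, two-sided, p = 0.00952), and of 0.909 with a threshold of 2 FPKM and 0.875 without replicate 1. Over 9 genes, Hoxd12 included, it was 0.890 with a threshold of 0.5 FPKM, 0.95 with the half-maximum and 0.892 without replicate 2. This correlation is across genes, which are not independent replicates. From the acetylation and expression profiles, the paper states that expression of these genes correlated with the dynamics of acetylation.

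**Figure D1:**
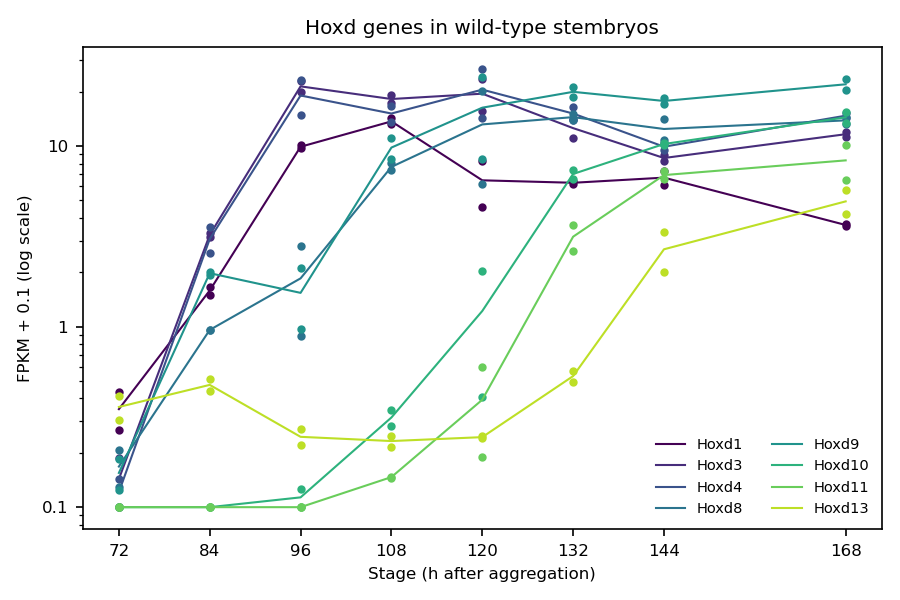
FPKM plus 0.1 (log scale) of 8 Hoxd genes in wild-type stembryos against the stage in hours after aggregation, without Hoxd12. Points are single libraries and lines join the means of the 2 libraries per stage, with Hoxd1, Hoxd3, Hoxd4, Hoxd8 and Hoxd9 higher at 84 h than at 72 h and Hoxd13 reaching 2.58 FPKM at 144 h.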

Of note, a low level of H3K27ac was scored over the entire posterior part of the cluster at 72 h, which was erased after the activation of the cluster at 96 h (Fig. 1b,c, black arrows). 

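At 72 h and 84 h, Hoxd10, Hoxd11 and Evx2 were listed at 0 FPKM in all 4 libraries, where 3 fragments correspond to at most 0.102 FPKM for Hoxd10 and 0.179 FPKM for Hoxd11. Hoxd13 was above this limit, at 0.259 ± 0.0796 FPKM at 72 h and 0.376 ± 0.0492 FPKM at 84 h (n = 2 libraries each), which is what 9.59 to 20.0 fragments per library give. At 96 h it stood at 0.145 ± 0.0360 FPKM, a log2 change from 84 h of -0.96 (standard error 0.295, adjusted p = 0.0167) in limma's test, and -0.26, not past the threshold, with a pseudocount of 1 FPKM.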

Transcripts from these genes were nevertheless not detected at these early timepoints, suggesting that the cluster was still in a bivalent chromatin configuration, as in mES cells^36^. Also, while the initial activation of *Hoxd1*–*Hoxd4* occurred before any T-DOM activity was scored, the progressive activation starting at *Hoxd8* was clearly associated with the acetylation of many sub-TAD1 sequences, suggesting long-range regulation participates to the activation of more central and posterior genes.

### Loading of the cohesin complex in stembryos

In stembryos, we identified nine occupied CBSs inside *HoxD* (Fig. 2a, upper panel). Four of the five ‘anterior’ CBSs displayed an orientation opposite to those CBSs located in T-DOM (Fig. 2a, CBS1, CBS2, CBS4 and CBS5, red), whereas the four CBSs located more ‘posteriorly’ had the reverse orientation (Fig. 2a, CBS6, CBS7, CBS8 and CBS9, blue), identical to the embryonic pattern^28,37^. Because genes in the CTCF-free domain are activated almost concomitantly, we asked whether the subsequent time progression in acetylation depends on the presence of the CBSs. A cumulative profile of H3K27ac signals between 72 h and 168 h showed transitions over time (Fig. 2a, lower panel) with CBSs systematically matching poorly acetylated regions, some of them positioned where the 3′-to-5′ progression in acetylation was slowed down (Fig. 2a, black arrows, and Supplementary Movie 1), suggesting that CBSs may influence the progressive spreading of acetylation.

**Fig. 2:**
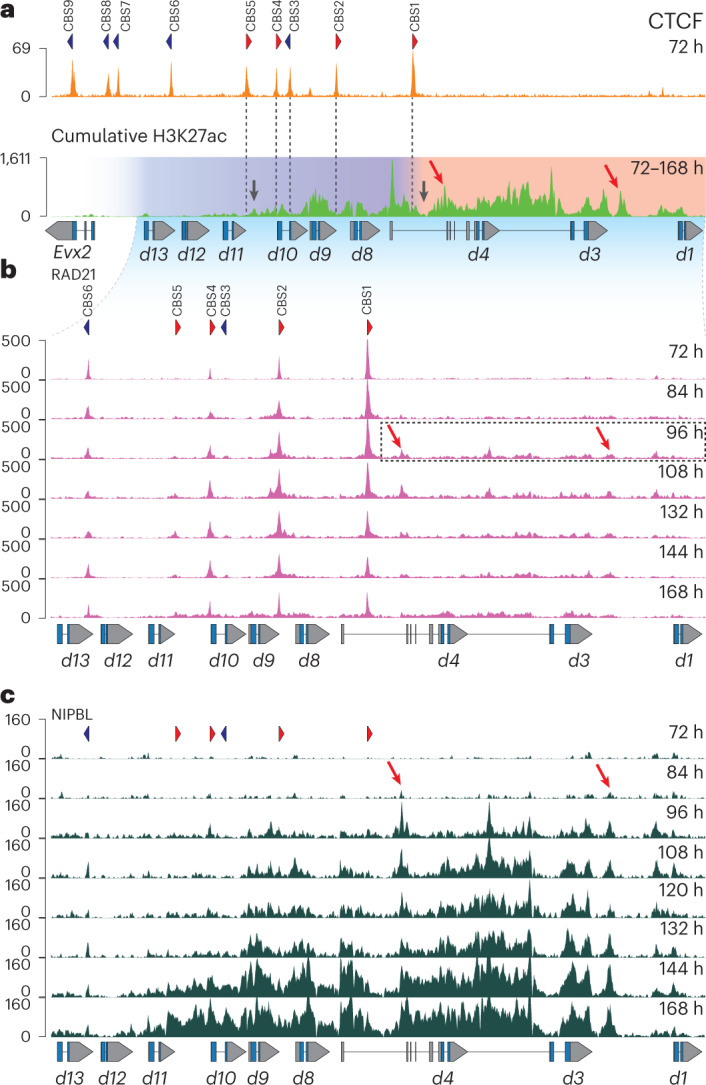
Dynamics and directional cohesin loading at the *HoxD* cluster. **a**, CTCF ChIP–seq profile using stembryos at 72 h (upper panel). The orientations of CBS1-9 motifs are shown with red and blue arrowheads. Below are cumulative H3K27ac ChIP–seq signals from 72 h to 168 h showing the various points of transitions in transcriptional activation over time. The red domain delineates the initial and rapid phase of acetylation, while the following and more progressive activation phase occurs in the blue domain. Black arrows point to regions where the progression in H3K27 acetylation was delayed (Supplementary Movie 1). **b**, Timecourse of RAD21 ChIP–seq profiles. CBS number and orientations are as in **a**. The accumulation of RAD21 outside CBSs is exemplified by the dashed box (quantifications in Extended Data Fig. 2a). **c**, Timecourse of NIPBL ChIP–seq profiles over *Hoxd* genes. NIPBL binding corresponds to acetylated regions. Progressive NIPBL enrichment correlates with the activation dynamics of the cluster. Red arrows in **a**–**c** highlight two acetylated regions where NIPBL is detected and RAD21 accumulates. Genomic coordinates—chr2:74667374–74767842.

We then looked at the presence of cohesin complexes by using RAD21, which was expectedly detected at several CBSs^38^, although with various enrichments (Fig. 2b and Extended Data Fig. 2). Along with stembryonic development, low but significant levels of RAD21 accumulated outside CBSs, within gene bodies (Fig. 2b, dashed box). This latter accumulation spread toward more posterior genes in subsequent stages, along with transcription (Fig. 2b and Extended Data Fig. 2a; compare 96 h with 168 h). To back up this observation, we profiled NIPBL, one of the loading factors of the cohesin complex^39^ (Fig. 2c).

The NIPBL profile matched RAD21 binding, as illustrated by the enrichment over the *Hoxd1*–*Hoxd4* segment between 84 h and 96 h, that is, when RAD21 signals started to appear (Fig. 2b,c, between red arrows). Signals then spread toward the posterior cluster with a strong re-enforcement up to *Hoxd9* at 132 h, reaching *Hoxd11* at 168 h (Extended Data Fig. 2a). NIPBL binding, thus, matched the activation of the cluster, and NIPBL-enriched peaks colocalized with high H3K27ac (Fig. 2a, lower panel, red arrows). The profile of NIPBL at 168 h precisely matched the H3K27ac profile, with signals covering *Hoxd11* and barely reaching the *Hoxd12* gene. In many respects, these two profiles looked similar, suggesting a link between the recruitment of NIPBL and transcription^40^. NIPBL was slightly enriched at some promoters^41,42^, and a massive coverage was scored over the entire transcribed domains.

### A self-propagating mechanism

The CBSs with an orientation toward T-DOM (CBS1, CBS2, CBS4 and CBS5) showed variations in RAD21 accumulation reflecting their position within the cluster; RAD21 at CBS1 increased upon transcriptional activation of *Hoxd1* to *Hoxd4*, whereas the amount of RAD21 at CBS2, CBS4 and CBS5 increased sequentially in time, following the progression of cohesin loading (Extended Data Fig. 2b). We interpret this dynamic as the persistence at CBSs of cohesin complexes loaded anteriorly due to active transcription, which would extrude until reaching the next CBS with proper orientation. In this view, the decrease in RAD21 accumulation at CBS1 reflects the extension of cohesin loading toward the posterior end of the cluster, leading to an averaging of RAD21 accumulation at all CBSs with an ‘anterior’ (blue) orientation. This is supported by the absence of any change in RAD21 accumulation at CBS6, CBS7, CBS8 and CBS9, whose orientations (red) prevent the accumulation of cohesin loaded onto the active part of the cluster (Extended Data Fig. 2b, bottom).

RAD21 accumulation also increased between 72 h and 120 h at T-DOM CBS1, CBS2 and CBS5, three sites interacting with internal *HoxD* CTCF sites due to their convergent orientations^37^ (Extended Data Fig. 3a,b), in support of a function for these T-DOM CBS at these stages, for example, by bringing *Hoxd* genes to the vicinity of T-DOM-located enhancers. The extension of transcription toward a more ‘posterior’ part of the cluster would, in turn, recruit NIPBL and cohesin complexes in between CBSs, leading to extrusion now starting also at more posterior positions, thus feeding a self-propagating mechanism of successive transcriptional activation.

### Dynamics of chromatin topology

We looked at chromatin dynamic and produced a 24-h time-series of capture Hi-C (CHi-C) datasets, from 48 h, that is, before activation (Fig. 3a). Interactions were observed among *Hoxd* genes themselves, likely due to their coverage by H3K27me3 (refs. ^19,43^) leading to a ‘negative’ micro-TAD (Fig. 3a). Also, the cluster displayed several interactions with T-DOM, particularly with sub-TAD1 (Fig. 3a, arrows). Contacts established between CBSs in the cluster and sub-TAD1 were quantified (Extended Data Fig. 4a,b), and CBS1 unambiguously established the strongest contacts of all CBSs within the *HoxD* cluster (Fig. 3a, white dashed line).

**Fig. 3:**
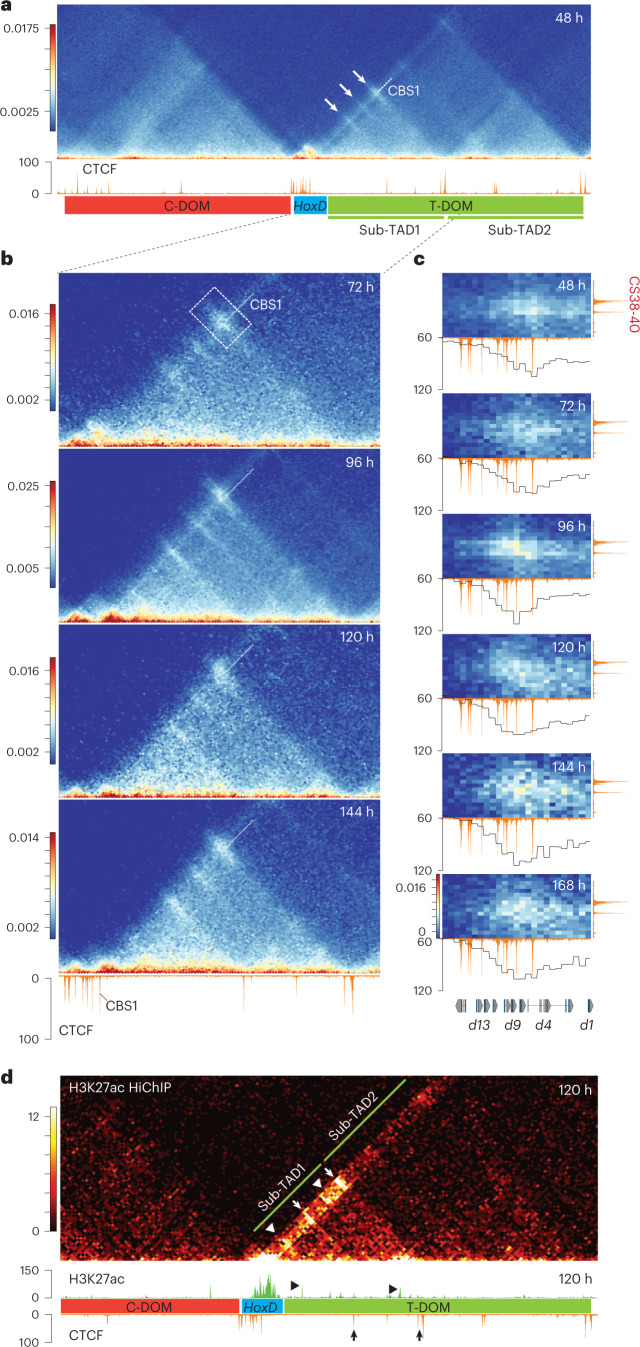
Topological reorganization upon transcriptional activation. **a**,**b**, Timecourse CHi-C at 5-kb resolution using stembryos. **a**, Contacts maps including the *HoxD* cluster (blue rectangle) and both C-DOM (red) and T-DOM (green) TADs. A CTCF ChIP–seq profile is shown below, as for all panels, to help visualize interactions. The arrows indicate strong initial contacts between CBS in the cluster and CBS within sub-TAD1. The line crossing all contact points and prolonged by a white dashed line shows contacts established by CBS1 (quantified in Extended Data Fig. 4). Genomic coordinates—chr2:73900037–75621560. **b**, Magnifications of the *HoxD*–sub-TAD1 interval at various timepoints to show the transition of contacts initially established by CBS1 (dashed white line), then by more posterior CBS in the cluster (see the changing position of the strong contact points relative to the CBS1 dashed line (quantified in Extended Data Fig. 4)). The increase in contacts with sub-TAD1 also includes *Hoxd* gene body and was quantified (Extended Data Fig. 4). Genomic coordinates—chr2:74645050–75200352. **c**, Contacts heatmap between the gene cluster (*x* axis) and the CBS-rich CS38-40 region (*y* axis) at 48–168 h. Bin size is 5 kb. Below each heatmap is a CTCF ChIP track at 168 h and a plot with the average value for each bin representing its interaction with the CS38-40 region. Interactions progressively involve more and more posterior CTCF sites (sum of three independent replicates, 48 h, 96 h and 144 h; single replicate, 72 h, 120 h and 168 h). Genomic coordinates on *x* axis—chr2:74637423–74765000 and on *y* axis—chr2:75105000–75190000. **d**, H3K27ac HiChIP using 120 h wild-type stembryos (top), CTCF (168 h) and H3K27ac (120 h; bottom). Bin size is 10 kb. Higher contact frequency is observed between the acetylated region in the *HoxD* cluster and sub-TAD1 when compared to sub-TAD2, with hotspots matching either the CBS or some acetylated peaks within sub-TAD1 (arrows and arrowheads, respectively). Genomic coordinates—chr2:74190037–75621560.

After Chiron treatment, this distribution changed and interactions between CBS1 and the sub-TAD1 CBSs (Fig. 3b, 96 h) were no longer the most prominent. Instead, interactions between these latter CBSs and CBS2 became stronger. This shift in the balance of contacts toward a more posterior part of the cluster paralleled the cohesin dynamics, which progressively engaged more posterior CBSs (Extended Data Fig. 3b), suggesting a link between the dynamics of cohesin loading and a topological reorganization of the locus. This was visualized by fixing the position of contacts involving CBS1 (Fig. 3b, white dashed line) and following the position of the main contact (Fig. 3b, boxed in 72 h) moving up relative to this fixed line, that is, involving now more posterior CBSs. Contacts within this boxed area (Fig. 3b,c) were quantified and plotted as curves showing a shift of contact frequencies along with time, from the preferential use of CBS1 to the recruitment of more posterior CBSs (Fig. 3c; compare 48 h with 120 h and see also Supplementary Movie 2).

These directional and stepwise increases in contact frequency with sub-TAD1 (or part thereof) are also applied to the *Hoxd* gene bodies. *Hoxd1* to *Hoxd4* increased contact frequency with the whole sub-TAD1 at 96 h (Extended Data Fig. 4d). *Hoxd9* did not but increased its interactions with the 3′ region of sub-TAD1 (Extended Data Fig. 4e), a region rich in H3K27ac potentially reflecting enhancer–promoter contacts. These interactions were also documented by an H3K27ac HiChIP dataset using 120 h stembryos (Fig. 3d), a stage when anterior genes were activated and cohesin loading was already initiated. The contact map produced a stripe illustrating preferential interactions between the sub-TAD1 region and the active, H3K27ac-positive segment of the *HoxD* cluster, whereas contacts with sub-TAD2 were much less robust (Fig. 3d). The hotspots within the stripe matched either sub-TAD1 CBSs (Fig. 3d, arrows) or acetylated peaks within sub-TAD1 (Fig. 3d, arrowheads), consistent with previous reports that had identified such stripes at active enhancers or within NIPBL-enriched regions^44,45^.

### Cluster opening and cohesin loading

Next, we analyzed the CHi-C maps at the 2-kb resolution, relative to the CTCF-binding profile (Extended Data Fig. 5a). At 48 h, a virtual 4C profile displayed the negative micro-TAD (Extended Data Fig. 5b), with interactions between *Hoxd9* and the entire cluster (Extended Data Fig. 5b, 48 h). However, a chromatin segment including CBS1, located between *Hoxd4* and *Hoxd8*, showed weaker interactions with the cluster, leading to a ‘gap’ in the micro-TAD (Extended Data Fig. 5a, double arrows), which was also visible using virtual 4C (Extended Data Fig. 5b, double arrows). This ~20-kb region, thus, looped out from the micro-TAD, likely triggered by interactions between CBS1 and T-DOM CBSs (Fig. 3a, top).

After Chiron treatment (72 h), the gene cluster ‘opened’ to form two separate micro-TADs (Extended Data Fig. 5a; compare 48 h and 96 h and see also Supplementary Movie 2). These two micro-TADs represent the transcriptionally inactive part of the cluster on the ‘posterior’ side and the active part on the ‘anterior’ side (Extended Data Fig. 5a, left and right), as further shown by H3K27me3 (Extended Data Fig. 5c). The dynamic of intracluster interactions during this transition was quantified (Extended Data Fig. 6). At 72 h, the region around the position of CBS1 was depleted of H3K27me3 (Extended Data Fig. 5c, arrowhead). At 120 h, H3K27me3 had been further erased toward the centromeric direction between CBS1 and CBS2, again indicating the progression of transcription (Extended Data Fig. 5c).

At 96 h, the H3K27ac and H3K27me3 profiles were mutually exclusive, with an H3K27ac domain activated early on and enriched in cohesin complexes, and a transcriptionally inert H3K27me3 domain, a situation observed in all four *Hox* clusters (Extended Data Fig. 7). The boundary between these domains was at the position of CBS1 (Extended Data Fig. 5c, arrowhead). Subsequently, the H3K27me3 domain retracted until 120 h to become apparently stabilized (Extended Data Fig. 5c; compare 120 h with 144 h); meanwhile, the H3K27ac active domain expanded. The apparent stabilization in H3K27me3 distribution at late stages likely reflected a dilution effect, for only very ‘posterior’ stembryonic cells will activate new *Hoxd* genes and hence the vast majority of analyzed cells would keep their H3K27me3 domain unchanged.

This progression was quantified over time, and interactions between the *Evx2–Hoxd12* region and *Hoxd8* decreased already at 96 h (Extended Data Fig. 6, right). Contacts with *Hoxd9* decreased at 144 h only, a timepoint when interactions with *Hoxd11* were only slightly reduced (Extended Data Fig. 6, left). This progression occurred along with the stepwise recruitment of new CTCF sites in the cluster, which interacted with the T-DOM CBS1-5 (Fig. 3a and Extended Data Fig. 3). In the CHi-C maps, this was illustrated by the transition from discrete points of interactions into small bars of increasing length over time, the latter indicating the averaging of different loops between one CTCF site in T-DOM and an increasing number of sites within the *HoxD* cluster (Fig. 3b; compare 72 h and 144 h and see also Supplementary Movie 2).

### A model for the *Hox* timer

We propose the following model: initially, the cluster is in a globular form, with many internal interactions that are driven by H3K27me3 (refs. ^19,20^; Fig. 4a, top, brown domain). However, a central segment containing CBS1 loops out and contacts several CTCF sites within the flanking T-DOM (Fig. 4a, green domain), in particular, TD-CBS5 (Fig. 4a, top). *Wnt* signaling activates *Hoxd1*, rapidly followed by the anterior genes up to CBS1. This activation coincides with a ‘translocation’ of this anterior part as if the cluster dissociated into two halves, one transcribed (Fig. 4a, middle, blue domain) and the other one still silent (Fig. 4a, middle, brown domain). Transcription in the anterior domain then recruits cohesin complexes (Fig. 4a, middle, blue domain), which start to extrude DNA until extrusion reaches CBS1. Over time and at a given frequency^46^, extrusion will bypass CBS1 and reach CBS2, which like CBS1 will also start looping toward the CBS sites located within sub-TAD1. The gene located in between will, thus, fall into the positive domain and become activated due to its proximity to T-DOM enhancers (Fig. 4a, bottom, E-P contacts). In turn, this newly transcribed gene will be targeted by NIPBL, and cohesin will now be recruited more posteriorly, in addition to the former domain, thus increasing the probability to bypass CBS2 and hitting yet another CBS. This leads to a self-entertained mechanism progressing toward the posterior end of the gene cluster (Fig. 4b), following the successive delays imposed by the ‘insulating’ properties of CTCF sites with an orientation toward sub-TAD1.

**Fig. 4:**
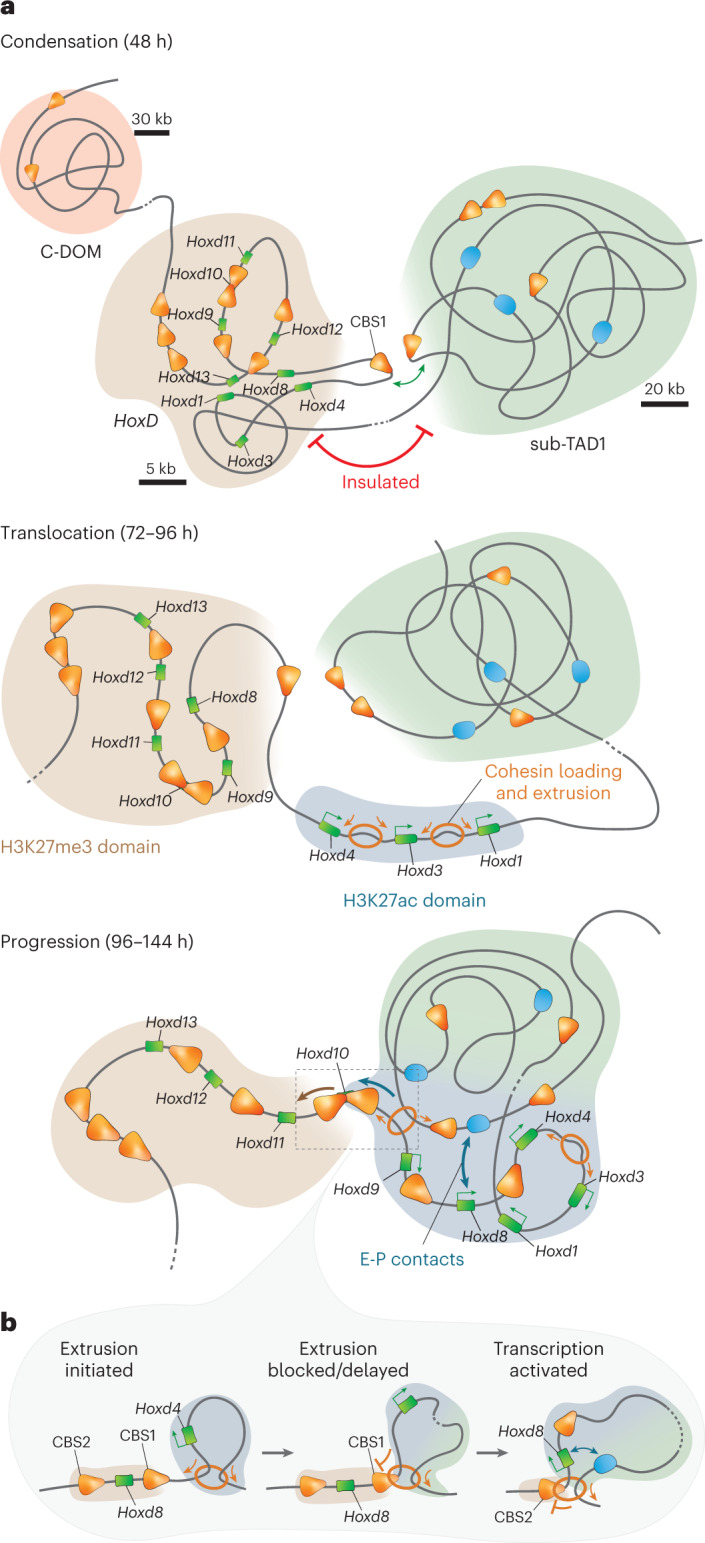
A model for the *Hox* timer. **a**, Three phases in the dynamic activation of the *HoxD* locus are discussed further. (1) Condensation—initially, the cluster is in a condensed state (brown domain), covered by H3K27me3. It is relatively well insulated from T-DOM and its sub-TAD1 (although with constitutive contact points), except for a ~20-kb DNA fragment containing CBS1, which loops out toward the sub-TAD1 located CBS (CBS1, green double arrow). (2) Translocation—while CBS1 keeps contacting the sub-TAD1 CBSs, *Wnt-dependent* transcriptional activation of anterior genes dissociates the cluster into two parts, with a now fully acetylated anterior domain where cohesin complexes will be preferentially loaded (blue domain). (3) Progression—active loop-extrusion in this transcribed part will initially reach CBS1 as a first block, to subsequently reach CBS2 with a given frequency, thus activating *Hoxd8* whose transcription will, in turn, recruit cohesin complexes, and hence a self-entertained mechanism will spread toward the posterior part, concomitantly to a retraction of the H3K27me3 domain. **b**, In this model, the ‘progression’ phase is tightly linked to extrusion by cohesin complexes, with initial recruitment at anterior regions and a delayed progression caused by occupied CTCF sites of the proper orientations. CBSs are represented by orange arrows indicating their orientation, genes are represented by green rectangles, enhancers are represented by blue ovals and cohesin rings are represented by orange circles.

Our datasets suggest that this model also applies to other *Hox* clusters, where both the distribution and orientations of CTCF sites are well conserved (Extended Data Fig. 7). In all cases, fast activation of those genes located in the CTCF-free region is accompanied by accumulation of NIPBL and RAD21 and an increase in contacts with the surrounding 3′ regulatory landscape (Extended Data Fig. 7). The further spreading of transcription must also involve upstream factors, for example, CDX proteins^22–24^, which have important roles in trunk extension^47,48^. In our stembryos, analyses of both *Cdx1* and *Cdx2* were compatible with their proposed regulatory function upstream *Hox* genes (Supplementary Note 2 and Supplementary Fig. 3).

### Testing the model

We produced mutant stembryos with individual or multiple CBS deletions. 

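RNA-seq of the mutants was analysed at 96 h and 120 h for Del(CBS1), Del(CBS1-2), Del(CBS2), Ins(2xCBS-d4d8), Del(d1-d4) and Del(sub-TAD1), at 120 h and 144 h for Del(CBS4), and at all 3 stages for Del(CBS1-5). Each mutant and stage had 2 libraries, apart from Del(sub-TAD1) at 96 h with 3, and the controls were the wild-type libraries of the same stage outside the time course, 4 at 96 h, 4 at 120 h and 2 at 144 h. The paper's text gives n = 2 and does not name which wild-type libraries served each mutant. The wild-type and most mutant lines come from EmbryoMax 129/SVEV embryonic stem cells, whereas the Del(CBS1-5) and Del(sub-TAD1) lines were derived from blastocysts of mutant mice, so their comparisons with wild type also compare lines of different origin. Depths, inferred as for the time course and in M fragments, were 21.9 to 27.3 (median 24.6) for wild type at 96 h. They were 22.3 to 25.5 (median 24.0) at 120 h and 21.5 to 25.4 (median 23.5) at 144 h. At 96 h they were 23.5 to 29.3 (median 26.4) in Del(CBS1), 32.1 to 39.0 (median 35.6) in Del(CBS1-2), 30.7 to 37.9 (median 34.3) in Del(CBS2) and 22.2 to 23.1 (median 22.6) in Ins(2xCBS-d4d8). The other mutants at 96 h had 22.5 to 26.8 (median 24.7) in Del(CBS1-5), 27.5 to 32.1 (median 29.8) in Del(d1-d4) and 19.2 to 32.9 (median 29.7) in Del(sub-TAD1). At 120 h they were 22.4 to 24.4 (median 23.4) in Del(CBS1), 28.2 to 28.3 (median 28.2) in Del(CBS1-2), 22.5 to 26.4 (median 24.4) in Del(CBS2) and 27.8 to 30.9 (median 29.4) in Del(CBS4). The remaining mutants at 120 h had 22.4 to 24.6 (median 23.5) in Ins(2xCBS-d4d8), 25.8 to 27.5 (median 26.7) in Del(CBS1-5), 26.7 to 27.6 (median 27.1) in Del(d1-d4) and 21.9 to 25.9 (median 23.9) in Del(sub-TAD1). At 144 h they were 28.3 to 31.7 (median 30.0) in Del(CBS4) and 19.0 to 20.6 (median 19.8) in Del(CBS1-5).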

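The authors normalized Hoxd genes other than Hoxd13 by Hoxa and Hoxc genes to correct for growth speed, and the paper's text does not give the formula. Here the FPKM of each Hoxd gene other than Hoxd13 was divided by the median change of the expressed Hoxa and Hoxc genes of the same library against the controls' mean, over 9 reference genes at 96 h and 14 at 120 h and 144 h. On the log2 scale these factors ran from -1.18 to 0.81 at 96 h, from -0.91 to 0.46 at 120 h and from -0.64 to 0.35 at 144 h. The results are called scaled FPKM, and Del(sub-TAD1) at 96 h was compared on FPKM without scaling, as in Supplementary Fig. 5e. Each mutant was set against its controls in the same limma fit as the time course. Adjusted p-values are over all genes tested, and those over the list alone are over the 11 tested of 12 Hoxd and Hoxa genes chosen before the data were examined. The change of a mutant's effect between stages was tested as a difference of log2 fold changes, adjusted over 72 such tests. Libraries also fell into 2 library sets that differ in mitochondrial mRNA and pseudogene levels, for a reason that was not established. Set 1 holds 28 libraries, among them wild-type replicates 1 to 3 at 96 h and 120 h, and set 2 holds 33, among them wild-type replicate 4, the wild-type libraries at 144 h and the time course. Del(CBS4), Ins(2xCBS-d4d8), Del(CBS1-5) at 144 h and Del(sub-TAD1) at 96 h are in set 2 and the other mutants in set 1. Comparisons with wild-type libraries of the mutant's own set, time course included, were added after the data had been seen and are given beside the main values. For mutants of set 1 these controls are wild-type replicates 1 to 3, as in the fit without replicate 4. The calls of these fits can differ although the controls are the same. The fit by library set joined wild-type replicate 4 with the time-course libraries of its stage in 1 group. All wild-type libraries of 144 h likewise formed 1 group. Differences within these groups entered the estimated spread of each gene, on which every comparison rests.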

The first mutant lacked CBS1 (Fig. 5a, *HoxD*^*Del(CBS1)*^^−^^*/*^^−^ or Del(CBS1)), and its normalized H3K27ac profile showed enrichment over *Hoxd8* and *Hoxd9*. In contrast, enrichment in the anterior part was decreased (Extended Data Fig. 8). This inversion of H3K27ac difference occurred right at the position of the deleted CBS, and no gain in acetylation was observed for more posterior genes (Extended Data Fig. 8b), suggesting that a faster progression in acetylation had occurred, with CBS1 acting as an initial barrier between the early activated *Hoxd1–Hoxd4* region and more centrally located genes. This was confirmed by RNA-seq (Fig. 5b), with a decreased expression of those genes located anterior to CBS1, whereas *Hoxd8* and *Hoxd9* mRNA levels were higher than in controls. 

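In Del(CBS1) at 96 h, Hoxd1 stood at 3.34 ± 0.589 scaled FPKM (mean ± SD, n = 2) against 11.7 ± 5.82 in wild type (n = 4), a log2 fold change of -1.67 (standard error 0.282, adjusted p = 0.00249) in limma's test. Hoxd3 fell to 14.5 ± 1.88 from 30.2 ± 3.13, a log2 fold change of -1.06 (standard error 0.212, adjusted p = 0.0101). Mutant libraries both lay below all 4 controls for each of these genes. For Hoxd4 the log2 fold change was -0.42 (standard error 0.194, adjusted p = 0.317), and 0.20 with wild-type replicates 3 and 4 as the only controls. Hoxd8 stood at 5.70 ± 0.864 against 3.21 ± 1.24, with both mutant libraries above all controls, a log2 fold change of 0.88 (standard error 0.403, adjusted p = 0.310). Its adjusted p was 0.106 from limma when adjusted over the list alone. Hoxd9 stood at 1.49 ± 0.524 against 1.98 ± 2.10, a log2 fold change of 0.01 (standard error 0.482, adjusted p = 1.00). Its control value rests on wild-type replicate 3, which was at 5.12 scaled FPKM, and without that library the log2 fold change was 0.57. Against controls of the same library set the log2 fold changes were -1.34 for Hoxd1, -0.96 for Hoxd3, 1.11 for Hoxd8 and -0.12 for Hoxd9. Those of Hoxd1 and Hoxd3 were then not past the threshold. Without wild-type replicate 4, which leaves the same controls, both stayed past it, so these calls depend on how the fit was made. Without scaling by the other Hox clusters, Hoxd3 changed by -0.68 and was not past the threshold. Scaling by paralogues only moved the value of Hoxd1 most, to -1.21. With only the compared groups in the fit, the estimates are the same and no Hoxd gene passed the threshold, as the spread is then estimated from fewer libraries. The paper proposes from the acetylation profile that CBS1 acts as an initial barrier between the early activated genes and the central ones, and it states that the mRNA levels follow this.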

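In Del(CBS1) at 120 h, Hoxd9 stood at 14.2 ± 0.524 scaled FPKM against 10.6 ± 3.52 in wild type (n = 2 and 4), a log2 fold change of 0.50 (standard error 0.482, adjusted p = 0.584) in limma's test. Hoxd8 stood at 16.5 ± 0.458 against 10.0 ± 1.85, a log2 fold change of 0.73 (standard error 0.403, adjusted p = 0.412). Mutant libraries both lay above all 4 controls for each gene. With controls of the same library set, the log2 fold changes were 0.17 for Hoxd9 and 0.56 for Hoxd8. The effect at 96 h minus that at 120 h was -0.50 (standard error 0.682, adjusted p = 0.681) on the log2 scale for Hoxd9 and 0.15 (standard error 0.570, adjusted p = 0.913) for Hoxd8, so neither difference was past the threshold. For Hoxd9 this difference was 0.01 without wild-type replicate 3, and for Hoxd8 it was -0.06 without wild-type replicate 1 and -0.06 without replicate 2.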

A more robust effect was scored at 96 h than at 120 h for the gain of *Hoxd9* transcripts, while the *Hoxd8* mRNA level was back to normal at 120 h, suggesting that CBS1 impacts the timing of transcription rather than its maintenance. The quantification of RAD21 in the CBS1 deletion showed increased accumulation at CBS4 and CBS5 in the mutant at 96 h (Extended Data Fig. 8c), suggesting a redistribution of the cohesin located at CBS1 along with the premature activation of posterior genes.

**Fig. 5:**
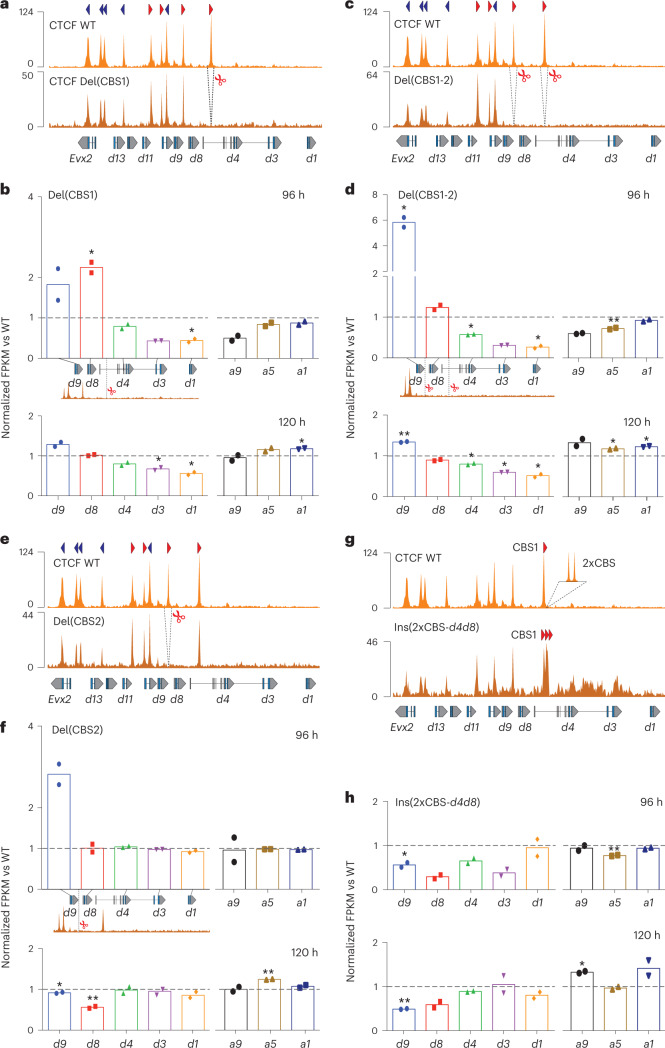
Deletions and insertion of CBS disturb the *Hox* timer. **a**, CTCF ChIP–seq of either control stembryos at 168 h (top) or Del(CBS1) stembryos at 96 h (bottom). Scissors delineate the deletion. **b**, Normalized FPKM values of *Hoxd* and *Hoxa* RNAs from Del(CBS1) stembryos compared to controls at 96 h and 120 h. The vertical line indicates the deleted CBS1. **c**, CTCF control (top) and Del(CBS1-2) (bottom) profiles at 96 h. **d**, Normalized FPKM values of *Hoxd* and *Hoxa* RNAs produced from Del(CBS1-2) stembryos and compared to controls at 96 h (top) and 120 h (bottom). **e**, CTCF control (top) and Del(CBS2) (bottom) profiles at 96 h. **f**, Normalized FPKM values of *Hoxd* and *Hoxa* RNAs from Del(CBS2) stembryos compared to controls at 96 h (top) and 120 h (bottom). **g**, CTCF control (top) and Ins(2×CBS-*d4d8*) (bottom) profiles at 144 h mapped onto an in silico reconstructed mutant genome. **h**, Normalized FPKM values of *Hoxd* and *Hoxa* RNAs produced from Ins(2×CBS-*d4d8*) stembryos and compared to controls at 96 h (top) and 120 h (bottom). In **b**, **d**, **f** and **h**, *n* = two independent samples. Values are represented as means. *P* values were determined by Welch’s unequal variances *t*-test (*P < 0.05 and **P < 0.01). In **e**, the number and orientations of CBS are indicated with red arrowheads. Genomic coordinates—chr2:74636423–74780095.

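In Del(CBS1-2) at 96 h, Hoxd9 stood at 5.24 ± 0.668 scaled FPKM (n = 2), a log2 fold change against wild type of 1.79 (standard error 0.482, adjusted p = 0.0277) in limma's test, with 1 of the 2 mutant libraries above all 4 controls. Within the same library set, it was 1.74 and not past the threshold. Without wild-type replicate 1 it was 1.54 and not past it either. Without replicate 4, which leaves the same controls as the library set, it stayed past the threshold. Hoxd8 stood at 3.08 ± 0.434 scaled FPKM, a log2 fold change of 0.02 (standard error 0.403, adjusted p = 1.00), and -0.03 when scaled by its paralogues only. The anterior genes were lower, with log2 fold changes of -2.39 for Hoxd1, -1.57 for Hoxd3 and -0.96 for Hoxd4, and adjusted p-values between 3.63e-06 and 0.00331. Set directly against Del(CBS1), the log2 fold change was 1.78 (standard error 0.557, adjusted p = 0.752) for Hoxd9 and -0.87 (standard error 0.465, adjusted p = 1.00) for Hoxd8, with adjustment over all genes tested. For Hoxd9 the unadjusted p of this comparison was 0.00299 in limma's test.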

We next analyzed stembryos mutant for both CBS1 and CBS2 (Fig. 5c, Del(CBS1-2)). mRNA levels showed a gain in *Hoxd9* at 96 h higher than in Del(CBS1) (Fig. 5d), in contrast with the moderate, if any, increase in *Hoxd8* transcripts level, which was below that observed when only the first CTCF was mutated (Fig. 5b). Weakening of these effects was again observed at 120 h, although the gain of *Hoxd9* was maintained (Fig. 5d), along with an expression boundary shifted anteriorly (Supplementary Note 3 and Supplementary Fig. 4). 

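In Del(CBS1-2) at 120 h, Hoxd9 stood at 17.1 ± 0.521 scaled FPKM, a log2 fold change against wild type of 0.77 (standard error 0.482, adjusted p = 0.390) in limma's test. Hoxd8 stood at 12.3 ± 0.0377, a log2 fold change of 0.31 (standard error 0.403, adjusted p = 0.661). Both mutant libraries lay above all 4 controls for each gene. Against controls of the same library set the log2 fold changes were 0.50 for Hoxd9 and 0.19 for Hoxd8. Set against Del(CBS1) at 120 h, they were 0.27 (standard error 0.557, adjusted p = 1.00) and -0.42 (standard error 0.465, adjusted p = 1.00). The effect at 96 h minus that at 120 h was 1.02 (standard error 0.682, adjusted p = 0.281) for Hoxd9 and -0.30 (standard error 0.570, adjusted p = 0.740) for Hoxd8. For Hoxd8 it was 0.13 without wild-type replicate 4. The boundary of expression along the stembryo is not measured by RNA from pools of stembryos.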

At 96 h, a decrease in acetylation over the anterior part of the cluster was observed, as well as a clear gain over the TSS of a long *Hoxd4* transcript immediately past the first CTCF site. Gain of acetylation over *Hoxd8* was, however, not observed, whereas a weak signal only was gained over *Hoxd9* (Extended Data Fig. 8d,e, top). This tendency was reinforced at 120 h, with a gain over *Hoxd9* stronger than in the Del(CBS1) mutant (Extended Data Fig. 8b,e, bottom, black arrows), whereas the gain over *Hoxd8* was weaker than in the Del(CBS1) mutant (Extended Data Fig. 8b,e, bottom, black arrowheads). We concluded that the main upregulation effect upon removing a CBS was observed for the gene located in 5′ of this CBS, that is, *Hoxd8* for Del(CBS1) and *Hoxd9* for Del(CBS1-2), a conclusion further challenged by deleting CBS2 alone (Del(CBS2); Fig. 5e). In these mutants, expression of all anterior genes and of *Hoxd8* remained unchanged at 96 h, whereas a clear increase in *Hoxd9* transcripts was scored (Fig. 5f), which again was no longer observed at 120 h.

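Farther 5′ in the cluster, Hoxd10 and Hoxd11 were at or under 3 fragments in every Del(CBS1) and Del(CBS1-2) library at 96 h, so a difference at these genes was not detectable at this depth. At 120 h Hoxd10 stood at 0.344 ± 0.0978 scaled FPKM in Del(CBS1) and 0.372 ± 0.0219 in Del(CBS1-2), against 0.647 ± 0.497 in wild type, with log2 fold changes of -0.55 (standard error 0.407, adjusted p = 0.520) and -0.45 (standard error 0.407, adjusted p = 0.517) in limma's test, the latter 0.01 when scaled by paralogues only. With each library left out in turn they ran from -0.89 to -0.18 and from -0.74 to -0.03. The wild-type mean leans on replicate 3, at 1.35 deposited FPKM against at most 0.546 in the others. Hoxd13 was at or under 3 fragments in both Del(CBS1) libraries at 120 h. It changed by -0.21 on the log2 scale in Del(CBS1) at 96 h and by 0.29 and -0.25 in Del(CBS1-2) at 96 h and 120 h, with adjusted p-values of at least 0.501. Whether Hoxd8 and Hoxd9 changed by different amounts within 1 mutant was not tested. The paper sets mRNA levels beside H3K27ac profiles, with Hoxd8 gaining after removal of CBS1 and Hoxd9 after removal of both sites. From both kinds of data it concludes that the gene lying directly 5′ of a removed site is the one mainly upregulated.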

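In Del(CBS2) at 96 h, the log2 fold changes of the anterior genes were 0.14 for Hoxd1, 0.34 for Hoxd3 and 0.30 for Hoxd4, with adjusted p-values between 0.452 and 0.816 from limma, and without wild-type replicate 3 that of Hoxd1 was -0.16. Hoxd9 stood at 1.36 ± 0.0530 scaled FPKM (n = 2), a log2 fold change against wild type of -0.08 (standard error 0.482, adjusted p = 0.971). Without wild-type replicate 3 it was 0.47, and against controls of the same library set -0.12. Hoxd8 stood at 1.01 ± 0.144 scaled FPKM, below all 4 controls in both libraries, a log2 fold change of -1.50 (standard error 0.403, adjusted p = 0.0865). Its adjusted p was 0.00802 from limma when adjusted over the list alone. Leaving out wild-type replicate 1 or 2 brought the log2 fold change of Hoxd8 to -1.62 or -1.68, past the threshold, and scaling by paralogues only to -0.34. At 120 h Hoxd9 stood at 9.96 ± 0.458 scaled FPKM, a log2 fold change of -0.01 (standard error 0.482, adjusted p = 1.00). It was 0.09, 0.05 or 0.15 without wild-type replicate 1, 2 or 3. The effect on Hoxd9 at 96 h minus that at 120 h was -0.07 (standard error 0.682, adjusted p = 0.958), and 0.31 without wild-type replicate 3.

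**Figure D2:**
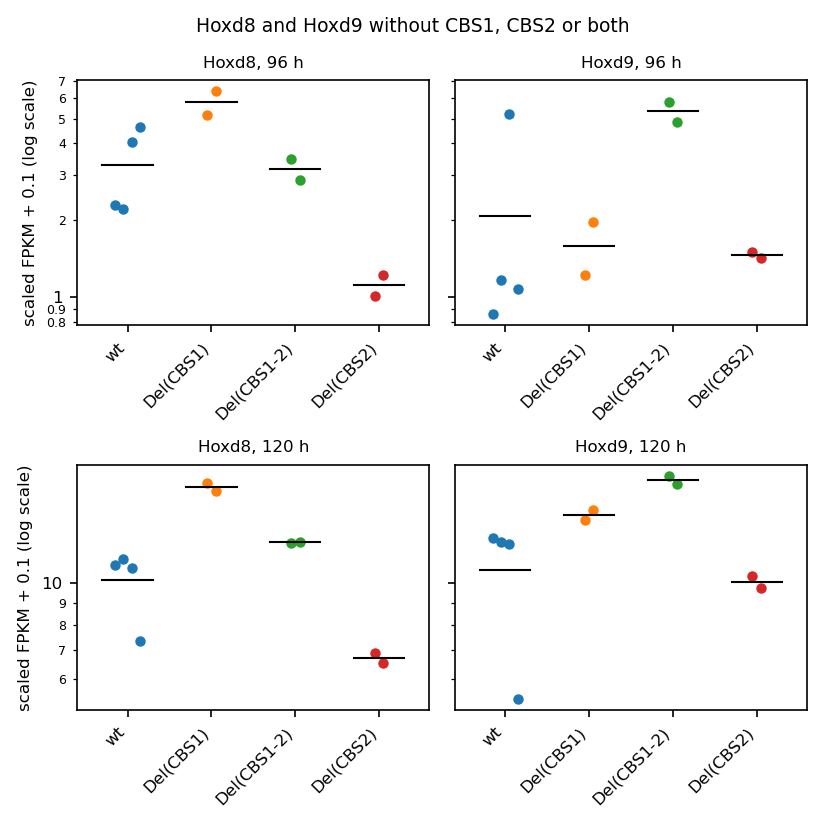
Scaled FPKM plus 0.1 (log scale) of Hoxd8 and Hoxd9 at 96 h and 120 h in wild-type, Del(CBS1), Del(CBS1-2) and Del(CBS2) stembryos. Points are single libraries and black lines are group means, and at 96 h wild-type replicate 3 lies at 5.12 scaled FPKM for Hoxd9, apart from the other 3 controls.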

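At 120 h Hoxd8 stood at 6.62 ± 0.253 scaled FPKM in Del(CBS2) (n = 2), below all 4 wild-type libraries in both, a log2 fold change of -0.57 (standard error 0.403, adjusted p = 0.575) in limma's test. With controls of the same library set, it was -0.74, and across the alternatives it ran from -0.85 to -0.37.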

At this late stage, a decrease in the expression level of *Hoxd8* was observed, indicating that CBS2 may participate in the maintenance of *Hoxd8* expression. 

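In Del(CBS4) at 120 h, Hoxd9 stood at 5.24 ± 1.07 scaled FPKM (n = 2), a log2 fold change against wild type of -0.93 (standard error 0.482, adjusted p = 0.128) in limma's test, with 1 of the 2 mutant libraries below all 4 controls. Wild-type replicate 4 was the lowest control, at 5.31 scaled FPKM, and without it the log2 fold change was -1.20 and past the threshold. Hoxd8 stood at 8.44 ± 0.326 scaled FPKM, a log2 fold change of -0.22 (standard error 0.403, adjusted p = 0.718), and scaling by paralogues only moved it most, to -1.16. Hoxd10, which lies 3′ of Hoxd11, stood at 0.0913 ± 0.00275 scaled FPKM, a log2 fold change of -1.75 (standard error 0.407, adjusted p = 0.00138). With scaling by paralogues only it was -0.72 and not past the threshold. Within the same library set, the log2 fold changes were -0.39 for Hoxd8, -1.17 for Hoxd9 and -1.86 for Hoxd10.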

A similar effect was observed when CBS4 was deleted alone (Extended Data Fig. 9, Del(CBS4)), because expression of *Hoxd8* and *Hoxd9*, the genes located anterior to the deleted CBS4, was decreased at 120 h (Extended Data Fig. 9). In contrast, the *Hoxd11* mRNA level, that is, the gene located in 5′ of CBS4, was clearly upregulated at 144 h. 

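In Del(CBS4) at 144 h, Hoxd11 stood at 1.04 ± 0.108 scaled FPKM (n = 2), whereas both wild-type libraries outside the time course were at or under 3 fragments, so the level was at least 7.58-fold higher. The adjusted p of this comparison was 1.16e-05 from limma. The result depends on which wild-type libraries serve as controls, because Hoxd11 stood at 6.81 ± 0.490 FPKM in the 2 time-course libraries of 144 h and at 0.111 ± 0.0188 FPKM in the other 2. With all 4 as controls, which are also those of the mutant's library set, the log2 fold change was 0.06 and not past the threshold. Hoxd8 and Hoxd9 changed by 0.18 (standard error 0.465, adjusted p = 1.00) and 0.55 (standard error 0.557, adjusted p = 0.838) on the log2 scale at 144 h.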

Overall, these results point to a dual function for these CTCF sites; while CBSs are used as insulators for genes positioned posteriorly, as exemplified by CBS2 and *Hoxd9*, they are also used as anchoring points for those genes located anteriorly, as observed with CBS2 and *Hoxd8*. As a result, the deletion of a CBS site will tend to activate prematurely the gene positioned in 5′, while it will fail to maintain the expression of the 3′-located gene at its normal level.

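The change of effect between stages was -0.93 (standard error 0.570, adjusted p = 0.254) on the log2 scale for Hoxd8 in Del(CBS2), as the effect at 96 h minus that at 120 h. For Del(CBS4), as the effect at 120 h minus that at 144 h, it was -1.48 (standard error 0.737, adjusted p = 0.141) for Hoxd9, -2.42 (standard error 0.622, adjusted p = 0.00285) for Hoxd10 and -2.65 (standard error 0.421, adjusted p = 8.37e-06) for Hoxd11, in limma's test. With all wild-type libraries as controls, the last 2 were -1.43 and -0.83 and not past the threshold, and with wild-type replicates 1 and 2 as the only controls that of Hoxd9 was -1.67 and past it. From the gains at the gene 5′ of a deleted site and the losses at the gene 3′ of it, the paper reasons that these CTCF sites act both as insulators for genes lying posteriorly and as anchoring points for genes lying anteriorly.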

We also inserted two supernumerary CBSs within a 2-kb distance next to CBS1. In these stembryos, three CTCF sites, instead of one, are now ‘opening’ the series of CBSs, all oriented toward sub-TAD1 (Fig. 5g, Ins(2×CBS-*d4d8*)). mRNA levels of several genes were substantially decreased at 96 h (from *Hoxd3* to *Hoxd9*; Fig. 5h, top). 

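In Ins(2xCBS-d4d8) at 96 h, Hoxd3 stood at 11.0 ± 2.53 scaled FPKM (n = 2), a log2 fold change against wild type (n = 4) of -1.47 (standard error 0.212, adjusted p = 1.12e-05) in limma's test. Hoxd4 stood at 16.3 ± 0.459 against 30.2 ± 4.43, a log2 fold change of -0.88 (standard error 0.194, adjusted p = 0.00168). Hoxd8 stood at 1.05 ± 0.321, a log2 fold change of -1.47 (standard error 0.403, adjusted p = 0.00692). Both mutant libraries lay below all 4 controls for Hoxd3, Hoxd4 and Hoxd8. In these libraries Hoxd3os1, the antisense gene that overlaps Hoxd3 and Hoxd8, was read at 16.9 and 19.7 FPKM. It was listed at 0 in wild type of the stage, and how fragments were divided between these genes was not tested. For Hoxd9 the level was 0.989 ± 0.121 scaled FPKM, a log2 fold change of -0.50 (standard error 0.482, adjusted p = 0.490), and 0.04 without wild-type replicate 3. Hoxd1 changed by -0.92 (standard error 0.282, adjusted p = 0.0142), and by -0.44, not past the threshold, without wild-type replicate 4. The scaling weighs on this mutant, since without it the log2 fold changes were -0.63 for Hoxd3, -0.04 for Hoxd4, -0.68 for Hoxd8 and 0.28 for Hoxd9, and among these only that of Hoxd3 was past the threshold. When wild-type libraries of the same set served as controls, they were -1.53, -0.71, -1.29 and -0.57, with Hoxd3 and Hoxd8 past it.

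**Figure D3:**
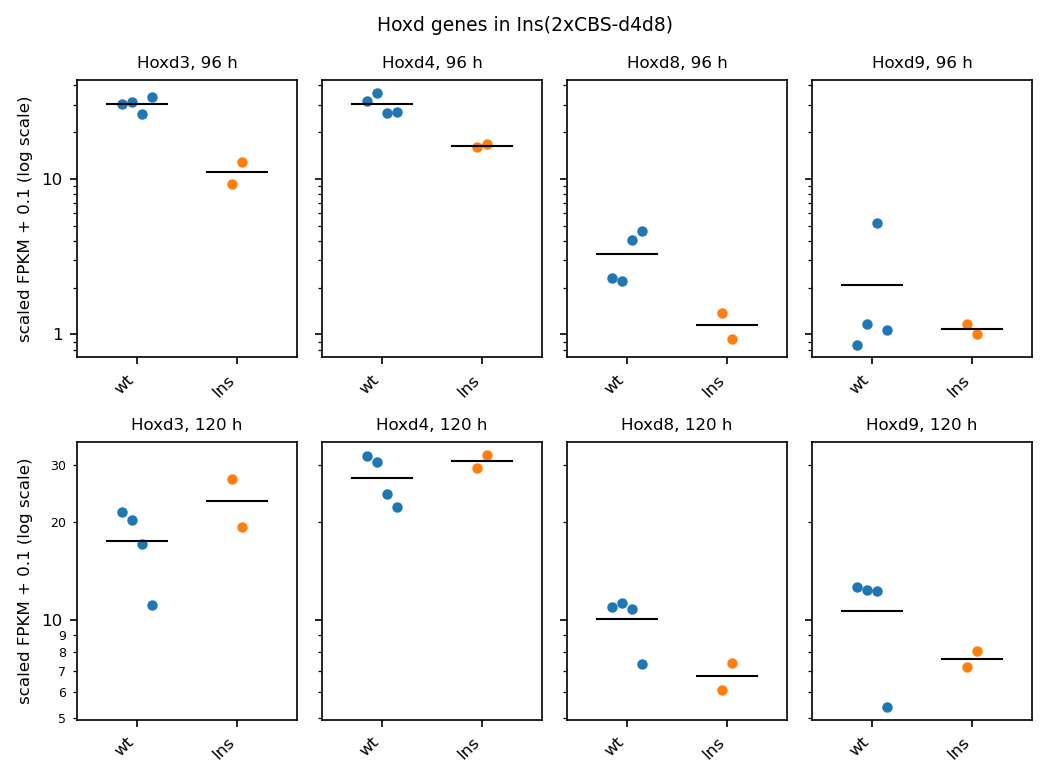
Scaled FPKM plus 0.1 (log scale) of Hoxd3, Hoxd4, Hoxd8 and Hoxd9 at 96 h and 120 h in wild-type and Ins(2xCBS-d4d8) stembryos. Points are single libraries and black lines are group means, and without scaling the log2 fold change of Hoxd9 at 96 h turns positive.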

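At 120 h in Ins(2xCBS-d4d8), Hoxd8 stood at 6.63 ± 0.902 scaled FPKM (n = 2), a log2 fold change against wild type of -0.57 (standard error 0.403, adjusted p = 0.322) in limma's test. Hoxd9 stood at 7.5 ± 0.597, a log2 fold change of -0.41 (standard error 0.482, adjusted p = 0.590). Of the 2 mutant libraries, 1 lay below all 4 controls for Hoxd8 and none for Hoxd9. Against controls of the same library set the log2 fold changes were -0.91 and -0.83. When these were further limited to libraries on the same side of a set of genes that part the blastocyst-derived lines from the other mutant lines, a choice made after the data had been seen, they were -1.17 and -1.35, both past the threshold. The same limit at 96 h made the loss of Hoxd8 smaller, and it was then not past the threshold. The effect at 96 h minus that at 120 h was -0.89 (standard error 0.570, adjusted p = 0.270) for Hoxd8, -0.09 (standard error 0.682, adjusted p = 0.958) for Hoxd9, -1.90 (standard error 0.300, adjusted p = 8.37e-06) for Hoxd3 and -1.06 (standard error 0.275, adjusted p = 0.00288) for Hoxd4. That of Hoxd9 was 0.34 without wild-type replicate 3 and 0.22 without replicate 4.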

At 120 h, the genes positioned posterior to the three compact CBSs (*Hoxd8* and *Hoxd9*) were still affected in their transcription, suggesting that the initial delay in the expression of central genes was persistent in this case (Fig. 5h, bottom). In addition, the effects of larger deletions of both the anterior part of the cluster and sub-TAD1 were analyzed (Supplementary Note 4 and Supplementary Figs. 5 and 6).

### CTCF as a timekeeper

Finally, we processed stembryos lacking from CBS1 to CBS5 in *cis* (Fig. 6a). Expression of posterior genes was upregulated at all stages analyzed (Fig. 6b). 

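In Del(CBS1-5) at 96 h, Hoxd9 stood at 19.3 ± 0.225 scaled FPKM (n = 2), a log2 fold change against wild type of 3.66 (standard error 0.482, adjusted p = 2.81e-06) in limma's test. Hoxd8 stood at 8.95 ± 0.107, a log2 fold change of 1.53 (standard error 0.403, adjusted p = 0.00844). Both mutant libraries lay above all 4 controls for each gene. With controls of the same library set, the log2 fold changes were 3.62 and 1.86. With wild-type replicates 3 and 4 as the only controls, that of Hoxd8 was 1.10 and not past the threshold. The control mean of Hoxd9 includes wild-type replicate 3, and without it the log2 fold change was 4.32. That replicate lay with the blastocyst-derived lines, Del(CBS1-5) among them, at 52 of 56 genes that part these from the other mutant lines. It was the only control of the mutant's library set on that side. Against it alone, at 5.12 scaled FPKM, the gain was smaller. Hoxd10 and Hoxd11 were at or under 3 fragments in both mutant libraries at 96 h, which leaves a difference not detectable at this depth, and Hoxd13 changed by 1.46 (standard error 0.255, adjusted p = 0.000151). At 120 h the log2 fold changes were 0.44 (standard error 0.403, adjusted p = 0.497) for Hoxd8 and 0.71 (standard error 0.482, adjusted p = 0.368) for Hoxd9, at scaled FPKM of 13.5 ± 1.86 and 16.5 ± 1.2. At 144 h they were 0.83 (standard error 0.465, adjusted p = 0.223) and 0.86 (standard error 0.557, adjusted p = 0.308), at 17.8 ± 3.80 and 16.5 ± 0.467 against 9.87 ± 0.434 and 9.08 ± 1.16 in wild type (n = 2). With all 4 wild-type libraries of 144 h as controls they were 0.59 and 0.30.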

At 120 h, both *Hoxd10* and *Hoxd11* expressions were gained and at 144 h, *Hoxd13* expression was also gained. Therefore, the absence of CTCF in the anterior and central parts of the cluster leads to the premature activation of those genes located 5′ to CBS1. 

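At 120 h Hoxd10 stood at 1.90 ± 0.0143 scaled FPKM in Del(CBS1-5) (n = 2), a log2 fold change against wild type (n = 4) of 1.64 (standard error 0.407, adjusted p = 0.00680) in limma's test. Against controls of the same library set it was 1.46 and not past the threshold. Without wild-type replicate 4, which leaves the same controls, it stayed past the threshold. Against wild-type replicate 3 alone, at 1.37 scaled FPKM, the gain was smaller. That replicate was the only control of the same library set on the side of the blastocyst-derived lines. Hoxd11 stood at 1.67 ± 0.230 scaled FPKM, at least 12.5-fold higher than in wild type, where all 4 libraries were at or under 3 fragments (adjusted p = 1.37e-12 from limma). Hoxd13 at 120 h changed by 1.47 (standard error 0.255, adjusted p = 0.000245). At 144 h Hoxd13 stood at 3.17 ± 0.151 FPKM against 0.273 ± 0.123 in wild type (n = 2 each), a log2 fold change of 3.17 (standard error 0.295, adjusted p = 3.31e-10). Hoxd10 stood at 14.1 ± 0.640 against 1.46 ± 0.338 scaled FPKM, a log2 fold change of 3.21 (standard error 0.471, adjusted p = 2.49e-06), and Hoxd11 at 5.69 ± 0.537, at least 41.5-fold higher. That bound sets the scaled level of Hoxd11 against a limit of 0.137 FPKM that was not scaled. It is lower on the deposited FPKM of the mutant libraries, 3.41 and 4.12. Both mutant libraries lay above all controls for each of these genes at both stages. The 144 h values depend on the controls, since Hoxd10 stood at 10.2 ± 0.171 FPKM in the time-course libraries of that stage and at 1.47 ± 0.390 FPKM in the other wild-type libraries. With all 4 wild-type libraries as controls, which are also those of the mutant's library set, the log2 fold changes were 1.75 for Hoxd13, 1.76 for Hoxd10 and 2.20 for Hoxd11. In deposited FPKM both mutant libraries lay below both time-course libraries for Hoxd10 (9.37 and 9.28 against 10.3 and 10.1). The same held for Hoxd11 (3.41 and 4.12 against 6.47 and 7.16), but not for Hoxd13 (3.28 and 3.06 against 3.25 and 1.92).

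**Figure D4:**
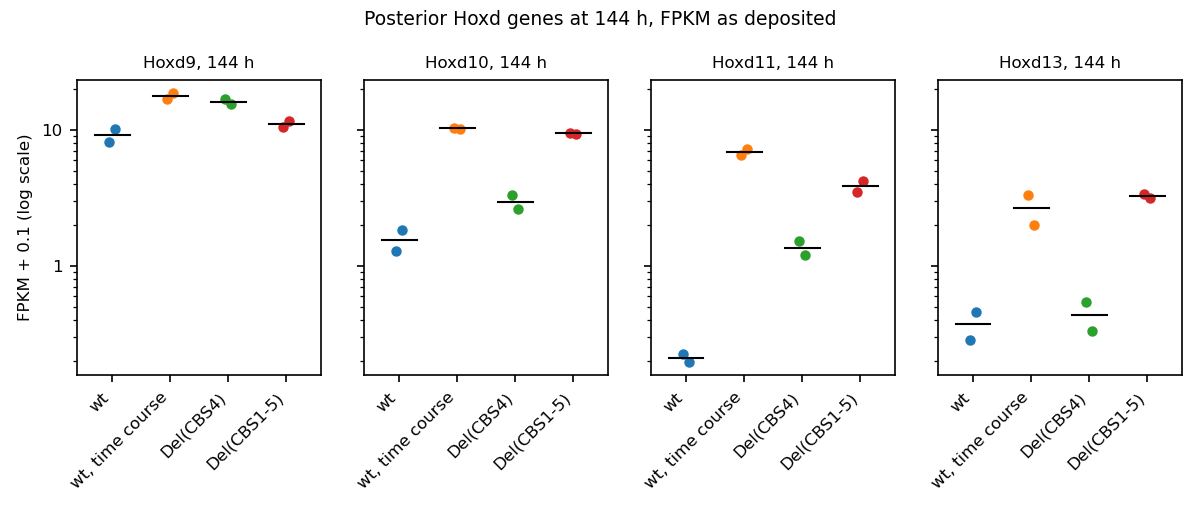
Deposited FPKM plus 0.1 (log scale) of Hoxd9, Hoxd10, Hoxd11 and Hoxd13 at 144 h in wild-type libraries outside and inside the time course and in Del(CBS4) and Del(CBS1-5) stembryos. Points are single libraries and black lines are group means, and for Hoxd10 the time-course libraries lie at 10.2 ± 0.171 FPKM and the other wild-type libraries at 1.47 ± 0.390 FPKM.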

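Among the anterior genes of Del(CBS1-5), Hoxd1 changed by -1.77 (standard error 0.282, adjusted p = 5.08e-05) on the log2 scale at 96 h and Hoxd4 by -0.92 (standard error 0.194, adjusted p = 0.00165) at 120 h, in limma's test. At 96 h Hoxd3 and Hoxd4 changed by -0.77 (standard error 0.212, adjusted p = 0.0112) and -0.65 (standard error 0.194, adjusted p = 0.0209). Within the same library set, these were -1.34 for Hoxd1 at 96 h, still past the threshold, and -0.87 for Hoxd4 at 120 h, -0.59 for Hoxd3 and -0.57 for Hoxd4 at 96 h, not past it. Without wild-type replicate 2 or 4, the change of Hoxd4 at 96 h was -0.52 or -0.57 and not past the threshold. The effect on Hoxd9 at 96 h minus that at 120 h was 2.95 (standard error 0.682, adjusted p = 0.00115), and that on Hoxd8 was 1.09 (standard error 0.570, adjusted p = 0.164). With wild-type replicates 3 and 4 as the only controls the former was 2.03 and not past the threshold, and with all wild-type libraries as controls the latter was 1.43 and past it. From the gains of genes on the 5′ side of CBS1, the paper concludes that without CTCF in the anterior and central parts of the cluster these genes are activated prematurely.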

Premature activation was confirmed by comparing normalized H3K27me3 profiles between control and CBS1-5 mutant stembryos at 96 h (Extended Data Fig. 10a). While the anterior part was mostly similar to the control, the entire H3K27me3 domain up to the *Evx2* gene was ‘weakened’, with a particular loss over the *Hoxd11* to *Hoxd8* region (Extended Data Fig. 10a, bracket at the bottom), and the whole cluster, thus, became somehow transcriptionally leaky. However, the boundaries of the H3K27me3 domain did not change in mutant stembryos, indicating that CTCF does not interfere with the initial distribution of polycomb marks in mES cells. Despite this severe impact on the timing of activation, a weak tendency to follow a colinear activation was still observed, in particular, at late stages and from *Hoxd9* onwards (Fig. 6c; compare 120–144 h).

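In deposited FPKM of Del(CBS1-5), Hoxd9 stood at 20.5 ± 0.234 FPKM at 96 h, 14.7 ± 0.875 at 120 h and 10.9 ± 0.732 at 144 h (mean ± SD, n = 2 libraries per stage), and Hoxd10 at 0.0607 ± 0.00972 FPKM at 96 h, 1.70 ± 0.238 at 120 h and 9.33 ± 0.0615 at 144 h. Hoxd11 stood at 0.0431 ± 0.00555 FPKM at 96 h, 1.51 ± 0.403 at 120 h and 3.77 ± 0.500 at 144 h, and Hoxd13 at 0.504 ± 0.0999 FPKM at 96 h and 0.482 ± 0.0919 at 120 h. Both libraries at 144 h were above both libraries at 120 h for Hoxd10, Hoxd11 and Hoxd13 and below them for Hoxd9. Changes between stages within this mutant were not tested, since the libraries at 144 h belong to another library set than those at 96 h and 120 h.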

**Fig. 6:**
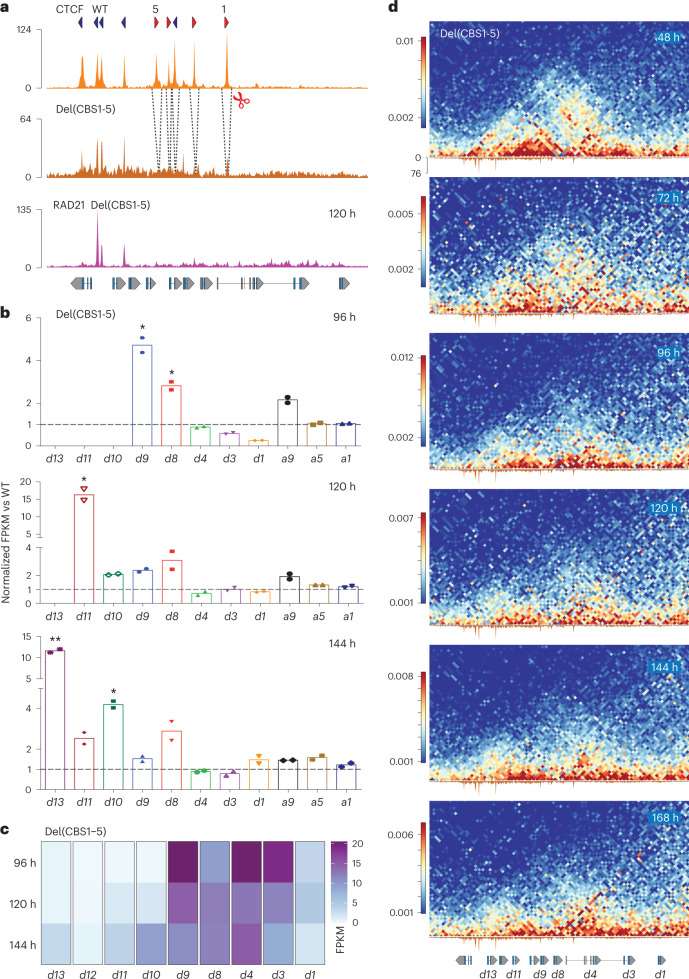
Impact of multiple CBS deletions *in cis* on the *Hox* timer. **a**, CTCF ChIP–seq data from control at 168 h (top) and Del(CBS1-5) mutant stembryos at 96 h (middle). Deleted CBS are indicated with dashed lines. The RAD21 profile at 120 h (bottom) shows no accumulation at the deleted sites (compare with Fig. 2b). Genomic coordinates—chr2:74636423–74780095. **b**, Normalized FPKM values for *Hoxd* and *Hoxa* RNAs from Del(CBS1-5) stembryos compared to control at 96 h, 120 h and 144 h. Expression of *Hoxd10* and *Hoxd11* was not considered at 96 h, nor that of *Hoxd13* at 96 h and 120 h. Increased expression was observed for central and posterior *Hoxd* genes in mutant stembryos (*n* = 2). Values are represented as means. *P* values were determined by Welch’s unequal variances *t*-test (*P < 0.05 and **P < 0.01). **c**, Heatmap of FPKM values for *Hoxd* genes transcripts in Del(CBS1-5) mutant stembryos at various timepoints (average of two replicates). **d**, Timecourse CHi-C using Del(CBS1-5) stembryos. Bin size is 2 kb, and libraries are mapped onto wild-type genome (mm10). When compared to the control specimen (Extended Data Fig. 5), the translocation (if any) of the cluster into two globules is very much perturbed. Genomic coordinates—chr2:74636423–74780095.

A time series of CHi-C datasets with Del(CBS1-5) stembryos showed changes in the dynamic of chromatin architecture compared to controls (Fig. 6d). First, the *Wnt*-dependent translocation of the cluster into two domains was no longer observed. Second, at 96 h, the progression of contacts toward more posterior parts of the cluster was not observed either in mutant stembryos. Instead, after Chiron treatment, the anterior part did not clearly segregate from the central and posterior regions and contacts remained distributed throughout (Fig. 6d), reflecting a diffused but general activation at a time when controls display two well-ordered negative and positive domains with a dynamic transition from the former to the latter. This was quantified by measuring virtual 4C contacts between either *Hoxd13*, *Hoxd11* or *Hoxd9* and the *Hoxd3–Hoxd4* region, which were markedly increased in the mutant specimen (Extended Data Fig. 10b).

When looking at contacts between the cluster and sub-TAD1 region 38–40, the stepwise extension of the loops toward more posteriorly located CBS observed in control was not scored in mutant specimens. Instead, contacts were detected throughout the cluster, already from an early stage onwards, which translated into a bar rather than a spot in the CHi-C map (Extended Data Fig. 10d). Altogether, these results indicated that CTCF proteins are both mandatory to protect posterior *Hoxd* genes to be contacted prematurely and essential for the precision and the pace of the *Hox* timer, although a remnant of a colinear process was observed in their almost complete absence.

## Discussion

In this study, we used stembryos to analyze the mechanism underlying the *Hox* timer, due to their prominent ‘posterior’ identities^34,49,50^ and consequent enrichment in cells implementing this process. However, the progressive restriction of expression domains toward the posterior aspect of elongating stembryos^34^ dilutes any measured parameters and, thus, underestimates them, a bias for which we decided not to introduce any correction index. This is particularly important to consider when small increases are observed, such as the posterior spreading of elongating RNA pol II, which are thus underestimated in this study. This is also visible with the incomplete retraction of H3K27me3 upon activation of posterior genes because the samples analyzed over time contain increasing amounts of negative cells for any newly activated gene due to its increasing posterior restriction.

We propose a three-step mechanism for the *Hox* timer. The first step is condensation in which the *Hox* clusters tend to condense into a negative globule, covered with H3K27me3. Although this had been observed previously in mES cells^19,20^, stembryos revealed that a central part of the cluster containing CBS1 loops out of this negative globule and is tightly anchored to several CBS located within the flanking sub-TAD1, prefiguring the two microdomains to come, as if the cluster would be already in a pre-activation configuration. During the second translocation step, a quasi-simultaneous activation of the CTCF-free region occurs, along with a rapid deposition of a paused form of RNA pol II up to *Hoxd10*, its ser2 phosphorylation subsequently occurring in a time sequence.

During this translocation phase, the anterior cluster dissociates from the posterior part and cohesin complexes are loaded onto this early transcribed segment^40–42^, with loop-extrusion mostly involving CBS1. Then extrusion recruits more posteriorly located CBS during the progression phase, a spreading documented by our timecourse interaction profiles and also suggested by the change in the relative distribution of RAD21 over the CTCF sites.

Whether the mechanism of progression, that is, what makes loop-extrusion going through CBS1 at some point to reach CBS2, is active or passive is hard to evaluate. A passive process where extrusion would go through CBS1 either due to a punctual lack of CTCF binding or due to a leakage in the blocking efficiency of a bound CTCF, in both cases at a given frequency, could certainly account for the progression^46^. Indeed, each event of this kind, leading to the transcription of the gene located more ‘posteriorly’, would recruit cohesin at the promoter of the newly transcribed gene^40,51^ and, thus, promote extrusion from a more posterior position. After a certain time, cohesin loading would have progressed toward more posterior genes, along with their transcription, while still being loaded in 3′ of CBS1. Alternatively, the progression could be actively regulated by some CTCF cofactors such as MAZ, which was shown to contribute to CTCF insulation in the HoxA cluster^52^, or by the WAPL-binding partner PDS5, which also contributes to boundary function^53^. In any case, this mechanism could account for the conservation in the number, positions and orientations of CTCF sites among paralogous mammalian clusters, in particular for the rather regular spacing between these CTCF sites, a feature that had remained unexplained when considered only in the context of a TAD boundary, which does not require such an iterated organization (for example, ref. ^54^).

The initial transcriptional asymmetry is likely imposed by *Wnt* signaling, which impacts *Hox* genes located in the ‘anterior’ part of the cluster^21^. From there, an intrinsic progression in transcription toward the opposite end of the gene cluster may naturally occur in this gene-dense environment, due to the presence of the transcription machinery, factors and chromatin remodelers. In this context, the series of CTCF sites would determine the precision of the process as well as its proper sequence and pace, rather than being mandatory for a global time delay in transcription to occur. From an evolutionary viewpoint, the separation between an intrinsic tendency to produce a time sequence in the activation of a series of genes in *cis* and the mechanism regulating the pace and the precision of this mechanism may allow some adaptive flexibility. Indeed, a slight variation in the timing of activation may have important consequences upon axial structures, and such variations might have been essential to produce the distinct *Hox* combinations observed in different vertebrates^55,56^. For example, changes in the number of CTCF sites, their positions or even their binding affinities may have triggered modifications in the expression timing of *Hox* genes. On the other hand, the presence of four *Hox* gene clusters containing similarly organized CTCF sites could make the overall collinear process robust and resilient to potential perturbations.

## Methods

### Culture of gastruloids

mES cells were routinely cultured in gelatinized tissue-culture dishes with 2i^57^ LIF DMEM medium composed of DMEM + GlutaMAX supplemented with 10% mES certified FBS, nonessential amino acids, sodium pyruvate, beta-mercaptoethanol, penicillin/streptomycin, 100 ng ml^−1^ of mouse LIF, 3 µM of GSK-3 inhibitor (CHIR99021) and 1 µM of MEK1/2 inhibitor (PD0325901). Cells were passaged every 3 d and maintained in a humidified incubator (5% CO_2_, 37 °C). The differentiation protocol for gastruloids was previously described^34^. Briefly, mES cells were collected after Accutase treatment, washed and resuspended in prewarmed N2B27 medium (50% DMEM/F12 and 50% Neurobasal supplemented with 0.5× N2 and 0.5× B27). In total, 300 cells were seeded in 40 µl of N2B27 medium in each well of a low-attachment, rounded-bottom 96-well plate. Forty-eight hours after aggregation, 150 µl of N2B27 medium supplemented with 3 µM of GSK-3 inhibitor was added to each well. In total, 150 µl of the medium was then replaced every 24 h. Collection of gastruloids for each timepoint was performed indiscriminately up to 96 h after aggregation. Starting from 108 h, only those gastruloids showing a clear elongating shape with no sign of apoptosis were collected and processed for subsequent analysis. Because gastruloids grown under various protocols in various laboratories can be very different from one another (for example, refs. ^34,50,58^), we refer to them as stembryos throughout the paper to prevent confusion.

### Generation of mutant mES cells

Wild-type mES cells (EmbryoMax 129/SVEV) were used to generate mutant cell lines following the CRISPR/Cas9 genome editing protocol described in ref. ^59^. sgRNA targeting guides (Supplementary Table 1) were cloned into a Cas9-T2A-Puromycin expressing plasmid containing the U6-gRNA scaffold (gift of A. Németh; Addgene plasmid, 101039). mES cells were transfected with 8 µg of plasmid using the Promega FuGENE 6 transfection kit and dissociated 48 h later for puromycin selection (1.5 µg ml^−1^). Clone picking was conducted 5–6 d later, and positive mES cell clones were assessed by PCR screen using the MyTaq PCR mix kit (Meridian Bioscience) and specific primers surrounding the targeted region (Supplementary Table 2). Mutations were verified for both alleles by Sanger sequencing (Supplementary Table 3). When heterozygous mutations were obtained, the transfection procedure was reiterated until homozygous mES cell clones were obtained. For the Del(CBS1-2) mutant, the deletion of CBS2 was carried out on top of Del(CBS1) mES cells. The Ins(2×CBS-d4d8) cell line was produced by the insertion of a 900-bp DNA cassette at a 2-kb distance of 5′ to CBS1. The cassette contains two CTCF sites with the same orientation as CBS1. The transfection was performed with 1.5 µg of the plasmid containing the recombination cassette along with 8 µg of the sgRNA plasmid. The Del(CBS1-5) and Del(sub-TAD1) mES cell lines were derived from mouse blastocysts at the Mouse Clinical Institute (www.ics-mci.fr). The Del(CBS1-5) mouse is described in ref. ^28^. Del(sub-TAD1) mice were obtained by electroporating the CRISPR guide (Supplementary Table 1) and the *Cas9* mRNA into fertilized mouse embryos. The deletion covers the sub-TAD1 region including *the Mtx2* gene, but not the CS38-40 boundary. To overcome *Mtx2* knockout homozygous lethality, mice carrying a transgene, a modified mouse fosmid containing a sequence covering the *Mtx2* region (based on RP24-284D11 from https://bacpacresources.org; ref. ^60^), were crossed with the Del(sub-TAD1) mice for rescue.

### Laboratory animals

Ten-week-old mice (*Mus musculus*) were used for mES cell line derivation. Animals were kept in a continuous back cross with BL6 × CBA F1 hybrids. Mice were housed in the University of Geneva Sciences III animalerie, with light 07:00–19:00 in the summer and 06:00–18:00 in winter. The ambient temperatures were maintained between 22–23 °C and 45–55% humidity, and the air was renewed 17 times per hour. All experiments with animals were performed in agreement with the Swiss Law on Animal Protection (LPA) under license numbers GE 81/14.

### Next-generation sequencing analysis and figure generation

All NGS analyses, except for single-cell RNA-seq, were performed on a local installation of galaxy^61^. The calculations for single-cell RNA-seq have been performed using the facilities of the Scientific IT and Application Support Center of EPFL. All command lines and scripts to regenerate figures are available at https://github.com/lldelisle/scriptsForRekaikEtAl2022 (ref. ^62^). Most of the genomic tracks were plotted using pyGenomeTracks version 3.7 (refs. ^63,64^) and modified with Illustrator 2022. All boxplots and bar plots were plotted using Prism 9, and heatmaps were plotted with R (www.r-project.org).

### Mutant genomes in silico

Chromosome 2 matching the three mutants (Ins(2×CBS-d4d8), Del(d1-d4) and Del(sub-TAD1)) was generated manually using the chromosome 2 sequence from UCSC of mm10 and results from Sanger sequencing of the breakpoints^65^. The mutant chromosome 2 sequence was concatenated with the sequences of all other autosomes, chr X, chr Y and mitochondrial DNA from mm10 (UCSC).

### RNA-seq

Stembryos for each condition were collected and pooled in a 2-ml Eppendorf tube. After centrifugation and medium removal, pelleted stembryos were stored at −80 °C until RNA extraction. RNeasy Plus Micro kit (Qiagen) with on-column DNase digestion was used for RNA extraction following the manufacturer’s instructions. RNA-seq library preparation with Poly-A selection was performed with 1 µg of purified RNA using the TruSeq Stranded mRNA kit from Illumina and following the manufacturer’s protocol. Library quality was assessed with a fragment analyzer before sequencing on a NextSeq 500 sequencer as paired-end, 75-bp reads. For data analysis, adapter sequences were trimmed from reads using cutadapt^66^ version 1.16 (-a ‘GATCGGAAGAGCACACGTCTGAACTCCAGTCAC’ -A ‘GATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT’). Trimmed reads were aligned on mm10 with STAR version 2.7.7a^67^ with ENCODE options using a custom gtf based on Ensembl version 102 (ref. ^68^). Only uniquely mapped reads (tag NH:i:1) were kept using bamFilter version 2.4.1 (ref. ^69^). FPKM values were computed using cufflinks version 2.2.1 (refs. ^70,71^) with default parameters. To reduce the impact of variations in gastruloid growth speed, the FPKM values of *HoxD* genes (except *Hoxd13*) and some *HoxA* genes (*Hoxa1*, *Hoxa5* and *Hoxa9*) were normalized using FPKM values of genes from other clusters (*Hoxa* and *Hoxc* genes were used to normalize *Hoxd*, whereas *Hoxb* and *Hoxc* genes were used to normalize *Hoxa*; see GitHub repository for more details).

### Single-cell RNA-seq

Stembryos were grown to 96 h and 120 h after aggregation, and those that failed to elongate at 120 h were not used. In total, 48–96 stembryos were collected at 96 h or 120 h after aggregation and washed twice in 1 ml of PBS. Samples were dissociated in 100 µl Accutase for 5 min at 37 °C. Full dissociation was achieved by mechanical dissociation (pipetting) and verified to ensure the absence of doublet cells. Stembryonic cells were then washed twice in 500 µl PBS and resuspended in an adequate volume of PBS 0.04% BSA at 10^6^ cells per ml. All centrifugation steps were done for 5 min at 350*g* in DNA low-binding Eppendorf tubes. Single-cell suspensions were filtered using Flowmi Cell Strainer (40 µm) and subjected to single-cell RNA-seq using the 10x Genomics platform (V3 and V3.1 chemistry) following the manufacturer’s recommendation. Up to 6,000 cells were targeted per sample. cDNA preparations were performed according to 10x Genomics recommendations, amplified for 10–12 cycles and sequenced on a HiSeq 4000 with the cbot2 chemistry. At least two replicates were performed for each timepoint. In addition, a third 120-h timepoint was generated by dissection in two portions to separate the anterior and posterior halves, and each portion was analyzed separately by single-cell RNA-seq. For data processing, the Cell Ranger pipeline version 6.0 (10x Genomics) was used with the default parameters on each fastq pair of single-cell RNA-seq datasets to perform the alignment, by applying filtering and count barcodes and UMIs. Alignment was performed against the mouse reference genome mm10 and a modified gtf file based on Ensembl version 98 (ref. ^72^). Each gene–cell count matrix was then analyzed using Seurat version 4.0.2 (ref. ^73^). A Seurat object was generated by filtering out barcodes with less than 200 identified gene and genes identified in less than three cells. Then, further filtering was applied to remove low-quality cells and doublets. For each dataset, the mean RNA count was used, and cells with either less than 40% of the mean or more than 2.5-fold of the mean were removed. In addition, cells with more than 8% or less than 0.05% mitochondrial counts were removed. Each dataset was then normalized using the NormalizeData command, the 3,000 most variable features were identified and the cell cycle was scored (using the 2019 updated gene list from Seurat). Then, all individual datasets were merged into a single Seurat object. The merged dataset was then normalized, and the 3,000 most variable features were identified. The data scaling was performed using the ScaleData command using the percentage of mitochondrial count and cell cycle score.

### ChIP and ChIPmentation (ChIP-M)

ChIP and ChIP-M experiments were performed according to the protocol described in refs. ^37,74^ and adapted for stembryos samples. Briefly, collected stembryos were pooled in a 15 ml falcon tube, washed with PBS and resuspended in 1 ml PBS containing 1% formaldehyde for fixation for 10 min at room temperature. The crosslink reaction was stopped by adding a glycine solution to a final concentration of 0.125 M. Fixed stembryos were pelleted and stored at −80 °C until further use. Samples were resuspended in a sonication buffer (Tris–HCl, pH = 8.0, 50 mM; EDTA, 10 mM; SDS, 0.25% and protease inhibitors) and sonicated in a Covaris E220 device for 14 min (duty cycle 2% and peak incident power 105 W) to obtain an average chromatin fragment size of 300–500 bp. A dilution buffer (HEPES, pH = 7.3, 20 mM; EDTA, 1 mM; NP40, 0.1%; NaCl, 150 mM and protease inhibitors) was added to the sonicated chromatin and incubated with the antibody–bead complex (Pierce Protein A/G Magnetic Beads, Thermo Fisher Scientific) overnight at 4 °C. Sequential washes were then performed twice with RIPA buffer (Tris–HCl, pH = 8.0, 10 mM; EDTA, 1 mM; sodium deoxycholate, 0.1%; TritonX-100, 1%; NaCl, 140 mM and protease inhibitors), RIPA High salt buffer (Tris–HCl, pH = 8.0, 10 mM; EDTA, 1 mM; sodium deoxycholate, 0.1%; TritonX-100, 1%; NaCl, 500 mM and protease inhibitors), LiCl buffer (Tris–HCl, pH = 8.0, 10 mM; EDTA, 1 mM; LiCl, 250 mM; sodium deoxycholate, 0.5%; NP40, 0.5% and protease inhibitors) and Tris–HCl buffer (pH = 8.0, 10 mM and protease inhibitors). For ChIP experiments (4 µg H3K27ac (Abcam, ab4729), 5 µg H3K27me3 (Active Motif, 39155) and 8 µg PolII-Ser2p (Millipore, 04-1571)), DNA fragments were incubated in the elution buffer (Tris–HCl, pH = 8.0, 10 mM; EDTA, 5 mM; NaCl, 300 mM and SDS, 0.1%) containing proteinase K and purified using the Qiagen MiniElute kit. A phosphatase inhibitor (PhosStop, Roche) was used during PolII-Ser2p ChIP incubation and beads wash. The DNA library was produced using TruSeq adapters and amplified with the Kapa HiFi library kit (Roche) using a number of cycles determined by qPCR. For ChIP-M samples (5 µg CTCF (Active Motif, 61311), 3 µg PolII (Abcam, ab817), 5 µg RAD21 (Abcam, ab992) and 5 µg NIPBL (Bethyl Laboratories, A301-779A)), DNA fragments bound to the antibody–bead complex were tagmented using the Nextera tagmentation kit. Beads were resuspended in the tagmentation buffer and incubated at 37 °C for 2 min with 1 µl of the Tn5 transposase. Fragments were then eluted and purified, as described previously, and amplified using Nextera primers. Final DNA libraries were purified and size selected using AMPure XP magnetic beads (Beckman Coulter), and fragment analysis was performed before sequencing on a NextSeq 500 sequencer as paired-end, 75-bp reads. For data analysis, fastqs of the three replicates of wt_144 h_pSer2PolII were concatenated before any processing. Adapter sequences and bad quality bases were trimmed from reads using cutadapt^66^ version 1.16 (-a ‘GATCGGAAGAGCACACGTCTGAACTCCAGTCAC’ -A ‘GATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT’ for ChIP and -a ‘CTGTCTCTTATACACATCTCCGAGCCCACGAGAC’ -A ‘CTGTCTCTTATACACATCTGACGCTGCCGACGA’ for ChIPmentation --quality-cutoff=30). Trimmed reads were mapped on the mm10 genome (or the mutant genome Ins(2×CBS-d4d8) for the corresponding mutant CTCF ChIP-M) using Bowtie2 version 2.3.4.1 (ref. ^75^). Only alignments with proper pairs and mapping quality above 30 were kept using Samtools 1.8. Peaks and coverage were obtained with macs2 version 2.1.1.20160309 (--format BAMPE --gsize 1870000000 --call-summits --bdg). To better compare ChIP tracks, ChIP samples for the same protein with a timecourse were normalized together using a custom Python script (available in the GitHub repository). Similarly, this normalization was used when mutant and control were performed in parallel (GitHub repository). ChIP quantifications were performed with multiBigWigSummary from deepTools version 3.0.0 (ref. ^64^). The cumulative H3K27ac profile of Fig. 2a was computed with a custom Python script available on the GitHub repository. To reduce the impact of variations in gastruloid growth speed for the H3K27ac and H3K27me3 datasets in Extended Data Figs. 8 and 10a, the profiles of mutant and corresponding wild-type were corrected using the timecourse experiment and the profile at the *HoxA* cluster as a guide (see GitHub repository for more details). The profiles were then averaged for the two replicates, and differences were performed using the bash script available in the GitHub repository. Motif analysis of CDX2 ChIP–seq peaks in Supplementary Fig. 5 was performed with HOMER version 4.10.

### CHi-C

Collected stembryos were pooled and fixed for 10 min in 1% formaldehyde at room temperature and stored at −80 °C until further use. Lysis was performed with TissueLyser II and metallic beads for 30 s at 3 hertz before incubation at 4° for 30 min. The rest of the protocol for the CHi-C library generation is described in ref. ^76^. The customized SureSelectXT RNA probe used for DNA capture covers the region from chr2:72240000 to 76840000 (mm9). For data analysis, TruSeq adapters and bad quality bases were removed with cutadapt^66^ version 1.16 (-a ‘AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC’ -A ‘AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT’ --minimum-length=15 --quality-cutoff=30). Trimmed reads were processed with HiCUP version 0.6.1 (ref. ^77^) with default parameters on mm10 or on the corresponding mutant genome. The output BAM was converted to Juicebox format, thanks to a custom Python script available at https://testtoolshed.g2.bx.psu.edu/repository/download?repository_id=be5040251cd4afb7&changeset_revision=44365a4feb3b&file_type=gz. Only pairs with both mates falling into the capture region (mm10:chr2:72402000–77000000) and with both mates with quality above 30 were kept. Filtered pairs were loaded into 2 kb and 5 kb matrices with cooler version 0.7.4 (ref. ^78^). For 48 h, 96 h and 144 h, in those wild-type samples where three replicates were available, raw matrices were summed before further processing. The matrices were balanced with cooler balance (--cis-only). For the Del(sub-TAD1) mutant, the balancing was done with the option–ignore-diags 5 instead of --ignore-diags 2 to discard the bias due to the presence of a BAC containing the region (mm10:chr2:74747769–74913171). In Fig. 3c, the histograms were produced with a Plot profile on ImageJ version 2.1.0/1.53c. Virtual 4C was computed using the same script as in ref. ^28^ inspired by the method described in ref. ^79^ (whenever multiple replicates were available, valid pair files were concatenated). The output bedgraph was then used for the quantifications.

### HiChIP

Wild-type stembryos were collected at 120 h and fixed for 10 min in 1% formaldehyde at room temperature before proceeding with the library generation. The protocol for H3K27ac HiChIP was adapted from ref. ^80^. Briefly, after lysis, DpnII digestion, biotin fill-in and blunt-end ligation (CHi-C), the samples were sonicated in a Covaris E220 instrument for 10 min (duty cycle 2% and peak incident power 105 W) and incubated overnight at 4° with magnetic beads conjugated to the H3K27ac antibody (Abcam, ab4729). The next day, beads were washed, as described in the ChIP protocol, before the elution of DNA fragments. A biotin pull-down was then performed (Dynabeads MyOne Streptavidin T1) followed by a TruSeq library preparation using fragments bound to the streptavidin beads. A qPCR was used to estimate library depth before final amplification with the Kapa HiFi library kit. Library was purified, size selected and quality assessed with a fragment analyzer before sequencing on a NextSeq 500 sequencer as paired-end, 75 bp reads. HiChIP reads were processed similarly to CHi-C, except that the adapters were removed on each read independently and bad quality pairs were conserved, pairs were not filtered for the capture region, pairs were loaded into 10 kb bins and no balancing was performed.

### Generation of movies

For Supplementary Movie 1, the H3K27ac profiles of Fig. 1c were quantified on each bin of 10 bp. Between every measured timepoint (12-h timecourse), intermediate timepoints (every hour) were generated by linear extrapolation on each bin using the previous and the next timepoints such as to smoothen the profiles and to see their dynamic. Profiles were then generated by pyGenomeTracks and combined in a film with ImageJ. For Supplementary Movie 2, the balanced, 5-kb bins, cool files used in Fig. 3a,b were used to generate intermediate cool files for each hour using a linear extrapolation on each 5-kb bin using the previous and the next timepoint. Profiles were then generated by pyGenomeTracks. Annotations (arrows, bars) were manually added, and all frames were combined in a film using ImageJ.

### Whole-mount in situ hybridization (WISH)

Stembryos were collected at 120 h and processed following a previously reported WISH procedure^34^. Briefly, they were fixed overnight in 4% PFA at 4 °C and stored in methanol at −20 °C until ready for processing. Each sample was rehydrated and prepared with Proteinase K (EuroBio) at 2.5 µg ml^−1^ for 2 min. After postfixation, stembryos were prehybridized in a blocking solution at 68 °C for 4 h before incubation overnight with specific digoxigenin-labeled RNA *Hoxd4* (ref. ^81^) and *Hoxd9* (ref. ^10^) probes at a final concentration of 200 ng ml^−1^. The next day, samples were washed and incubated with an anti-DIG antibody coupled to alkaline phosphatase (Roche, 1:3,000). Staining was performed with BM-Purple (Roche). Images of stembryos were captured with an Olympus DP74 camera mounted on an Olympus MVX10 microscope using the Olympus cellSens Standard 2.1 software. Quantification of the size of transcript domains was performed using ImageJ software (Supplementary Table 4).

### Statistics and reproducibility

Statical analyses were performed using R and Prism 9. All statistical tests used are two-sided (see details in the GitHub repository). No statistical method was used to predetermine the sample size. When quantification was needed, at least two biological replicates were produced. No data were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-023-01426-7.

## Supplementary information

Supplementary Information Supplementary Notes 1–4, Figs. 1–6 and Tables 1–4.

Reporting Summary

Supplementary Movie 1 Dynamic of colinear activation at the *HoxD* cluster.

Supplementary Movie 2 Time-lapse reconstruction of the dynamic topology at the *HoxD* locus upon transcriptional activation.

## Data Availability

All raw and processed datasets are available in the Gene Expression Omnibus (GEO) repository under accession number GSE205783.

# Supplementary material for: Sequential and directional insulation by conserved CTCF sites underlies the Hox timer in stembryos
**Source:** Nat Genet. 2023 Jun 15;55(7):1164–75. doi: 10.1038/s41588-023-01426-7
**Supplement:** Supplementary file 1 — Supplementary Notes 1–4, Figs. 1–6 and Tables 1–4.

# Sequential and directional insulation by conserved CTCF sites underlies the Hox timer in stembryos

---

In the format provided by the  
authors and unedited

---

## SUPPLEMENTARY MATERIAL

### Table of content

#### Supplementary Notes 1-4

#### Supplementary Movies 1-2

#### Supplementary Tables 1-4

## SUPPLEMENTARY NOTES

### Supplementary Notes 1

#### Paused and elongating pol II

To complement the analyses of the spreading of H3K27ac over the posterior part of the *HoxD* cluster, we ChIPed-seq the large subunit of pol II using a pan-specific antibody recognizing the C-terminal domain (CTD) of RPB1. Pol II occupancy was somewhat similar to the H3K27 acetylation profile, yet with an unexpected accumulation over *Hoxd8* and *Hoxd9* at 96h already (Supplementary Fig. 1a), which was higher than both the H3K27ac profiles and transcripts levels. Consequently, while a colinear distribution was scored when comparing the 72h, 120h and 168h time points, profiles were virtually identical between the entire 96h to 132h time window (Supplementary Fig. 1a-c). This poor colinear progression of pol II was like that reported in amphibians <sup>1</sup>. However, when we ChIPed pol II phosphorylated in serine 2 (Ser2-p) of the CTD domain, a modification that accompanies the transition from pausing to productive elongation, which usually covers the transcription unit with a robust enrichment in the 3' part (e.g. <sup>2</sup>) a different distribution was scored (Supplementary Fig. 1d).

The pol II Ser2-p profile at 96h was clearly different from that of the pan-pol II antibody and involved mainly the *Hoxd1* to *Hoxd4* region with a weak coverage of *Hoxd8*, correlating well with the H3K27ac and RNA-seq profiles at this stage (Supplementary Fig. 1d). The signals had now extended towards more posterior genes and was enriched in 3' of *Hoxd8* (Supplementary Fig. 1d, left arrow in 84h), whereas at 144h, the signal had moved in 3' of *Hoxd9* (Supplementary Fig. 1d, arrowhead). At this latter stage, the coverage of the pol II Ser2-p was eventually similar to that

seen with the pan pol II antibody. These differences between the two forms of pol II (Supplementary Fig. 1d, compare the signals with arrows in 96h to 144h) suggest that, while actively transcribed regions (pol II Ser2-p positive) were spreading from the 3' to the 5' parts of the cluster, Pol II remained positioned throughout, likely under a paused state.

## Supplementary Figure 1

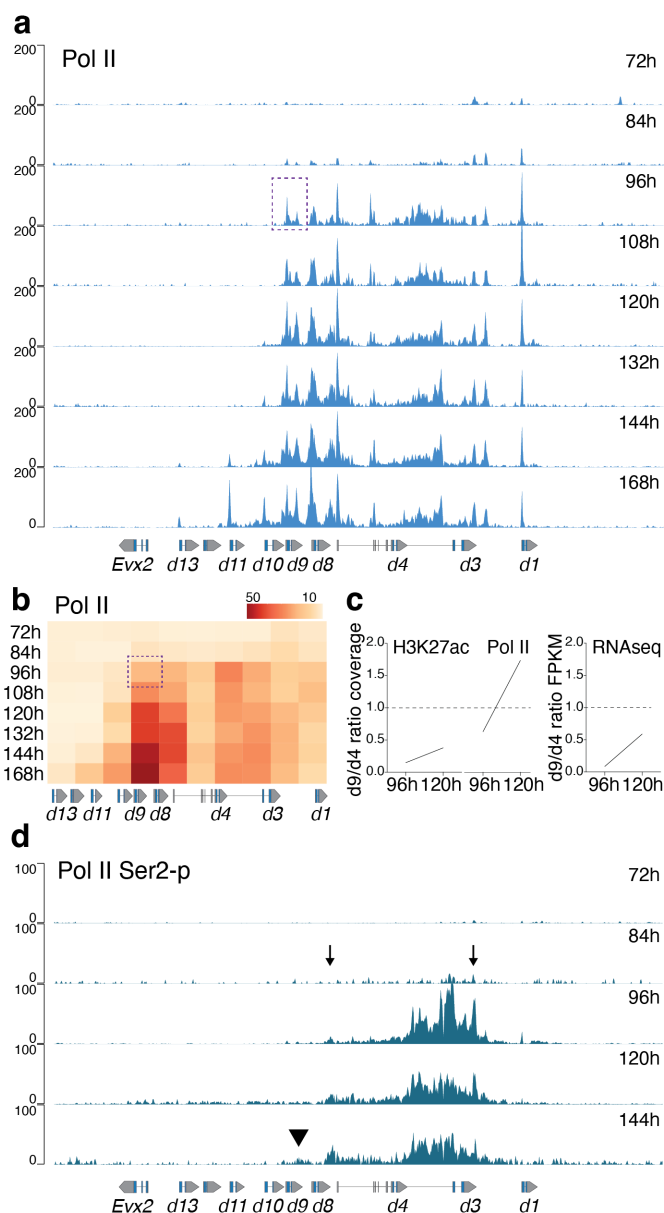

**Supplementary Fig. 1. Pol II distribution during the activation of the *HoxD* cluster.** **a**, Pol II ChIP-seq profiles over *HoxD* at different stem embryonic stages. While signals are enriched over *Hoxd1* and *Hoxd3* at 72h and 84h, a surprisingly fast and large coverage in Pol II is scored at 96h, up to *Hoxd9* (dashed region). **b**, Heatmap of Pol II ChIP-seq coverage over the *HoxD* cluster divided into 10 kb bins. **c**, Computed ratio between *Hoxd9* (dashed square) and *Hoxd4* coverage (fourth bin from *Hoxd1*) for both H3K27ac and Pol II at 96h and 120h (left panel), and between their FPKM values (right panel). Comparable ratio between

H3K27 acetylation and transcription was observed, unlike with Pol II where enrichment was already observed over *Hoxd9* at 96h. **d**, ChIP-seq profiles of Pol II phosphorylated at serine 2 at five time-points. 

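The FPKM of Hoxd9 divided by that of Hoxd4 in the same library was 0.0727 ± 0.0194 at 96 h and 0.746 ± 0.221 at 120 h (mean ± SD, n = 2 libraries of the time course each), and both libraries at 120 h were above both at 96 h. The ratio of the mean FPKM values was 0.0758 at 96 h and 0.793 at 120 h. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, and no other test of this ratio was made. The level of Hoxd4 is uncertain to the extent that fragments on its overlap with Hoxd3 were divided between the 2 genes.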

The dynamic of the elongating Pol II Ser2-p was comparable to H3K27 acetylation though with a slight delay. In **a** and **d**, genomic coordinates: chr2:74636423-74780095.

Such striking differences were also readily observed at both *HoxA* and *HoxB* clusters (Supplementary Fig. 2a, b, respectively). We concluded that elongating pol II follows a colinear dynamic first detected in anterior regions of the clusters devoid of CTCF binding sites (see below), then progressively spreading towards posterior regions similar to H3K27 acetylation, unlike paused pol II, which seems to be recruited in a rather simultaneous manner over an extended central part of the clusters including the transition from the 3' CTCF-free region towards the CTCF rich region.

## Supplementary Figure 2

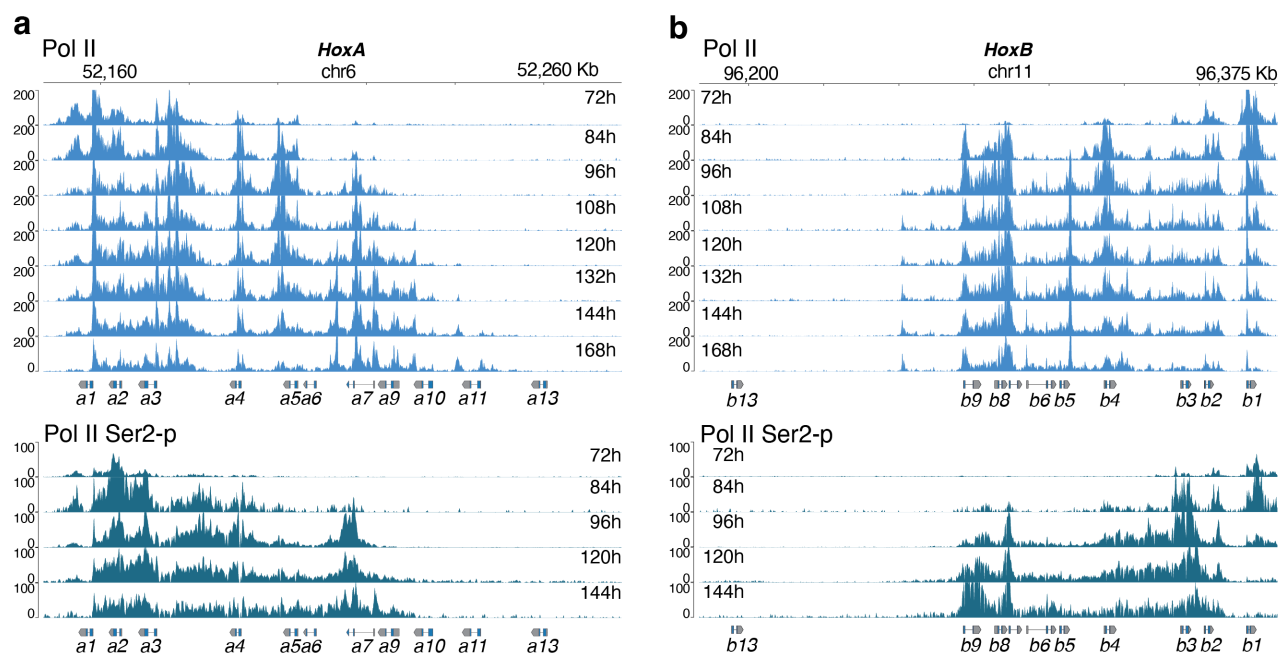

**Supplementary Fig. 2. Pol II and Pol II Ser2-p profiles on *HoxA* and *HoxB* clusters.** On top a time course of Pol II ChIP-seq profiles over the *HoxA* (a) and *HoxB* (b) genes clusters in stem embryos from 72h to 168h, showing a rapid spreading of Pol II over the gene clusters. Bottom: The use of an antibody against Pol II with phosphorylated serine 2 in ChIP-seq profiles at various time points reveals distinct, more progressive and colinear profiles, suggesting that Pol II is initially pausing over the gene clusters before starting to elongate.

## Supplementary Notes 2

### Expression of CDX genes in stembryos and binding profiles

After the initial activation of anterior *Hox* genes, partly in response to *Wnt* signaling<sup>21,22</sup>, *Cdx* transcription factors were reported to activate more centrally located *Hox* genes<sup>23–25</sup>, until the location of the TAD boundary (the site of inversion in the orientations of the CTCF sites) located inside the *Hox* clusters, which generally separates the *Hox12* and *Hox13* genes from all other anterior *Hox* genes. Other studies have proposed that the transcription of the latter posterior genes depends on TGFbeta signaling, in particular by *Gdf11*<sup>26,27</sup>. Coincidentally, the mapping of CTCF binding sites within *Hox* clusters revealed three sub-domains; an ‘anterior’ domain devoid of CTCF sites; a centrally located domain where series of CTCF sites are orientated towards the 3’ end of the clusters, and a posterior domain where several CTCF sites display the opposite orientation<sup>28</sup>. A potential upstream function for CDX proteins was thus investigated.

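In the time course, Cdx1 (ENSMUSG00000024619, chromosome 18 of mm10, 61018862 to 61036199) stood at 104 ± 59.4 FPKM at 72 h, 371 ± 29.2 FPKM at 84 h and 141 ± 75.1 FPKM at 96 h (n = 2 libraries per stage). Cdx2 (ENSMUSG00000029646, chromosome 5, 147300805 to 147307270) stood at 26.8 ± 14.2, 139 ± 23.2 and 68.6 ± 61.2 FPKM. From 72 h to 84 h the log2 change was 1.96 (standard error 0.305, adjusted p = 9.35e-06) for Cdx1 and 2.47 (standard error 0.334, adjusted p = 7.54e-07) for Cdx2 in limma's test. From 84 h to 96 h it was -1.50 (standard error 0.305, adjusted p = 0.000334) and -1.38 (standard error 0.334, adjusted p = 0.00237). The replicates differed in size and not in direction, so that with either replicate left out the change to 84 h lay between 1.26 and 2.66 for Cdx1 and between 1.74 and 3.21 for Cdx2. The change to 96 h lay between -1.99 and -1.01 for Cdx1 and between -2.27 and -0.48 for Cdx2.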

CDX proteins<sup>3–5</sup> play important roles in trunk extension<sup>6,7</sup> and, in our stembryos, both *Cdx1* and *Cdx2* were expressed as early as 72h with their mRNAs reaching peak levels at around 84h (Supplementary Fig. 3a). Single-cell RNA-seq at 96h and 120h revealed a clear overlap between *Hoxd8*, *Hoxd9* and *Cdx1/Cdx2* RNAs positive cells, in particular in neuro-mesodermal progenitors (NMPs) and early presomitic mesoderm (PSM) cells (Supplementary Fig. 3b-d), suggesting that a direct regulation by CDX proteins is possible.

We produced a ChIP-seq dataset using an antibody against CDX2 and performed a HOMER *de novo* motif analysis of CDX2 peaks, which revealed homeobox-like binding motifs and scored CDX-known motifs among the top two high-scoring results (Supplementary Fig. 3e). Binding into the *HoxD* cluster was detected as early as in 72h, in several positions in the central region containing *Hoxd3* to *Hoxd9* (Supplementary Fig. 3f, orange arrows), i.e., corresponding to those genes previously proposed to be activated by CDX proteins. Three prominent peaks were scored with decreasing intensities at 120h, thus matching the timing of transcriptional activation of central genes. No binding was observed beyond *Hoxd9* at any stage analyzed, supporting CDX2 as participating to the activation of central *Hox* genes only. However, while these three peaks covered the expected *Hoxd4* to *Hoxd9* region, no evidence was found for a progressive recruitment along the cluster and the peak around *Hoxd9* appeared consistently more enriched than the two others.

## Supplementary Figure 3

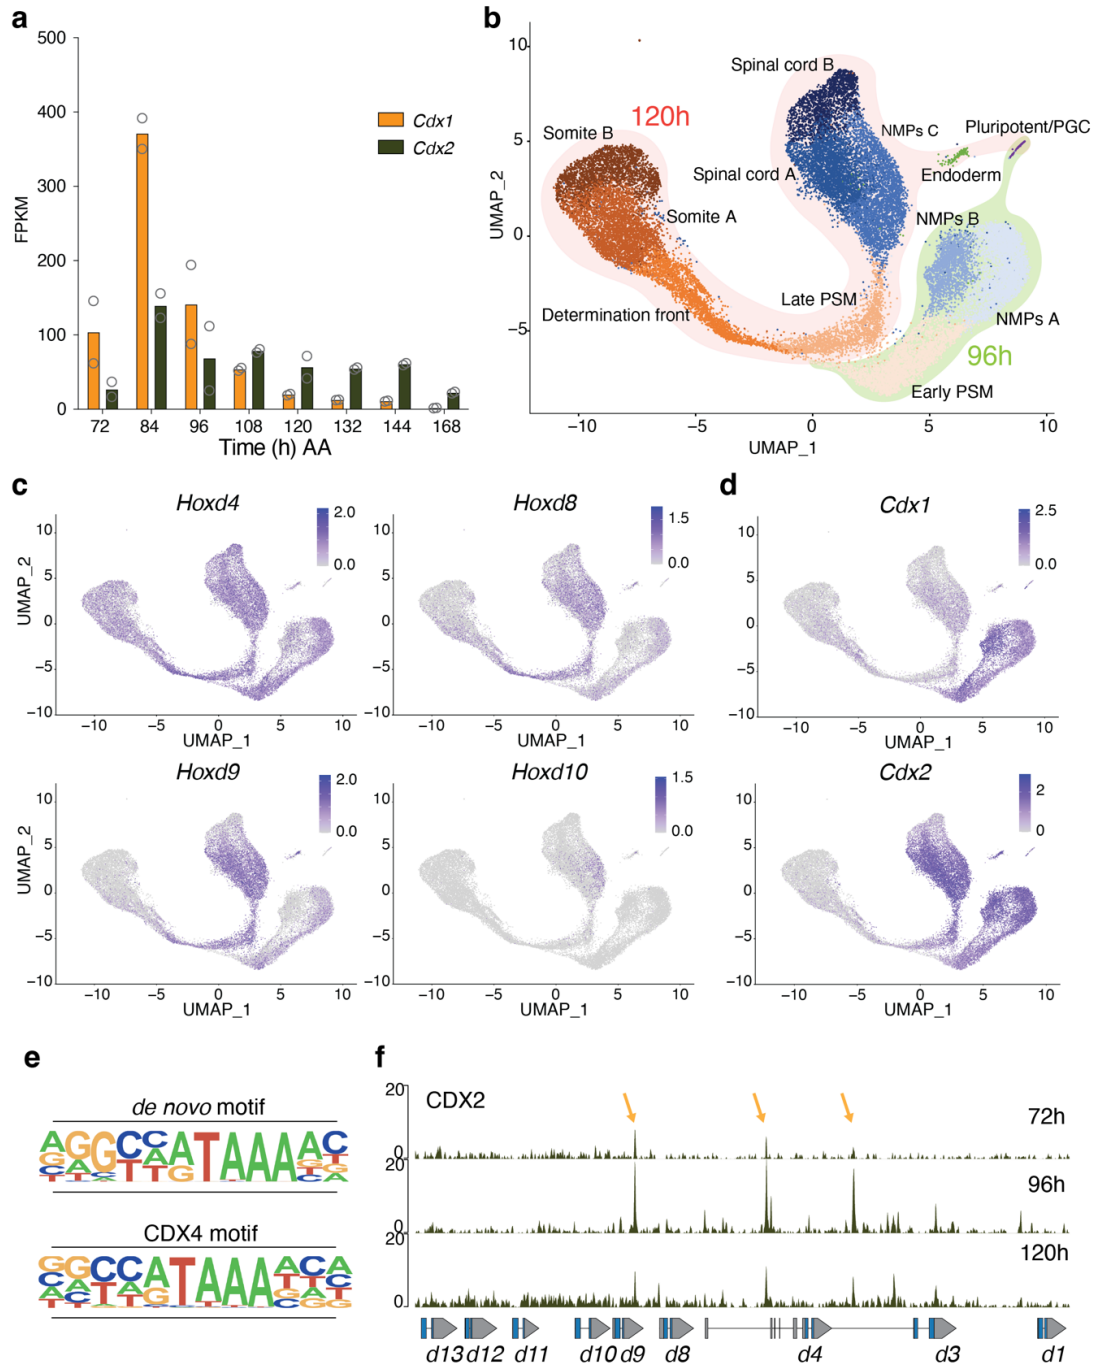

**Supplementary Fig. 3. Analysis of *Cdx* genes expression and CDX binding to the *HoxD* cluster. a.** FPKM values of *Cdx1* and *Cdx2* from RNA-seq produced in wild type stem embryos at the indicated time points (n=2). Expression peak was reached at 84h for both genes. Values are represented as means. **b.** single-cell RNA-seq produced in wild type stem embryos at 96h and 120h. UMAP projection and clustering of pooled cells showing segregation of 96h (green cluster) from 120h (red cluster) stem embryonic cells. Labels indicate cellular identity for each sub-population. NMPs, neuro-mesodermal progenitors; PSM, presomitic mesoderm; PGC, Primordial Germ Cell. **(c, d.)** Single-cell expression of *Hoxd* (c) and *Cdx* (d) genes over

the UMAP clustering map. A clear overlap was observed between *Cdx* and *Hoxd8* to *Hoxd10*. **e.** HOMER motif analysis of CDX2 ChIP-seq peaks, with *de novo* motifs (top, rank:1, 49.60%, p-value: 1e-1076) and known motifs (bottom, CDX4, rank:1, 57.57%, p-value: 1e-968). **f.** CDX2 ChIP-seq profiles over the *Hoxd* genes cluster at 72h, 96h and 120h. CDX2 binding peaks within the central part of the cluster are indicated with arrows. No colinear progression was observed in CDX2 recruitment over the cluster. Genomic coordinates: chr2:74667374-74767842.

### Supplementary Notes 3

#### Spatial expression of *Hoxd9* in mutant stembryos

In our stembryos lacking CBSs and activating prematurely the gene located immediately in 5' (posteriorly), we asked how such a premature expression would affect the spatial distribution of *Hoxd* mRNAs during stembryonic development. As an example, whole-mount *in situ* hybridization (WISH) for both *Hoxd4* and *Hoxd9* was performed on control and Del(CBS1-2) stembryos at 120h. In this mutant, the expression domain of *Hoxd9* (the gene located right after the two deleted CBSs) was clearly 'anteriorized', matching the *Hoxd4* domain (Supplementary Fig. 4). In contrast, the distribution of *Hoxd4* mRNAs remained unchanged. This result confirmed previous analyses carried out in mice lacking CBS1-2<sup>8</sup> and demonstrated the tight relationships between the timing of *Hox* gene transcription and the spatial distribution of their RNAs.

#### Supplementary Figure 4

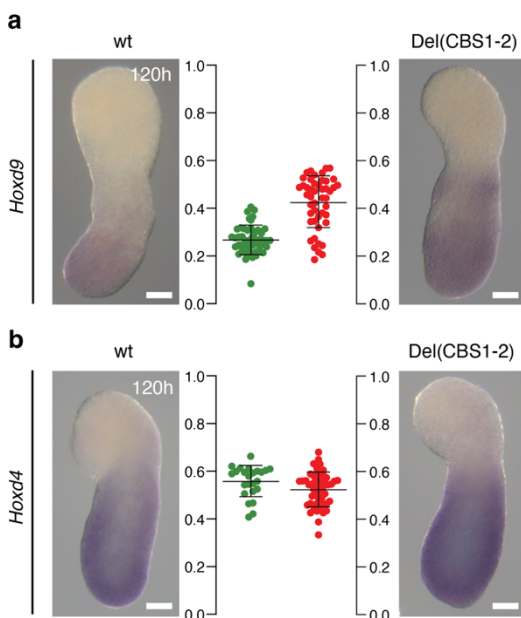

**Supplementary Fig. 4. Spatial distribution of *Hoxd* genes in Del(CBS1-2) stembryos.** **a**, *Hoxd9* and **b**, *Hoxd4* probes were used with control and Del(CBS1-2) stembryos at 120h. The size of the expression domain for each probe was quantified and normalized to the size of the whole stembryo. **a**, An 'anteriorization' in the expression domain of *Hoxd9* is observed in mutant stembryos (n=50, 47), while in **(b)** the expression domain of *Hoxd4* remains unchanged (n=24, 50). Values are represented as means ± SD. Scale bars, 100 μm.

## Supplementary Notes 4

### Deletions of the *Hoxd1-Hoxd4* fragment and of sub-TAD1

In addition to the single or multiple deletions of CTCF binding sites, we also looked at the importance of preferentially loading cohesin in the anterior portion of the cluster by deleting this region. This deletion removed from *Hoxd1* to *Hoxd4* included, yet CBS1 was left in place (Supplementary Fig. 5a). RNA-seq of mutant stembryos showed a marked decrease in transcripts level for *Hoxd8* and *Hoxd9*, both at 96h and 120h (Supplementary Fig. 5b). 

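In all 4 Del(d1-d4) libraries, the deleted genes Hoxd1, Hoxd3 and Hoxd4 were listed at 0 FPKM. At 96 h Hoxd8 stood at 0.849 ± 0.0287 scaled FPKM (n = 2), a log2 fold change against wild type (n = 4) of -1.72 (standard error 0.403, adjusted p = 0.0222) in limma's test. Hoxd9 stood at 0.295 ± 0.143, a log2 fold change of -2.01 (standard error 0.482, adjusted p = 0.0281). At 120 h Hoxd8 stood at 2.72 ± 0.125, a log2 fold change of -1.82 (standard error 0.403, adjusted p = 0.0103). Hoxd9 stood at 3.52 ± 0.471, a log2 fold change of -1.49 (standard error 0.482, adjusted p = 0.108). Its adjusted p was 0.00701 from limma when adjusted over the list alone. Both mutant libraries lay below all 4 controls for each gene and stage. The antisense gene Hoxd3os1, which overlaps Hoxd8, was read at 1.04 to 6.24 FPKM in the mutant libraries and listed at 0 in the controls. How fragments were divided between it and Hoxd8 was not tested. Single controls decide some of these calls. Hoxd9 at 96 h was -1.41 without wild-type replicate 3, Hoxd8 at 96 h was -1.60 and -1.59 without replicate 3 and 4, none of them past the threshold. Hoxd9 at 120 h was -1.82 without replicate 4 and past it. Against controls of the same library set the log2 fold changes were -1.59 and -2.23 at 96 h, both past the threshold. At 96 h these are the same controls as without replicate 4, with the same value for Hoxd8. Its call there therefore depends on how the fit was made. At 120 h they were -2.0 and -1.82, with Hoxd8 past the threshold. The effect at 96 h minus that at 120 h was 0.10 (standard error 0.570, adjusted p = 0.942) for Hoxd8 and -0.52 (standard error 0.682, adjusted p = 0.673) for Hoxd9. For Hoxd8 it was -0.10 without wild-type replicate 1 and -0.03 without replicate 2.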

To see whether this decrease in transcription was associated with a change in the contacts established between the various intra-cluster CBSs and sub-TAD1, we produced a CHi-C dataset of Del(*Hoxd1-Hoxd4*) stembryos at 96h (Supplementary Fig. 5c). While the micro-TAD observed over the anterior region of the cluster under normal condition had expectedly disappeared along with the deletion (Supplementary Fig. 5c), a quantification of contacts between the various CBS1-5 and the CS38-40 sub-TAD1 region revealed important modifications (Supplementary Fig. 6). In 96h control stembryos, CBS2 showed a higher contact frequency with the CBSs located within the CS38-40 region, when compared to CBS1 (Supplementary Fig. 6a). In contrast, the Del(*Hoxd1-Hoxd4*) mutant stembryos showed comparable interaction levels between CS38-40 and CBS1 and 2 (Supplementary Fig. 6a). We interpret this as a reduction in cohesin complexes reaching more ‘posterior’ CBS, due to reduced loading in the absence of the DNA segment including early transcribed genes and targeted by NIPBL. Basal accumulation of cohesin was nevertheless sufficient to establish the expected constitutive contacts with the CS38-40 region.

We then deleted sub-TAD1 to evaluate its importance for the transcription of those central genes located in 5’ of CBS1. Accordingly, the CBS-rich CS38-40 region was moved close to the anterior part of the cluster (Supplementary Fig. 5d). Changes in mRNAs level were already observed at 96h for *Hoxd8* (Supplementary Fig. 5e, top) and a substantial decrease was scored at 120h for both *Hoxd8* and *Hoxd9*, whereas anterior genes were less affected (Supplementary Fig. 5e, bottom). These results confirmed that posterior *Hoxd* genes somewhat require sub-TAD1 to be properly activated and that this may be achieved through those CBS-dependent interactions that are observed in the wild type situation. It also confirmed that the initial *Wnt*-dependent activation of anterior genes is -at least partially- independent from sub-TAD1 and thus potentially involves elements located within the cluster itself. 

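In Del(sub-TAD1) at 96 h, Hoxd8 stood at 0.845 ± 0.547 FPKM without scaling (n = 3) against 3.12 ± 1.16 in wild type (n = 4), a log2 fold change of -1.93 (standard error 0.367, adjusted p = 0.000192) in limma's test, with 3 of 3 mutant libraries below all controls. Hoxd9 changed by 0.58 (standard error 0.454, adjusted p = 0.323), by 1.32 without mutant replicate 1 and by 1.21 without wild-type replicate 3, both past the threshold, and by -0.03 with wild-type replicates 3 and 4 as the only controls. At 120 h, on scaled FPKM, Hoxd8 stood at 3.96 ± 2.13 (n = 2) and Hoxd9 at 2.80 ± 0.623, log2 fold changes of -1.40 (standard error 0.403, adjusted p = 0.0297) and -1.82 (standard error 0.482, adjusted p = 0.0178). Both calls at 120 h rest on single controls, since without wild-type replicate 1 the log2 fold changes were -1.32 and -1.68, and without replicate 2 -1.32 and -1.70, not past the threshold. The 2 mutant libraries at 120 h differed, with -0.84 for Hoxd8 without replicate 1 and -1.96 without replicate 2. With controls of the same library set, the log2 fold changes were -1.44 for Hoxd8 and 0.85 for Hoxd9 at 96 h, and -1.60 and -2.17 at 120 h. The effect at 96 h minus that at 120 h was -0.53 (standard error 0.554, adjusted p = 0.544) for Hoxd8 and 2.40 (standard error 0.687, adjusted p = 0.00676) for Hoxd9. These differences compare unscaled values at 96 h with scaled values at 120 h. That of Hoxd8 was 0.11 without mutant replicate 1.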

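The anterior genes of Del(sub-TAD1) changed at 96 h by -0.34 (standard error 0.210, adjusted p = 0.210) on the log2 scale for Hoxd1, -0.53 (standard error 0.169, adjusted p = 0.0123) for Hoxd3 and -0.69 (standard error 0.165, adjusted p = 0.00131) for Hoxd4 in limma's test, on FPKM without scaling. With scaling at 96 h these were 0.51, 0.32 and 0.16. At 120 h, on scaled FPKM, they changed by 0.51 (standard error 0.282, adjusted p = 0.337), 0.18 (standard error 0.212, adjusted p = 0.658) and -0.70 (standard error 0.194, adjusted p = 0.0249), and without scaling by -0.29, -0.63 and -1.51. Without wild-type replicate 3, Hoxd1 at 96 h was -0.54 and past the threshold. Without wild-type replicate 4, Hoxd3 at 120 h was -0.08. Without wild-type replicate 1 or 2, Hoxd4 at 120 h was -0.58 or -0.61 and not past it. Within the same library set, Hoxd4 changed by -0.15 at 96 h and -0.84 at 120 h, not past the threshold. From the larger losses at Hoxd8 and Hoxd9 than at the anterior genes, the paper concludes that posterior genes need sub-TAD1 to some extent for proper activation, and it proposes that the first activation of anterior genes is in part independent of it and potentially involves elements within the cluster.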

The CHi-C profile of these mutant stembryos revealed a rewiring of contacts between the cluster and the now closely located region CS38-40

(Supplementary Fig. 5f), with a strong micro-TAD including the anterior portion of the cluster, where cohesin loading could presumably occur normally (Supplementary Fig. 6b).

## Supplementary Figure 5

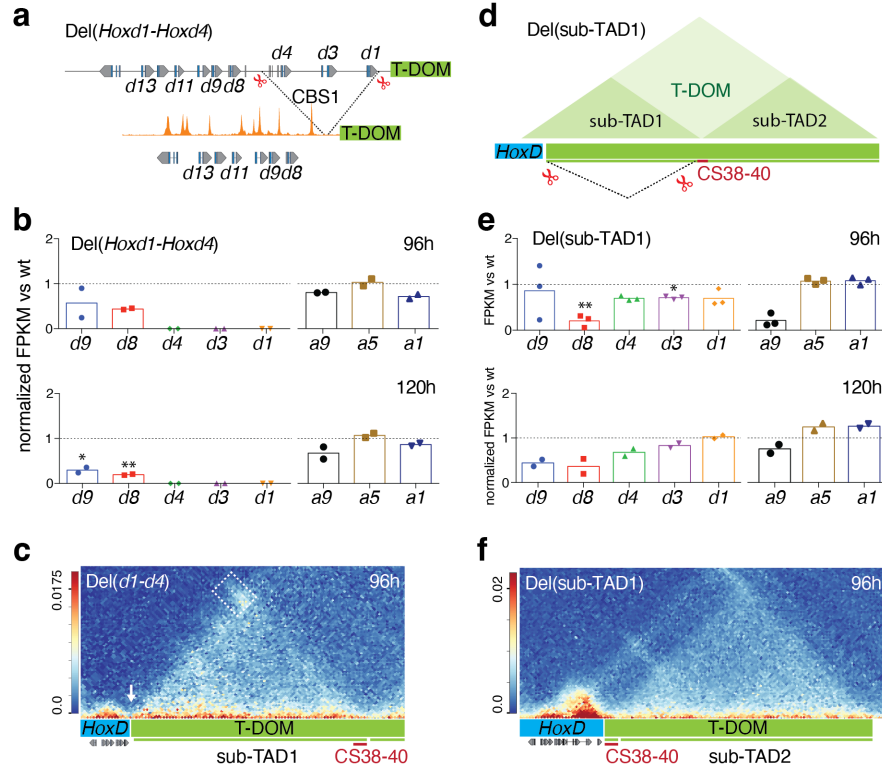

**Supplementary Fig. 5. Larger deletions at the *HoxD* locus affect the timing of transcription.** **a**, The Del(*Hoxd1-Hoxd4*) mutant, with the anterior region of the *HoxD* cluster removed. **b**, Normalized FPKM values of *Hoxd* and *Hoxa* RNAs from Del(*Hoxd1-Hoxd4*) stembryos compared to controls at 96h and 120h (n=2). **c**, CHi-C map produced from Del(*Hoxd1-Hoxd4*) stembryos at 96h, mapped onto an *in silico* reconstructed mutant genome. Bin size 5kb. The deletion breakpoint is indicated with a white arrow. Contacts between the cluster and the CS38-40 region are scored (dashed box) and quantified in Supplementary Fig. 6. Genomic coordinates: chr2:74635000-75165000 **d**, Deletion of sub-TAD1. The boundary between sub-TAD1 and sub-TAD2 (CS38-40) is left in place. **e**, FPKM (96h) and normalized FPKM (120h) values for *Hoxd* and *Hoxa* RNAs from Del(sub-TAD1) stembryos compared to control (96h: mutant (n=3), wt (n=2); 120h: n=2). In **b** and **e**, values are represented as means  $\pm$  SD. P-values were determined by Welch's unequal variances t-test (\* is p-value < 0.05, \*\* < 0.01). **f**, CHi-C map using Del(sub-TAD1) stembryos at 96h, mapped onto an *in silico* reconstructed mutant genome. Bin size 5kb. A higher contact frequency is observed between the *Hoxd* genes cluster and the CS38-40 boundary region, now relocated close by. Quantifications in Supplementary Fig. 6. Genomic coordinates: chr2:74635000-75240000.

## Supplementary Figure 6

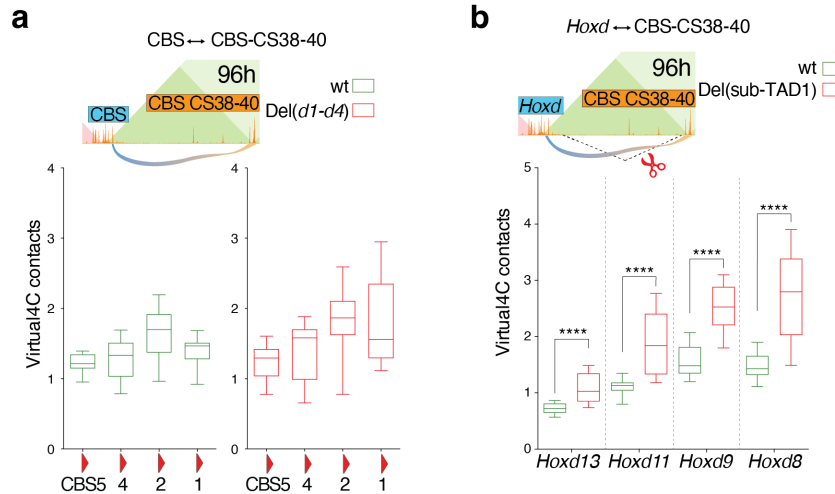

**Supplementary Fig. 6. Virtual 4C contacts generated from Capture Hi-C datasets produced from either control or mutant stembryos. a**, Del(*Hoxd1-Hoxd4*) and **b**, Del(sub-TAD1) stembryos were used at 96h. Data were mapped to corresponding *in-silico* reconstructed mutant genomes. **a**, Quantification of the contacts between the indicated *HoxD* cluster CBS1 to 5 (viewpoint) and the CBS of the CS38-40 region. While CBS2 is the CBS the more used in wt, in Del(CBS1-4) both CBS1 and 2 are preponderant. **b**, Contacts between the *Hoxd* gene bodies indicated below (viewpoints) and the CBS of the CS38-40 region. On top, scheme of the deleted fragment (dashed lines with scissors). An increase in contact is observed between *Hoxd* genes and the CS38-40 region in the mutant Del(sub-TAD1). In **a** and **b**, box plots with median value and 25-75% percentiles, whiskers represent minimum and maximum (wt: sum of 3 independent replicates, mutant: single replicate). In **b**, the Mann-Whitney nonparametric test was used to assess significant changes between wt and Del(sub-TAD1) mutant (\*\*\*\* is p-value < 0.0001).

## REFERENCES

1. Kondo, M. *et al.* *de novo* transcription of multiple Hox cluster genes takes place simultaneously in early *Xenopus tropicalis* embryos. *Biology Open* bio.038422 (2019) doi:10.1242/bio.038422.
2. Zaborowska, J., Egloff, S. & Murphy, S. The pol II CTD: new twists in the tail. *Nat Struct Mol Biol* **23**, 771–777 (2016).
3. Amin, S. *et al.* Cdx and T Brachyury Co-activate Growth Signaling in the Embryonic Axial Progenitor Niche. *Cell Rep* **17**, 3165–3177 (2016).
4. Mazzoni, E. O. *et al.* Saltatory remodeling of Hox chromatin in response to rostrocaudal patterning signals. *Nat Neurosci* **16**, 1191–8 (2013).
5. Neijts, R. & Deschamps, J. At the base of colinear Hox gene expression: cis -features and trans -factors orchestrating the initial phase of Hox cluster activation. *Developmental Biology* **428**, 293–299 (2017).
6. Bel-Vialar, S., Itasaki, N. & Krumlauf, R. Initiating Hox gene expression: in the early chick neural tube differential sensitivity to FGF and RA signaling subdivides the HoxB genes in two distinct groups. *Development* **129**, 5103–15 (2002).

7. van den Akker, E. *et al.* Cdx1 and Cdx2 have overlapping functions in anteroposterior patterning and posterior axis elongation. *Development* **129**, 2181–93 (2002).
8. Amândio, A. R. *et al.* Sequential in *cis* mutagenesis in vivo reveals various functions for CTCF sites at the mouse *HoxD* cluster. *Genes Dev.* genesdev;gad.348934.121v1 (2021) doi:10.1101/gad.348934.121.

## SUPPLEMENTARY MOVIES

### Supplementary movie 1

**Legend to Supplementary Movie 1: Dynamic of colinear activation at the *HoxD* cluster.** Time-lapse reconstruction of H3K27ac coverage at the *HoxD* cluster between 72h and 168h, with a CTCF ChIP-seq profile (top). Each frame represents 1 h time resolution. A rapid coverage of H3K27ac is detected over the *Hoxd1* to *Hoxd4* region, followed by a slow and progressive spreading throughout the central and posterior part of the cluster.

### Supplementary movie 2

**Legend to Supplementary Movie 2: Time-lapse reconstruction of the dynamic topology at the *HoxD* locus upon transcriptional activation.** Contacts generated from the CHi-C time-course with a 1 h per frame resolution. Within the *HoxD* cluster, the initial inactive state is visible by dense intra-cluster interactions (brown arrow). The cluster then translocates and two micro-TADs appear separated by CBS1 and corresponding to the inactive posterior region (brown arrow) and the newly activated anterior region (blue arrow). Constitutive interactions between the gene cluster and T-DOM are visible at 48h with a predominance of CBS1 (dashed white line). Soon after gene activation and the concurrent translocation of the cluster, this preferential interaction slowly shifts towards more central positions within the cluster (white line).

## SUPPLEMENTARY TABLES

### Supplementary Table 1

**Supplementary Table 1:** List of sgRNAs used to generate the various mutant ES cell lines as well as the Del(sub-TAD1) mutant mice.

| Target             | Forward primers           | Reverse primers           |
|--------------------|---------------------------|---------------------------|
| Del(CBS1)_5UTR     | CACCGTTCTGCCACGTCCACTGGAG | AAACCTCCAGTGGACGTGGCAGAAC |
| Del(CBS1)_3UTR     | CACCGTGTTTCCCTCGGCGACCCAG | AAACCTGGGTCGCCGAGGGAAACAC |
| Del(CBS2)          | CACCGGAGCAACAGCGCTCTCTAG  | AAACCTAGAGAGCGCTGTTGCTCC  |
| Del(CBS4)          | CACCGTCTCCAACGCGCACTATCAC | AAACGTGATAGTGCGCGTTGGAGAC |
| Ins(2xCBS-d4d8)    | CACCGAAATTACTCACCTATAGTG  | AAACCACTATAGGTGAGTAATTTC  |
| Del(d1-d4)_5UTR    | CACCGCTGCCATTGCAACTCCCAGT | AAACACTGGGAGTTGCAATGGCAGC |
| Del(d1-d4)_3UTR    | CACCGACTCACTCTGTAGACCACGT | AAACACGTGGTCTACAGAGTGAGTC |
| Del(sub-TAD1)_5UTR | CACCGATCCCGATGAATTCAGCTT  | AAACAAGCTGAATTCATCGGGATC  |
| Del(sub-TAD1)_3UTR | CACCGTAATTCAGCATCATGTTTG  | AAACCAAACATGATGCTGAATTAC  |

### Supplementary Table 2

**Supplementary Table 2:** List of genotyping primers used to characterize the various mutations produced in ES cells within the *HoxD* locus.

| ES cell lines   | Forward primers        | Revers primers             |
|-----------------|------------------------|----------------------------|
| Del(CBS1)       | CTTGTAACGAACACCAGCACAG | GGGATTGCCTCAGACTTTCAGA     |
| Del(CBS2)       | TAAAGAATGGGGGACTTGCGGT | TTATGCCTTACTAGCACGGC       |
| Del(CBS4)       | GATTTTCACACAGCCCCCT    | CATTCCATAGGTCCCCATGT       |
| Del(d1-d4)      | CTGCCCTTGAACTCACAAGAGA | AGGAAGTGGGGAGAAAGTAGGA     |
| Ins(2xCBS-d4d8) | TGTTTCCCTCGGCGACCCAG   | GGCTGGCCTCAAATTCAAATGT     |
| Del(sub-TAD1)   | GGGAAAGGAGGGCCAGAAAGTG | GTCAGGAATTCTTCCACATACTGGGG |

### Supplementary Table 3

**Supplementary Table 3:** Sanger sequencing of mutant ES cell lines produced in this study. DNA sequence was reconstructed for both alleles, using the genotyping primers shown in supplementary Table 2.

| ES cell lines | Allele_1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   | Allele_2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Del(CBS1)     | CTTGTAACGAACACCAGCACAGCACAT<br>TCTAAAGCTCAGGCTCAGCAGAGAGCA<br>ATCAGATAAAACAAATAAGTAAATAAAT<br>AAACAAACAAACAAACAAACAAACAA<br>ACAACTGGAGGGATTTCTCTCTGCCT<br>CACCTAATCAAGGAGAGATGAGATGCT<br>CGCTTGGGGAAGCACAGCATGGATGGA<br>GACCCTTTCTAGCAAGGCAACTGACCT<br>CCTCTGCTAATTTAGAACAGCGCCTGG<br>GCCCTGTGACACATTTCTGACTCTCTGA<br>AAGTCTGAGGCAATCCC                                                                                                                                                                    | CTTGTAACGAACACCAGCACAGCACAT<br>TCTAAAGCTCAGGCTCAGCAGAGAGCA<br>ATCAGATAAAACAAATAAGTAAATAAAT<br>AAACAAACAAACAAACAAACAAACAA<br>ACAACTGGAGGGATTTCTCTCTGCC<br>TCACCTAATCAAGGAGAGATGAGATGC<br>TCGCTTGGGGAAGCACAGCATGGATGG<br>AGACCCTTTCTAGCAAGGCAACTGACC<br>TCCTCTGCTAATTTAGAACAGCGCCT<br>GGGCCCTGTGACACATTTCTGACTCTCT<br>GAAAGTCTGAGGCAATCCC                                                                                                                                                           |
| Del(CBS2)     | TAAAGAATGGGGGACTTGCGGTGTCTG<br>GCAAAAGACAGGCTGGAAGCTTTTGGC<br>AAACACGCTACTTGCAAGTTCTTGCGA<br>GCACAAATGAGAATTTCTCTGTATTCA<br>GGAGCCCATGGTTGCTGCACTTGACTTG<br>TTGACAGTCAAAGAGATGAAGCAGTAT<br>TAATGTCAGCGGTCCAAACCCAAGTCA<br>AACTAAAGAATTAAGATTAGAATTGGT<br>TTGAGCCAAATGAAAGGAAAATCAAAC<br>TCGGTTGGCTTGCGACCGCATTGCGCC<br>CACTTTCTGATCTCGTAAAGCTAGCGTT<br>GTGGTGCAGGAAGGTTTTGATTAAAAA<br>TATTTACAATCTTACTTTTAATCTTAAA<br>TTAGGATAAATTTAACAAAAATAACA<br>ACGTGAACTATTAAATTCTCAAGCCGT<br>GCTAGTAAGGCATAA         | TAAAGAATGGGGGACTTGCGGTGTCTG<br>GCAAAAGACAGGCTGGAAGCTTTTGGC<br>AAACACGCTACTTGCAAGTTCTTGCGA<br>GCACAAATGAGAATTTCTCTGTATTCA<br>AGGAGCCCATGGTTGCTGCACTTGACT<br>TGTTGACAGTCAAAGAGATGAAGCAGT<br>ATTAATGTCAGCGGTCCAAACCCAAGT<br>CAAATAAAGAATTAAGATTAGAATTG<br>GTTTGAGCCAAATGAAAGGAAAATCA<br>AACTCGGTTGGCTTGCGACCGCATTG<br>GCCACTTTCTGATCTCGTAAAGCTAGC<br>GTTGTGGTGCAGGAAGGTTTTGATTAA<br>AAATATTTACAATCTTACTTTTAATCTT<br>AAATTAGGATAAATTTAACAAAAATAA<br>ACAACGTGAACTATTAAATTCTCAAGC<br>CGTGCTAGTAAGGCATAA |
| Del(CBS1-2)   | TAAAGAATGGGGGACTTGCGGTGTCTG<br>GCAAAAGACAGGCTGGAAGCTTTTGGC<br>AAACACGCTACTTGCAAGTTCTTGCGA<br>GCACAAATGAGAATTTCTCTGTATTCA<br>GGAGCCCATGGTTGCTGCACTTGACTTG<br>TTGACAGTCAAAGAGATGAAGCAGTAT<br>TAATGTCAGCGGTCCAAACCCAAGTCA<br>AACTAAAGAATTAAGATTAGAATTGGT<br>TTGAGCCAAATGAAAGGAAAATCAAAC<br>TCGGTTGGCTTGCGACCGCATTGCGCTG<br>TTGCTCCACTTTCTGATCTCGTAAAGCT<br>AGCGTTGTGGTGCAGGAAGGTTTTGAT<br>TAAAAATATTTACAATCTTACTTTTAAT<br>CTTAAATTAGGATAAATTTAACAAAAA<br>TAAACAACGTGAACTATTAAATTCTCA<br>AGCCGTGCTAGTAAGGCATAA | TAAAGAATGGGGGACTTGCGGTGTCTG<br>GCAAAAGACAGGCTGGAAGCTTTTGGC<br>AAACACGCTACTTGCAAGTTCTTGCGA<br>GCACAAATGAGAATTTCTCTGTATTCA<br>AGGAGCCCATGGTTGCTGCACTTGACT<br>TGTTGACAGTCAAAGAGATGAAGCAGT<br>ATTAATGTCAGCGGTCCAAACCCAAGT<br>CAAATAAAGAATTAAGATTAGAATTG<br>GTTTGAGCCAAATGAAAGGAAAATCA<br>AACTCGGTTGGCTTGCGACCGCATTG<br>TCCACTTTCTGATCTCGTAAAGCTAGC<br>GTTGTGGTGCAGGAAGGTTTTGATTAA<br>AAATATTTACAATCTTACTTTTAATCTT<br>AAATTAGGATAAATTTAACAAAAATAA<br>ACAACGTGAACTATTAAATTCTCAAGC<br>CGTGCTAGTAAGGCATAA |

|            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Del(CBS4)  | GATTTTCACACAGCCCCCTTTGGAACCC<br>TAGGGAGGGATGTTTCCGAAGTAGAGA<br>AATCGGACTCACCTTCCTGGCTGCCAG<br>TACTAAATTAACCAGCCCGCGCCCCTAT<br>CCCTTCCTGGGAACCGGCCCTCTTGGGC<br>GCGTTCTGCCTGGGTATGTGCAGGGAG<br>AGCGCTTCTGTGAGCAGGCGCCACAGC<br>GCTCTGACTTTCCTCAGTACGCGTGTC<br>TCCCGGAGGCCCCCTCGAATCAAGCCTTT<br>CCTTCCGCTGGCGGGGCCCCGGTGGCCG<br>GGTGGGGGACTCGAGTGGGGCAGGCCG<br>GCCGGCCAAACAAGCCCCGGGAGACAG<br>GCTGGCCGGCAGCAGAGCTCTGGGCCG<br>GTTGTTGTCCGTGCTTACGCGGCCAGCC<br>GGCCGGGCTGGGGAACACGTGACCTGC<br>AAGGAGGCTGCGGCTCAAGGCCATTTT<br>CAAATCTCATTGGCTTGGTTGTCATGTG<br>GTCGGCAGAGGCATCCACAATTACACC<br>GGGAATGTTTTCTAGCGATGTCAGCCT<br>ACAAAGGACACAATCTCTTCTTCAA<br>ATTCTCCCCAAAATGTCCTTTCCCAAC<br>AGCTCTCCTGCTGCTAATACTTTTTAG<br>TAGATTCTTGATCAGTGCCTGCAGGA<br>GTGACAGTTTTTATTCGAGCAGCGCCA<br>GCATGTACATGCCACCACCTAGCGCAG<br>ACATGGGGACCTATGGAATG | GATTTTCACACAGCCCCCTTTGGAACC<br>CTAGGGAGGGATGTTTCCGAAGTAGAG<br>AAATCGGACTCACCTTCCTGGCTGCC<br>AGTACTAAATTAACCAGCCCGCGCCCC<br>TATCCCTTCCTGGGAACCGGCCCTCTTG<br>GGCGCGTTCTGCCTGGGTATGTGCAGG<br>GAGAGCGCTTCTGTGAGCAGGCGCCAC<br>AGCGCTCTGACTTTCCTCAGTACGCGT<br>GTCCTCCCGGAGGCCCCCTCGAATCAAG<br>CCTTTCCTTCCGCTGGCGGGGCCCCGGT<br>GGCCGGGTGGGGGACTCGAGTGGGGC<br>AGGCCGGCCGGCCAAACAAGCCCCGG<br>GAGACAGGCTGGCCGGCAGCAGAGCT<br>CTGGGCCGGTTGTCTCCAACGCGCACT<br>ATCGCTGTCGCTGTTGTCCGTGCTTACG<br>CGGCCAGCCGGCCGGGCTGGGGAACA<br>CGTGACCTGCAAGGAGGCTGCGGCTCA<br>AGGCCATTTTCAAATCTCATTGGCTTG<br>GTTGTCATGTGGTCGGCAGAGGCATCC<br>ACAATTACACCGGAATGTTTTCTAG<br>CGATGTCAGCCTACAAAGGACACAATC<br>TCTCTTCTTCAAATTCCTCCCCAAAATG<br>TCCTTTCCCAACAGCTCTCCTGCTGCTA<br>ATACTTTTTTAGTAGATTCTTGATCAG<br>TGCTGCAGGAGTGACAGTTTTTATTC<br>GAGCAGCGCCAGCATGTACATGCCACC<br>ACCTAGCGCAGACATGGGGACCTATGG<br>AATG |
| Del(d1-d4) | CTGCCCTTGAAGTACACAAGAGATTAC<br>ATGCCTCTGCCTCCCAAGTGCTGGGATG<br>AAGGCCTGCACCACCACTGCCAGCTT<br>CCTTACAGATGCTGCAGGAAGGCTACC<br>CTCTTTTCTCCCTTCCTTGTCGACTGGA<br>ACAACCTACCAACATTCAAAGTCCTTG<br>GAGCCAGAATGTTGGCTGGGGCTCAGA<br>GTTTGGGCTCTTGCTAGCACTCAGAAA<br>TGCTCCTGCCTCTGCCTCCCAAGTGCTT<br>GAATTAAAGGTGTGAGCCAAAACCACT<br>GGCTACTTGTCTGTTTTTAACAGTGGA<br>TATTTTTAAATTAATTTCTTAGAAGAGG<br>TACAACCTGAAATCTGGCCAGAGGGTA<br>GATTACAAATAAAACAAAACACAAAACC<br>CTCTACTCTTATTTTTCACTTAGTCTCCC<br>TTCTGCAGAAGGTGCCACAGTCAGCA<br>GGGCTCCTGGGCTACCTCGCAGTTACAT<br>AAACGGGGAAGAAAAGTGCAATAGAA<br>ACACATATAAGCAAGTGGGTACTTTAT<br>CAAGTTAGGATGTTTCTCCTACTTTCTC<br>CCACTTCCT                                                                                                                                                                      | CTGCCCTTGAAGTACACAAGAGATTAC<br>ATGCCTCTGCCTCCCAAGTGCTGGGAT<br>GAAGGCCTGCACCACCACTGCCAGCTT<br>TCCTTACAGATGCTGCAGGAAGGCTAC<br>CCTCTTTTCTCCCTTCCTTGTCGACTGG<br>AACAACCTACCAACATTCAAAGTCCTTG<br>GGAGCCAGAATGTTGGCTGGGGCTCAG<br>AGTTTGGGCTCTTGCTAGCACTCCCA<br>AGTTGGCCTTGAAGTACAGAAATGCT<br>CCTGCCTCTGCCTCCCAAGTGCTTGAAT<br>TAAAGGTGTGAGCCAAAACCACTGGCT<br>ACTTGTCTGTTTTTAACAGTGGAATATT<br>TTTAAATTAATTTCTTAGAAGAGGTAC<br>AACTTGAAATCTGGCCAGAGGGTAGAT<br>TACAAATAAAACAAAACACAAAACCCTC<br>TACTCTTATTTTTCACTTAGTCTCCCTT<br>CTGCAGAAGGTGCCACAGTCAGCAGG<br>GCTCCTGGGCTACCTCGCAGTTACATA<br>AACGGGGAAGAAAAGTGCAATAGAAA<br>CACATATAAGCAAGTGGGTACTTTATC<br>AAGTTAGGATGTTTCTCCTACTTTCTCC<br>CCACTTCCT                                                                                                                                                                                 |

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Ins(2xCBS-d4d8) | TGTTTCCCTCGGCGACCCAGAGGGGGC<br>GTTATTTCTCATTCTGTACTCTAGGAA<br>CAGGCAACCAGATTTTGTGATAGAGCA<br>AGCTGTTCTTAAACCTCAGGGCCCCAG<br>TGAGAAGCAGCACCCCATGAACAGCTT<br>CAGTTCTTGCCTTTCACCTGTCCCAAGT<br>TCCTAGTACCCAGGACAGGCAGCTTGG<br>GGAAGCACAGCATGGATGGAGACCCTT<br>TCTAGCAAGGCAACTGACCTCCTCCTGC<br>TAATTTAGAACAGCGCCTGGGCCCCTGT<br>GACACATTTCTGACTCTCTGAAAGTCTG<br>AGGCAATCCCACCTGCACCCCATAGCT<br>TGCGAATCATGCTGGTGTGTGGACTTCT<br>GTCCCCAACACTCCTGCCTCACCCTGT<br>GCTCGTCGCAGGCCTACTGTGTGGTTCTG<br>CCGGCTGGTCTCCGTTCAAAGGTGACA<br>ACTCACCCAGCTTCACTGATCCTCAGTT<br>GACCCCTAGCAATGTCCCCCTCTTTGTT<br>AATTTAGGGCAATGATTCTCAGAGGTC<br>TGTGTGAGCCCAAATGTCTGGATAAAT<br>GAGGTTTCTAGGTTCCACACCAAACAC<br>CCTGAATTCAAATGTCAAGAAGCAGTG<br>TCCAGGCATCCTGAAAACACTCTCCCC<br>AAGGCAATGAAGATATGTACATAGGTT<br>GGAGAGCCATGGGTAAAGGGTGTCTCC<br>TGCTTAGCTCTTTATTCTCCTGGTCCTG<br>AGTTTCTTCTTTGTCTACACTGGGCATA<br>CCCGATTTTCTCCTGCCTCACCTAATC<br>AAGGAGAGATGAGATGCTCGCTTCTGG<br>GTCACAGGCTTGTTGTCTGAGCTGGGG<br>GTGGGGCGGTAAGAGGTAGCCTCAAGG<br>ACTTTTGGACTCCTTTTTGCCTCTCCAG<br>TGGACGTGGCAGAATCAACTTCTGATG<br>TCCCAGGAAGGAAGTGCCTAGTCTAGG<br>TTTTCTAGGGCTGGTGGTGTCCCTTTTC<br>GGTTGTCTGGAGCTTTGTCCAGGAGGA<br>GGCGCTGTAGGACAAGCGTCTCGCTGG<br>CTTCGCCGATGCCGCCATGCCCTGGGT<br>GGGAGGGGAATGGGAGGACACAAGAG<br>CCACCCGTTCTTCTGCCCCGCCTTCCAC<br>CTCAGCTCGCTCAGCGCTCAGCGTGCGT<br>GGCATCAGACAAGGGTGGGTGGTGTGA<br>TCACTTGTCCGCCAGCTGCCCTCAACCA<br>GGCATCTCTGAGGTCGAGATGAGATGC<br>TCGCTTCTGGGTCACAGGCTTGTTGTCT<br>GAGCTGGGGGTGGGGCGGTAAGAGGTA<br>GCCTCAAGGACTTTTGGACTCCTTTTTG<br>CCTCTCCAGTGGACGTGGCAGAATCAA<br>CTTCTGATGTCCCAGGAAGGAAGTGCC<br>TAGTCTAGGTTTTCTAGGGCTGGTGGTG<br>TCCCTTTTTCGGTTGTCTGGAGCTTTGTCT<br>CAGGAGGAGGCGCTGTAGGACAAGCGT<br>CTCGCTGGCTTCGCCGATGCCGCCATG<br>CCCTGGGTGGGAGGGGAATGGGAGGAC<br>ACAAGAGCCACCCGTTCTTCTGCCCCGC<br>CTTCCACCTCAGCTCGCTCAGCGCTCAG<br>CGTGCGTGGCATCAGACAAGGGTGGGT | TGTTTCCCTCGGCGACCCAGAGGGGGC<br>GTTATTTCTCATTCTGTACTCTAGGAA<br>CAGGCAACCAGATTTTGTGATAGAGCA<br>AGCTGTTCTTAAACCTCAGGGCCCCAG<br>TGAGAAGCAGCACCCCATGAACAGCTT<br>CAGTTCTTGCCTTTCACCTGTCCCAAGT<br>TCCTAGTACCCAGGACAGGCAGCTTGG<br>GGAAGCACAGCATGGATGGAGACCCTT<br>TCTAGCAAGGCAACTGACCTCCTCCTG<br>CTAATTTAGAACAGCGCCTGGGCCCCTG<br>TGACACATTTCTGACTCTCTGAAAGTCT<br>GAGGCAATCCCACCTGCACCCCATAGC<br>TTGCGAATCATGCTGGTGTGTGGACTT<br>CTGTCCCCAACACTCCTGCCTCACCCT<br>GTGCTCGTCGCAGGCCTACTGTGTGGT<br>TCGCCGGCTGGTCTCCGTTCAAAGGTG<br>ACAACCTCACCCAGCTTCACTGATCCTC<br>AGTTGACCCCTAGCAATGTCCCCCTCTT<br>TGTTAATTTAGGGCAATGATTCTCAGA<br>GGTCTGTGTGAGCCCAAATGTCTGGAT<br>AAATGAGGTTTCTAGGTTCCACACCAA<br>ACACCCTGAATTCAAATGTCAAGAAGC<br>AGTGTCAGGCATCCTGAAAACACTCT<br>CCCCAAGGCAATGAAGATATGTACATA<br>GGTTGGAGAGCCATGGGTAAAGGGTGT<br>CTCCTGCTTAGCTCTTTATTCTCCTGGT<br>CCTGAGTTTCTTCTTTGTCTACACTGGG<br>CATACCCGATTTTCTCCTGCCTCACCT<br>AATCAAGGAGAGATGAGATGCTCGCTT<br>CTGGGTACAGGCTTGTTGTCTGAGCT<br>GGGGGTGGGGCGGTAAGAGGTAGCCT<br>CAAGGACTTTTGGACTCCTTTTTGCCTC<br>TCCAGTGGACGTGGCAGAATCAACTTC<br>TGATGTCCCAGGAAGGAAGTGCCTAGT<br>CTAGGTTTTCTAGGGCTGGTGGTGTCC<br>CTTTTCGGTTGTCTGGAGCTTTGTCCAG<br>GAGGAGGCGCTGTAGGACAAGCGTCTC<br>GCTGGCTTCGCCGATGCCGCCATGCC<br>CTGGGTGGGAGGGGAATGGGAGGACA<br>CAAGAGCCACCCGTTCTTCTGCCCCGC<br>CTTCCACCTCAGCTCGCTCAGCGCTCA<br>GCGTGCGTGGCATCAGACAAGGGTGG<br>GTGGTGTGATCACTTGTCCGCCAGCTG<br>CCCTCAACCAGGCATCTCTGAGGTGCA<br>GATGAGATGCTCGCTTCTGGGTACAG<br>GCTTGTGTCTGAGCTGGGGGTGGGGC<br>GGTAAGAGGTAGCCTCAAGGACTTTTG<br>GACTCCTTTTTGCCTCTCCAGTGGACGT<br>GGCAGAATCAACTTCTGATGTCCCAGG<br>AAGGAAGTGCCTAGTCTAGGTTTTCTA<br>GGGCTGGTGGTGTCTCCCTTTTCGGTTGTC<br>TGGAGCTTTGTCCAGGAGGAGGCGCTG<br>TAGGACAAGCGTCTCGCTGGCTTCGCC<br>GATGCCGCCATGCCCTGGGTGGGAGG<br>GGAATGGGAGGACACAAGAGCCACCC<br>GTTCTTCTGCCCCGCCTTCCACCTCAGC<br>TCGCTCAGCGCTCAGCGTGCGTGGCAT |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|---------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|               | GGTGTGATCACTTGTCCGCCAGCTGCC<br>TCAACCAGGCATCTCTGAGGTCTTTGGA<br>ACCTGAAAACCTGATGCCGGGTGACTG<br>GGTTTTGCAAGTGCCAAGAGCAGGTTT<br>TAAACTAAGTTCAGGCTTAATTGGGTTT<br>AAATTCAAACCCTACACTTGCTTGATGC<br>TTGGCCTTCAGTGAGCAGGACAATGTC<br>TTTGAGCTCATTTCCTTCTTTGAAAGTA<br>GGAATAGAAAGAGTATCATCAAGAGTT<br>CTTATGAGGATCTTACTTTTTTAGAGAC<br>AGGATGTCATTATGTTACCAGACTGGC<br>CTTGGACTTATGGCAATCCTTATGGCAG<br>TCCCCAGGGTACCATGGGGTGTAAGCC<br>CACCACACATGTCTTAGTTTTTACTTCC<br>ATGTTACTTTTTATATTGAGCACAATCCT<br>AACTGTGTTGAGTATACTTATTAGCTAA<br>GTACTTAAAACAGTGCTTCGGCACATA<br>AACATTTAACACCATTAAATGGTATTGGC<br>CCCGCTTTCTCATAAGTAAGACCTTGGA<br>TTTTCCAGGCAAAAGAACTAGCTTATT<br>TTCTCACTAAATCCTTGAGTTCTATACA<br>GGATAAAAGAGACCTAACTGGACATG<br>ATGGTTCATGCCTATAGTCCCCACACTT<br>AGGAAGCGGCAGCAGAAGGATCAACA<br>TTTGAATTTGAGGCCAGCC                                                                                                                                                   | CAGACAAGGGTGGGTGGTGTGATCACT<br>TGTCCGCCAGCTGCCCTCAACCAGGCA<br>TCTCTGAGGTCTTTGGAACCTGAAAAC<br>TGATGCCGGGTGACTGGGTTTTGCAA<br>GTGCCAAGAGCAGGTTCTAAACTAAGT<br>TCAGGCTTAATTGGGTTCAAATTCAAA<br>CCCTACACTTGCTTGATGCTTGGCCTTC<br>AGTGAGCAGGACAATGTCTTTGAGCTC<br>ATTTCTTCTTTGAAAGTAGGAATAGA<br>AAGAGTATCATCAAGAGTTCTTATGAG<br>GATCTTACTTTTTTAGAGACAGGATGT<br>CATTATGTTACCAGACTGGCCTTGGAC<br>TTATGGCAATCCTTATGGCAGTCCCCA<br>GGGTACCATGGGGTGTAAGCCCACCAC<br>ACATGTCTTAGTTTTTACTTCCATGTTA<br>CTTTTATATTGAGCACAATCCTAACTGT<br>GTTGAGTATACTTATTAGCTAAGTACTT<br>AAAACAGTGCTTCGGCACATAAACATT<br>TAACACCATTAAATGGTATTGGCCCCGC<br>TTTCTCATAAGTAAGACCTTGGAATTTT<br>CAGGCAAAAGAACTAGCTTATTTTCT<br>CACTAAATCCTTGAGTTCTATACAGGA<br>TAAAAGAGACCTAACTGGACATGATG<br>GTTTCATGCCTATAGTCCCCACACTTAG<br>GAAGCGGCAGCAGAAGGATCAACATT<br>TGAATTTGAGGCCAGCC                                                                                                                                |
| Del(sub-TAD1) | GGGAAAGGAGGGCCAGAAAGTGGTCA<br>TTTGAACCTGCAACAGTTAACAAAACA<br>AGCCACAGGCAATTGCAACGCATTTTT<br>AGGGGACATCAAACCTGTTGAGTACATC<br>CTATCATCAGGAGCCTGCACCTATGCA<br>GTTTGAAAGGGCTCCATTAAGAAGACG<br>AATACAAAACCTATGGCTGAGAGATAAG<br>GCTTTCATGGGACCAGAAAGGATCCCG<br>ATGAATTCAGCATCATGTTTGTCCCAGT<br>TTAATGAGGCATGCTGGGTGGGTATTA<br>ACTGGTCCTAACCAACCCTACTCTAAGT<br>AGATGGCAGCCTTTTCTACTGGAAACC<br>CCGTCAACTAAGTTTATATCAGATTGAA<br>GTTACTATGTAAAGACTCTCTGGGTAAT<br>TTTTTACCCTTCGCACCAATCTGGTTTA<br>AAATTACAGTTCCTCGGAGTGTTTAAG<br>GAACCTCTGTGAGACTGTTTAAAAGTCTC<br>TGAGCACTAAAACCTCAAAGAAGGCAGA<br>AACTCAGATGGAGCAGCCTGGGGAAAT<br>GAGTGGATAGGTTATGTAAGATTTAAA<br>AACAGTGGAAGCCCAACAGCCAAATGC<br>ATGAGACTCTCAAATCATTTTTCCCAAT<br>TTAAAATGCAAAGTCTAGGTGGATTTCT<br>GGCCAATTCTCTAAAACCTTAGAGCT<br>GAGAATGTGACATTTAAGGCTTATATC<br>AATCACTACTAACTCCGGAGGGTTTA<br>TTAAATTAACACACTGAGGATGAAGGT<br>GGTGAATGAAGGGCAGAAAATCTTATT<br>GCAAGGCCTCTACACCCCCAGTATGTG<br>GAAGAATTCCTGAC | GGGAAAGGAGGGCCAGAAAGTGGTCA<br>TTTGAACCTGCAACAGTTAACAAAACA<br>AGCCACAGGCAATTGCAACGCATTTTT<br>AGGGGACATCAAACCTGTTGAGTACATC<br>CTATCATCAGGAGCCTGCACCTATGCA<br>GTTTGAAAGGGCTCCATTAAGAAGACG<br>AATACAAAACCTATGGCTGAGAGATAA<br>GGCTTTCATGGGACCAGAAAGGATCCC<br>GATGAATTCAGCATCATGTTTGTCCCA<br>GTTTAATGAGGCATGCTGGGTGGGTAT<br>TAACTGGTCCTAACCAACCCTACTCTA<br>AGTAGATGGCAGCCTTTTCTACTGGAA<br>ACCCCGTCAACTAAGTTTATATCAGAT<br>TGAAGTTACTATGTAAAGACTCTCTGG<br>GTAATTTTTTACCCTTCGCACCAATCTG<br>GTTTAAAATTACAGTTCCTCGGAGTGT<br>TTAAGGAACCTCTGTGAGACTGTTTAAA<br>AGTCTCTGAGCACTAAAACCTCAAAGAA<br>GGCAGAAACTCAGATGGAGCAGCCTG<br>GGGAAATGAGTGGATAGGTTATGTAAG<br>ATTTAAAACAGTGGAAGCCCAACAGC<br>CAAATGCATGAGACTCTCAAATCATTT<br>TTCCCAATTTAAAATGCAAAGTCTAGG<br>TGGATTTCTGGCCAATTCTCTAAAAC<br>CTTAGAGCTGAGAATGTGACATTTAAG<br>GCTTATATCAATCACTACTAACTCCG<br>GAGGGTTTATTAAATTAACACACTGAG<br>GATGAAGGTGGTGAATGAAGGGCAGA<br>AAATCTTATTGCAAGGCCTCTACACCC<br>CCAGTATGTGGAAGAATTCCTGAC |

## Supplementary Table 4

**Supplementary Table 4:** Quantification table of WISH experiment shown in Supplementary Fig. 4, top.

| <i>Hoxd4</i> |                 |       |             |                 |       | <i>Hoxd9</i> |                 |       |             |                 |       |
|--------------|-----------------|-------|-------------|-----------------|-------|--------------|-----------------|-------|-------------|-----------------|-------|
| wt           |                 |       | Del(CBS1-2) |                 |       | wt           |                 |       | Del(CBS1-2) |                 |       |
| domain size  | stembryo length | ratio | domain size | stembryo length | ratio | domain size  | stembryo length | ratio | domain size | stembryo length | ratio |
| 2.113        | 3.499           | 0.60  | 1.726       | 3.699           | 0.47  | 0.868        | 2.246           | 0.39  | 1.209       | 3.786           | 0.32  |
| 1.377        | 3.375           | 0.41  | 1.988       | 3.692           | 0.54  | 0.69         | 3               | 0.23  | 1.695       | 3.272           | 0.52  |
| 2.31         | 3.77            | 0.61  | 1.653       | 3.807           | 0.43  | 0.908        | 2.311           | 0.39  | 1.711       | 3.564           | 0.48  |
| 2.239        | 3.796           | 0.59  | 1.878       | 3.448           | 0.54  | 0.87         | 3.08            | 0.28  | 1.955       | 3.883           | 0.50  |
| 2.091        | 4.134           | 0.51  | 1.296       | 3.869           | 0.33  | 0.778        | 2.934           | 0.27  | 1.592       | 3.545           | 0.45  |
| 2.248        | 4.281           | 0.53  | 1.809       | 3.703           | 0.49  | 0.847        | 2.7             | 0.31  | 1.378       | 3.981           | 0.35  |
| 1.815        | 3.917           | 0.46  | 1.977       | 4.159           | 0.48  | 0.649        | 3.035           | 0.21  | 1.463       | 3.84            | 0.38  |
| 2.199        | 3.939           | 0.56  | 2.008       | 3.487           | 0.58  | 0.715        | 3.044           | 0.23  | 1.021       | 4.067           | 0.25  |
| 1.572        | 3.734           | 0.42  | 1.737       | 3.777           | 0.46  | 0.702        | 2.633           | 0.27  | 1.973       | 3.835           | 0.51  |
| 2.346        | 3.777           | 0.62  | 2.179       | 3.978           | 0.55  | 0.77         | 2.599           | 0.30  | 1.313       | 3.861           | 0.34  |
| 2.388        | 3.989           | 0.60  | 1.903       | 3.383           | 0.56  | 0.547        | 2.935           | 0.19  | 1.633       | 3.93            | 0.42  |
| 2.723        | 4.106           | 0.66  | 1.943       | 3.504           | 0.55  | 0.73         | 3.056           | 0.24  | 0.971       | 3.973           | 0.24  |
| 2.327        | 3.901           | 0.60  | 1.716       | 3.453           | 0.50  | 0.757        | 2.688           | 0.28  | 1.555       | 3.685           | 0.42  |
| 1.858        | 3.975           | 0.47  | 1.761       | 4.127           | 0.43  | 0.619        | 3.198           | 0.19  | 1.775       | 3.673           | 0.48  |
| 2.23         | 3.845           | 0.58  | 2.006       | 3.368           | 0.60  | 0.916        | 3.412           | 0.27  | 1.984       | 3.671           | 0.54  |
| 2.071        | 3.397           | 0.61  | 2.128       | 3.362           | 0.63  | 0.795        | 2.27            | 0.35  | 2.065       | 3.635           | 0.57  |
| 1.932        | 3.746           | 0.52  | 1.813       | 3.78            | 0.48  | 0.711        | 2.402           | 0.30  | 1.622       | 3.385           | 0.48  |
| 1.994        | 3.671           | 0.54  | 1.728       | 3.083           | 0.56  | 0.633        | 2.588           | 0.24  | 1.8         | 3.815           | 0.47  |
| 2.129        | 3.575           | 0.60  | 1.678       | 3.261           | 0.51  | 0.675        | 3.199           | 0.21  | 1.482       | 3.776           | 0.39  |
| 2.212        | 4.031           | 0.55  | 2.231       | 3.634           | 0.61  | 0.706        | 2.63            | 0.27  | 1.617       | 3.653           | 0.44  |
| 1.997        | 3.662           | 0.55  | 1.734       | 3.964           | 0.44  | 0.63         | 2.976           | 0.21  | 1.308       | 3.798           | 0.34  |
| 1.992        | 3.317           | 0.60  | 1.862       | 3.548           | 0.52  | 0.797        | 2.853           | 0.28  | 1.714       | 3.119           | 0.55  |
| 2.352        | 3.969           | 0.59  | 1.706       | 3.737           | 0.46  | 0.57         | 2.629           | 0.22  | 0.943       | 4.012           | 0.24  |
| 2.363        | 3.864           | 0.61  | 2.015       | 3.456           | 0.58  | 0.835        | 2.628           | 0.32  | 1.878       | 3.851           | 0.49  |
|              |                 |       | 1.753       | 4.025           | 0.44  | 0.789        | 2.981           | 0.26  | 1.92        | 3.635           | 0.53  |

|  |  |  |       |       |      |       |       |      |       |       |      |
|--|--|--|-------|-------|------|-------|-------|------|-------|-------|------|
|  |  |  | 1.644 | 3.754 | 0.44 | 0.877 | 2.841 | 0.31 | 0.832 | 3.835 | 0.22 |
|  |  |  | 1.732 | 4.057 | 0.43 | 0.872 | 2.785 | 0.31 | 1.582 | 3.191 | 0.50 |
|  |  |  | 1.734 | 3.76  | 0.46 | 0.721 | 2.74  | 0.26 | 1.668 | 3.536 | 0.47 |
|  |  |  | 1.458 | 3.754 | 0.39 | 0.663 | 2.659 | 0.25 | 1.743 | 3.131 | 0.56 |
|  |  |  | 1.599 | 3.438 | 0.47 | 0.62  | 2.498 | 0.25 | 0.744 | 4.011 | 0.19 |

|  |  |  |       |       |      |       |       |      |       |       |      |
|--|--|--|-------|-------|------|-------|-------|------|-------|-------|------|
|  |  |  | 2.104 | 3.236 | 0.65 | 0.785 | 2.956 | 0.27 | 1.718 | 3.756 | 0.46 |
|  |  |  | 1.741 | 3.45  | 0.50 | 0.858 | 2.703 | 0.32 | 1.035 | 3.78  | 0.27 |
|  |  |  | 1.723 | 2.844 | 0.61 | 0.62  | 3.065 | 0.20 | 1.771 | 3.993 | 0.44 |
|  |  |  | 2.018 | 3.526 | 0.57 | 0.779 | 3.151 | 0.25 | 1.764 | 3.622 | 0.49 |
|  |  |  | 2.125 | 3.798 | 0.56 | 0.848 | 3.203 | 0.26 | 1.717 | 3.447 | 0.50 |
|  |  |  | 1.997 | 3.163 | 0.63 | 0.728 | 2.634 | 0.28 | 1.393 | 3.806 | 0.37 |
|  |  |  | 1.925 | 3.444 | 0.56 | 0.64  | 3.072 | 0.21 | 1.453 | 3.893 | 0.37 |
|  |  |  | 1.706 | 2.895 | 0.59 | 0.593 | 2.617 | 0.23 | 1.787 | 3.67  | 0.49 |
|  |  |  | 1.461 | 2.882 | 0.51 | 0.694 | 2.814 | 0.25 | 1.775 | 3.227 | 0.55 |
|  |  |  | 2.119 | 3.109 | 0.68 | 0.669 | 2.799 | 0.24 | 0.957 | 3.63  | 0.26 |
|  |  |  | 1.563 | 2.859 | 0.55 | 0.906 | 3.237 | 0.28 | 1.728 | 3.302 | 0.52 |
|  |  |  | 2.069 | 3.802 | 0.54 | 0.594 | 2.455 | 0.24 | 1.661 | 3.344 | 0.50 |
|  |  |  | 1.968 | 3.425 | 0.57 | 0.679 | 3.375 | 0.20 | 0.799 | 3.868 | 0.21 |
|  |  |  | 2.022 | 3.645 | 0.55 | 0.896 | 2.911 | 0.31 | 1.881 | 3.605 | 0.52 |
|  |  |  | 1.579 | 3.384 | 0.47 | 0.875 | 2.459 | 0.36 | 1.443 | 3.804 | 0.38 |
|  |  |  | 2.219 | 3.797 | 0.58 | 1.037 | 2.56  | 0.41 | 1.629 | 2.865 | 0.57 |
|  |  |  | 2.012 | 3.581 | 0.56 | 0.913 | 2.503 | 0.36 | 1.549 | 3.793 | 0.41 |
|  |  |  | 1.899 | 3.532 | 0.54 | 0.901 | 2.866 | 0.31 |       |       |      |
|  |  |  | 1.538 | 3.149 | 0.49 | 0.244 | 2.917 | 0.08 |       |       |      |
|  |  |  | 2.068 | 3.697 | 0.56 | 0.576 | 2.668 | 0.22 |       |       |      |

# Supplementary material for: Sequential and directional insulation by conserved CTCF sites underlies the Hox timer in stembryos
**Source:** Nat Genet. 2023 Jun 15;55(7):1164–75. doi: 10.1038/s41588-023-01426-7
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

samtools version 1.8 was used to filter alignments

macs2 version 2.1.1.20160309 was used to compute coverage and call peaks

python version 3.9.12 was used to normalize coverages with a custom script available on <https://github.com/lldelisle/scriptsForRekaikEtAl2022>, compute cumulative coverage for figure 2A, compute linear extrapolation for Supplementary Movie 1, and to further normalize the H3K27ac and H3K27me3 datasets in Extended Data Figs. 8 and 10a.

multiBigwigSummary from deeptools version 3.0.0 was used to quantify

How the deposited data were processed for this re-analysis (not part of the article)

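RNA-seq of 61 libraries of mouse stembryos was re-analysed, in 28 conditions given by genotype, stage and series. The series were a wild-type time course with 2 libraries at each of 8 stages, wild-type libraries outside the time course (4 at 96 h, 4 at 120 h and 2 at 144 h) and 17 mutant conditions with 2 libraries each, or 3 for Del(sub-TAD1) at 96 h. Conditions and replicate numbers were taken from the sample titles. The other assays of the paper were not analysed here.

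The authors prepared stranded poly-A libraries, sequenced paired ends of 75 bases, trimmed them with cutadapt 1.16, aligned them on mm10 with STAR, kept reads that mapped to 1 place and ran cufflinks with its default parameters on an annotation made from Ensembl release 102. The deposited values are FPKM per gene as cufflinks wrote them, which the authors had already scaled to the total of mapped fragments and the transcript length. Each library's table held 55096 lines for 55052 genes. Lines of the 25 identifiers found more than once were summed. In 14 genes the estimate had failed in at least 1 library, and the value listed there was used. A value of 0 is written as listed at 0, since it need not mean that a gene is absent.

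Gene positions came from the tables and were compared with GENCODE release vM21, which may differ from the authors' annotation. Depth is not part of the tables. The fragments behind a value were computed from the upper confidence bound of cufflinks, in the form it takes for a gene with 1 transcript. Depth was inferred from whole numbers of up to 10 fragments, with a tolerance of 0.02, over such genes of at least 1000 bases. A mean fragment length was chosen per library to give the smallest spread of depth over these genes. The inferred depth was between 15.1 M and 39.0 M (mega) fragments per library, with a median of 24.0 M. A value at or under 3 fragments was read as not detected, and a fold against such a group was given as a lower bound. For the mutants this bound divides the scaled mean by the limit in FPKM, which was not scaled. These limits cover counting error only, since reads without molecular identifiers are not independent molecules. Hoxd3, Hoxd4 and Hoxd8 have several transcripts, so that no limit was given for them.

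For the mutants, Hoxd genes other than Hoxd13 were scaled by the Hoxa and Hoxc genes and Hoxa genes by the Hoxb and Hoxc genes, as the paper's methods describe in words. The scale of a library was the median, over those genes with a mean FPKM of at least 1 in the controls of the stage, of its log2(FPKM + 0.1) minus the mean of the controls. Del(sub-TAD1) at 96 h and the time course were left unscaled. The paper's text names no formula, so the scaled values here need not equal the authors' values.

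Log2(FPKM + 0.1) of all 61 libraries was fitted in 1 model with limma 3.58.1 in R 4.3.3, with 1 coefficient per condition, moderated without a trend of the variance and without the robust option. The model covered the 17098 genes with a mean FPKM of at least 1 in at least 1 condition. Each mutant was compared with the wild-type libraries of its stage outside the time course, in 17 comparisons. P-values of limma were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested per comparison, with a threshold of 0.05. Of 12 Hoxd and Hoxa genes of interest, the 11 that were tested were also adjusted over the list alone. Results of 1 gene of this list are not reported here. The difference of a mutant's effect between 2 stages was tested as a contrast in the same model, adjusted over 72 tests of 8 Hoxd genes and 9 pairs of stages. Stages of the time course, and Del(CBS1-2) against Del(CBS1), were contrasts of the same model. The age of each library was estimated every 1 h by least squares against the time course, over the 1000 genes outside the Hox clusters with the largest variance between stages, and groups were compared by exact permutation tests. The tables were read and the remaining values computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and data.table 1.17.8, and the figures drawn with matplotlib 3.10.9.

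The fit was tested on simulated data with 200 changed genes among 16419. Of 100 genes with a log2 change of 2, 88% were recovered with the right sign, and of 100 with a log2 change of 1, 72%. Unchanged genes made up 4.19% of 167 calls, and 16 comparisons without changed genes gave at most 2 calls each. The simulated noise was independent between genes and libraries, with no shared difference between library sets or lines. These rates therefore do not cover comparisons in which such differences exist. In a check in which all Hox genes had been shifted by 1 on the log2 scale, the median over 5 Hoxd genes was -0.25 after scaling and 0.88 without it.

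Genes were named by a rule written before the data were examined. It covers every gene the paper names, the genes of 10 lists, and for each comparison the 2 annotated genes with the largest rise and the 2 with the largest fall among those past the threshold whose mutant libraries all lay on one side of the controls. The lists hold Y-linked genes, X inactivation, and markers of pluripotency, neuro-mesodermal progenitors, presomitic mesoderm, somite, spinal cord, endoderm, endothelium and cardiac cells.

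The alternatives set before the data were examined were scaling by the upper quartile of each library, no scaling by other Hox clusters, scaling by paralogues only, a pseudocount of 1, no filter on low values, only the compared groups in the fit, a replicate block, other choices of the wild-type controls (all libraries of the stage, replicates 1 and 2, or replicates 3 and 4), each library left out in turn, onset thresholds of 0.5 and 2 FPKM or the half-maximum, and 300 or 3000 genes for the age. Controls of the same library set, the same with libraries on one side of a set of marker genes, and a trend of the variance with the mean were added after the data had been seen. The library sets were told apart by mt-Co2 and mt-Co3 on either side of 100 FPKM. The marker genes are 56 genes with a gap of at least 1 on the log2 scale between the blastocyst-derived and the other mutant lines, a split by how the lines were made.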

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

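The tests of the estimated age of wild-type replicate 3, of the depth behind Hoxd3os1, of the pooled counts with controls of the same library set, of the other splits and of the library sets behind Del(CBS1-5) were set before their results were seen, and all other tests in this part were chosen only afterwards. The libraries fall into 2 library sets, described among the other observations, that differ in mitochondrial mRNA and pseudogene levels.

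Single libraries lay far from the others of their group in 7 of 24 groups of 4 wild-type libraries, by the ratio of the gap to the range. In 3 of these, Hoxd11, Hoxd12 and the estimated age at 120 h, the other libraries hold equal values, so any other value stands out and the ratio carries no weight. In the remaining 21 groups it was 4, where 1.05 would be found by chance alone. At 96 h, Hoxd9 stood at 5.46 FPKM in replicate 3 and between 0.736 and 1.05 in the others. Libraries of another library set are argued against, because replicates 1 and 2 are of the same set as replicate 3 and reached at most 1.05 FPKM. The estimated age of this library was 92 h against 100 h to 101 h, where development further along would give a higher age. Whether this replicate was further along cannot be told apart from other explanations, since the estimate missed time-course libraries by up to 8 h. At 120 h, Hoxd9 stood at 4.93 FPKM in replicate 4 and between 12.0 and 12.7 in the others. The library set does not account for it as a whole, since both time-course libraries of that set were higher, the lower one at 8.40 FPKM. Natural variation between stembryo batches was not tested for either library.

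Hoxa5 at 96 h stood at 16.1 FPKM in replicate 4 and between 13.2 and 13.7 in the others. Its library set is argued against as the cause, because time-course libraries of that set reached at most 13.1 FPKM. Hoxd11 at 120 h was read at 0.0824 FPKM in replicate 3 and listed at 0 in the others, which is 1.99 equivalent fragments and so in line with a few fragments at the limit of detection. Hoxd12 at 120 h was read at 0.0953 FPKM in replicate 4 and listed at 0 in the others. That is 5.00 equivalent fragments, more than the limit of 3, so the depth alone is argued against and the source remains open. The estimated age at 120 h was 125 h in replicate 3 and 126 h in the others, a gap of 1 h that is the step of the estimate. No biological explanation was tested for these libraries.

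The effect of a mutant differed between stages for 21 of 72 tests of Hoxd genes in limma's contrasts, 25 of them at an unadjusted p under 0.05. A difference is given as the log2 fold change at the earlier stage minus that at the later stage. In Del(CBS1) it was -1.33 for Hoxd1 and -1.26 for Hoxd3. The scaling by other Hox clusters may account for it, since without scaling the difference for Hoxd1 was -0.57 and neither gene was past the threshold. In Del(CBS1-2) it was -1.77 for Hoxd1, -1.35 for Hoxd3 and -0.82 for Hoxd4. Without scaling, Hoxd3 stayed past the threshold at -0.85, which argues against this scaling as the whole cause for Hoxd1 and Hoxd3. With scaling by paralogues only, however, Hoxd1 was -0.87 and not past the threshold and Hoxd3 had the opposite sign (1.0), so both depend on how the genes are scaled. That of Hoxd4 fell to -0.31 and was no longer past it, so scaling stays open there. Against controls of its own library set, Hoxd1 stayed at -1.37 and past an unadjusted p of 0.05, though not past the adjusted threshold. Hoxd3 shrank to -1.01 and was past neither in that fit. The fit without wild-type replicate 4 has the same controls and kept Hoxd3 past the threshold. The lost call thus rests on how the fit was made, and the library sets stay open for Hoxd3. An effect of the deleted CTCF sites that fades with time also stays open, as untested.

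In Ins(2xCBS-d4d8) the difference was -1.90 for Hoxd3 and -1.06 for Hoxd4. That of Hoxd3 stayed past the threshold without scaling, at -1.41, and was -1.66 with controls of the same library set, past an unadjusted p of 0.05 but not the adjusted threshold. Scaling by other Hox clusters and library sets are thus argued against as the whole cause for Hoxd3. For Hoxd4 the difference without scaling was -0.57 and not past the adjusted threshold, so the scaling may account for it. A biological effect of the inserted sites on Hoxd3 remains a hypothesis, found and tested on the same data. With scaling by paralogues only, its difference had the opposite sign (0.50), so it depends on how the gene is scaled.

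In Del(CBS1-5) between 96 h and 120 h, the difference was -1.79 for Hoxd1, 2.95 for Hoxd9 and -3.43 for Hoxd11. Without scaling, that of Hoxd1 was -1.53 and all 3 were past the threshold, which argues against the scaling. When controls were limited to its library set, the largest unadjusted p of the 3 genes was 0.0159 in limma's test, and after adjustment Hoxd9 alone was past the threshold. For Hoxd11, all 6 libraries at 96 h held 3 fragments or fewer, so its difference reflects the level at 120 h and no effect at 96 h could be seen. Between 120 h and 144 h, Hoxd13 differed by -1.70. With the time-course libraries of 144 h among the controls it was -0.36 and not past the threshold, so the level of the 2 wild-type libraries at 144 h may account for it.

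In Del(CBS4) between 120 h and 144 h, the difference was -2.42 for Hoxd10 and -2.65 for Hoxd11. The scaling is argued against, since Hoxd10 stood at -2.59 without it and both genes stayed past the threshold. With scaling by paralogues only, however, Hoxd10 was -1.16 and not past it. With the time-course libraries among the controls the differences were -1.43 for Hoxd10 and -0.83 for Hoxd11, neither past the threshold. The low level of these genes in the 2 wild-type libraries at 144 h outside the time course is therefore a candidate explanation. An effect of the deletion that begins after 120 h stays open, as untested.

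In Del(d1-d4) the difference was -1.03 for Hoxd1 and -0.83 for Hoxd3, which are deleted and listed at 0 in the mutant, so these differences hold the change of wild type alone. That of Hoxd10 was 2.26, with 6 of 6 libraries at 96 h at 3 fragments or fewer, so it is in line with a level at the limit of detection at 96 h. With controls of the same library set it was 2.63 and past the threshold, which argues against the library sets. At 120 h the mutant libraries were at or under 3 fragments too, and no fold is given. Without scaling it was 2.26, but a scale factor cannot move values near 0 in the mutant, so scaling and other explanations cannot be told apart.

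In Del(sub-TAD1) the difference was -0.85 for Hoxd1, -0.71 for Hoxd3, 2.40 for Hoxd9, 1.78 for Hoxd10 and 1.25 for Hoxd13. Values at 96 h were not scaled and those at 120 h were, and for this mutant the alternative without scaling is one with scaling at 96 h in place of 120 h. Under it the difference of Hoxd3 had the opposite sign (0.95), as had that of Hoxd1, so the scaling may account for both. Those of Hoxd9 and Hoxd10 stayed past the threshold, at 2.53 for Hoxd10, but with scaling by paralogues only Hoxd10 was 0.52 and not past it. Compared within the library set, Hoxd10 stood at 2.16, past an unadjusted p of 0.05 but not the adjusted threshold, while Hoxd9 was past both. For Hoxd10, 7 of 7 libraries at 96 h held 3 fragments or fewer, which is in line with the limit of detection. The difference of Hoxd13 was 0.93 with controls of the same library set. It was no longer past an unadjusted p of 0.05 and shrank by less than its standard error, so the library sets and the mutation cannot be told apart for this gene. The mutant carries a Mtx2 transgene and its line came from blastocysts, and neither was tested.

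Hoxd3os1, an antisense gene that overlaps Hoxd3 and Hoxd8, is not part of the paper's results and was chosen after its values had been seen. It was listed at 0 in wild type at 96 h and 120 h. Its mean was 18.3 FPKM in Ins(2xCBS-d4d8) at 96 h and 5.82 at 120 h, and 1.23 in Del(d1-d4) at 96 h and 4.89 at 120 h. It was above 0 in 10 of 61 libraries, the remaining 2 being wild type at 168 h. Whether fragments of Hoxd3 and Hoxd4 were given to this gene could not be decided. It reached 6.24 FPKM in Del(d1-d4), where both are listed at 0, but a listed 0 is also what such an assignment would leave. In Ins(2xCBS-d4d8) at 96 h, where it was highest, Hoxd3 stood at 16.0 and 22.3 FPKM, and no test was made there. Hoxd8, which lies within its bounds, was not tested as a source. Depth is argued against, since libraries above 0 had at most 32.1 M fragments and libraries at 0 reached 39.0 M. How cufflinks treats a gene that overlaps others on the opposite strand was not tested. An effect of the rearrangements on transcription near their breakpoints stays a hypothesis.

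The genes outside the Hox clusters are not part of the paper's results. Of all 17098 genes tested, Hox genes included, each comparison gave some past the threshold. Del(CBS1) gave 212 at 96 h (95 higher, 117 lower) and 359 at 120 h (221 higher, 138 lower). Del(CBS1-2) gave 769 at 96 h (345 higher, 424 lower) and 402 at 120 h (179 higher, 223 lower). Del(CBS2) gave 51 at 96 h (31 higher, 20 lower) and 33 at 120 h (25 higher, 8 lower). Del(CBS4) gave 6405 at 120 h (2601 higher, 3804 lower) and 350 at 144 h (209 higher, 141 lower). Ins(2xCBS-d4d8) gave 4771 at 96 h (2086 higher, 2685 lower) and 4600 at 120 h (1733 higher, 2867 lower). Del(CBS1-5) gave 2535 at 96 h (1444 higher, 1091 lower), 2275 at 120 h (1098 higher, 1177 lower) and 4047 at 144 h (2651 higher, 1396 lower). Del(d1-d4) gave 203 at 96 h (85 higher, 118 lower) and 317 at 120 h (55 higher, 262 lower). Del(sub-TAD1) gave 6834 at 96 h (3735 higher, 3099 lower) and 1050 at 120 h (569 higher, 481 lower). In 9 of these comparisons upper quartile scaling shifts the split between higher and lower genes by over 10 points.

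The 4 largest of these counts arise where most controls are of another library set than the mutant. When controls were of the mutant's library set, 6976 in place of 22610 calls were made in these 4 comparisons, 30.9%, which argues against the library sets as the whole cause. Taken one by one, the count fell to 2130 in Del(CBS4) at 120 h, 1703 in Ins(2xCBS-d4d8) at 96 h and 2405 in Del(sub-TAD1) at 96 h, each more than 25% of the former count. In Ins(2xCBS-d4d8) at 120 h it fell to 738, below that share. All wild-type libraries of the stage as controls, of both sets, also gave fewer genes: 2366 in Del(CBS4) at 120 h, 786 and 442 in Ins(2xCBS-d4d8) at 96 h and 120 h, and 3022 in Del(sub-TAD1) at 96 h. How much of the fall is due to the library sets was therefore not isolated, and for Ins(2xCBS-d4d8) at 120 h the sets cannot be told apart from the change of controls. Of the 35 splits of the 7 libraries behind Del(sub-TAD1) at 96 h into 3 and 4, 2 gave as many genes, the real one included. The other is the split of the first library set (wild-type replicates 1 to 3) from the second, with 8695 genes. The number of genes in Del(sub-TAD1) at 96 h is thus not beyond what a regrouping of the same libraries gives. Different parent lines of the mutants remain a further open explanation for the counts of Del(CBS1-5) and Del(sub-TAD1). No cause was tested for the counts of the other comparisons.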

How the results depend on the processing

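Each of 179 results was recomputed under up to 18 alternatives and with each library left out in turn. Of these results, 39 kept their direction and their side of the threshold, or moved by less than the spread between replicates, under every alternative that was run for them. Under at least 1 alternative, 35 results changed direction. Leaving aside the fits without a library, 87 values had the opposite sign, 64 of them for results that lay within 1 standard error of 0, and 2 were past the threshold with the opposite sign. A log2 fold change or the difference of it between the stages of a mutant (the stage difference) is given in brackets. Controls of the same library set, these with a limit on the side of the marker genes, and a trend of the variance with the mean were chosen after seeing the data. A trend of the variance changed no direction and no call of the 70 main and 83 other results it was run for. Among results past the threshold, Hoxd10 in Del(CBS1-5) at 144 h kept direction under every setting run (from 1.76 to 3.21 over the alternatives). So did Hoxd11 in Del(CBS1-5) at 144 h (from 2.20 to 4.82) and Hoxd13 from 132 h to 144 h (from 1.30 to 2.32). Their calls held under every setting with a test, which excludes the fits without a library. No setting took the time-course libraries of 144 h as the only controls. In deposited FPKM, Hoxd10 was at 9.37 and 9.28 in Del(CBS1-5) against 10.3 and 10.1 in these libraries. Hoxd11 was at 3.41 and 4.12 against 6.47 and 7.16. With the fits without a library set aside, direction and call were also kept for the rise from 96 h to 108 h of Hoxd8 (from 1.73 to 2.28) and Hoxd9 (from 2.17 to 2.77) and from 120 h to 132 h of Hoxd10 (from 2.01 to 2.94) and Hoxd11 (from 1.65 to 3.21).

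First, all wild-type libraries of the stage were taken as controls, the time course included. The sign changed for Hoxd3 (-0.073) and Hoxd4 (-0.058) in Del(CBS1) at 120 h, Hoxd9 (-0.38) in Del(CBS1) at 96 h, Hoxd8 (-0.14) in Del(CBS1-2) at 96 h, Hoxd1 (-0.11) in Del(CBS2) at 96 h, Hoxd10 (-0.56) in Del(CBS4) at 144 h and Hoxd3 (-0.085) in Del(sub-TAD1) at 120 h. Stage differences changed sign for Hoxd9 (0.14) and Hoxd11 (1.12) in Del(CBS1-5) (120 h and 144 h), Hoxd9 (0.012) in Del(CBS2) and Hoxd8 (0.041) in Del(sub-TAD1). No longer past the threshold were Hoxd9 (1.32) in Del(CBS1-2) at 96 h, Hoxd11 (-0.83) in Del(CBS4) and Hoxd11 (0.060) in Del(CBS4) at 144 h. The threshold was newly passed by Hoxd8 (-1.42) in Del(CBS2) at 96 h and Hoxd9 (-1.84) in Del(d1-d4) at 120 h. The number of genes past the threshold moved from 359 to 127 in Del(CBS1) at 120 h, from 402 to 229 in Del(CBS1-2) at 120 h, from 51 to 131 in Del(CBS2) at 96 h, from 6405 to 2366 in Del(CBS4) at 120 h, from 350 to 135 in Del(CBS4) at 144 h, from 203 to 316 in Del(d1-d4) at 96 h and from 6834 to 3022 in Del(sub-TAD1) at 96 h. They also moved from 4600 to 442 in Ins(2xCBS-d4d8) at 120 h and from 4771 to 786 in Ins(2xCBS-d4d8) at 96 h. Of 75 values for genes named beside these, 23 were no longer past the threshold and 1 was newly past it. The cause was not tested.

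With wild-type replicates 1 and 2 as the only controls, which excludes the stage of 144 h, the controls are libraries of 1 library set. A change of sign was seen for Hoxd3 (-0.13) and Hoxd4 (-0.24) in Del(CBS1) at 120 h, Hoxd9 (0.62) in Del(CBS2) at 96 h, Hoxd3 (-0.14) in Del(sub-TAD1) at 120 h and Hoxd9 (0.17) in Ins(2xCBS-d4d8) at 96 h. A stage difference changed sign for Hoxd9 (0.38) in Del(CBS1), Hoxd8 (0.23) in Del(CBS1-2), Hoxd9 (0.99) in Del(CBS2), Hoxd9 (0.39) in Del(d1-d4), Hoxd8 (0.12) in Del(sub-TAD1) and Hoxd9 (0.89) in Ins(2xCBS-d4d8). The threshold was no longer passed by Hoxd8 (-1.30) and Hoxd9 (-1.42) in Del(d1-d4) at 96 h and Hoxd8 (-0.94) in Ins(2xCBS-d4d8) at 96 h. Newly past the threshold were Hoxd9 (1.84) in Del(CBS1-2), Hoxd9 (-1.13) in Del(CBS4) at 120 h, Hoxd9 (-1.82) in Del(d1-d4) at 120 h and Hoxd9 (1.2) in Del(sub-TAD1) at 96 h. Counts of genes past the threshold moved from 212 to 89 in Del(CBS1) at 96 h, from 2275 to 4252 in Del(CBS1-5) at 120 h, from 2535 to 4970 in Del(CBS1-5) at 96 h, from 33 to 58 in Del(CBS2) at 120 h, from 51 to 19 in Del(CBS2) at 96 h and from 1050 to 3507 in Del(sub-TAD1) at 120 h. Of 68 values for genes named beside these, 2 were no longer past the threshold and 1 was newly past it. For these, the cause was not tested.

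Wild-type replicates 3 and 4 as the only controls join 2 library sets. Opposite signs were found for Hoxd4 (0.20) and Hoxd9 (-0.19) in Del(CBS1) at 96 h, Hoxd3 (0.056) and Hoxd4 (0.032) in Del(CBS1-2) at 120 h, Hoxd9 (0.29) in Del(CBS2) at 120 h and Hoxd9 (-0.032) in Del(sub-TAD1) at 96 h. Among stage differences, the sign changed for Hoxd8 (-0.036) in Del(CBS1), Hoxd9 (0.19) in Del(CBS1-5) (120 h and 144 h) and Hoxd8 (-0.27) in Del(d1-d4). Falling short of the threshold were Hoxd8 (1.10) in Del(CBS1-5) at 96 h and Hoxd8 (-1.11) and Hoxd9 (-1.38) in Del(sub-TAD1) at 120 h. The threshold was newly passed by Hoxd8 (-1.89) in Del(CBS2) at 96 h. Genes past the threshold moved in number from 359 to 3957 in Del(CBS1) at 120 h, from 212 to 4254 in Del(CBS1) at 96 h, from 402 to 5099 in Del(CBS1-2) at 120 h, from 769 to 4823 in Del(CBS1-2) at 96 h, from 33 to 3444 in Del(CBS2) at 120 h, from 51 to 4421 in Del(CBS2) at 96 h and from 317 to 4263 in Del(d1-d4) at 120 h. They also moved from 203 to 4667 in Del(d1-d4) at 96 h and from 6834 to 2820 in Del(sub-TAD1) at 96 h. Of 68 values for genes named beside these, 16 were no longer past the threshold. Again the cause was not tested.

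Controls of the same library set were run for all 17 comparisons. The sign changed for Hoxd3 (-0.030) and Hoxd4 (-0.12) in Del(CBS1) at 120 h, Hoxd9 (-0.12) in Del(CBS1) at 96 h, Hoxd10 (-0.56) in Del(CBS4) at 144 h and Hoxd3 (-0.081) in Del(sub-TAD1) at 120 h. Stage differences changed sign for Hoxd8 (0.13) in Del(CBS1-2), Hoxd9 (0.25) and Hoxd11 (1.79) in Del(CBS1-5) (120 h and 144 h), Hoxd9 (0.21) in Del(CBS2), Hoxd8 (0.16) in Del(sub-TAD1) and Hoxd9 (0.25) in Ins(2xCBS-d4d8). No longer past the threshold were Hoxd9 (1.74) in Del(CBS1-2) at 96 h, Hoxd10 (1.46) in Del(CBS1-5) at 120 h, Hoxd11 (-1.24) in Del(CBS4) and Hoxd11 (0.060) in Del(CBS4) at 144 h. The number of genes past the threshold moved from 359 to 206 in Del(CBS1) at 120 h, from 212 to 37 in Del(CBS1) at 96 h, from 402 to 104 in Del(CBS1-2) at 120 h, from 769 to 170 in Del(CBS1-2) at 96 h, from 2275 to 1341 in Del(CBS1-5) at 120 h, from 6405 to 2130 in Del(CBS4) at 120 h and from 350 to 582 in Del(CBS4) at 144 h. They also moved from 317 to 130 in Del(d1-d4) at 120 h, from 203 to 108 in Del(d1-d4) at 96 h, from 6834 to 2405 in Del(sub-TAD1) at 96 h, from 4600 to 738 in Ins(2xCBS-d4d8) at 120 h and from 4771 to 1703 in Ins(2xCBS-d4d8) at 96 h. Of 75 values for genes named beside these, 28 were no longer past the threshold. The cause was not tested.

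Limiting these controls to the mutant's side of the marker genes left 12 comparisons with a test, since Del(CBS1-5) and Del(sub-TAD1) had at most 1 such control. A change of sign was seen for Hoxd3 (-0.13) and Hoxd4 (-0.24) in Del(CBS1) at 120 h, Hoxd9 (0.62) in Del(CBS2) at 96 h and Hoxd10 (-0.56) in Del(CBS4) at 144 h. The threshold was no longer passed by Hoxd11 (0.060) in Del(CBS4) at 144 h, Hoxd8 (-1.30) and Hoxd9 (-1.42) in Del(d1-d4) at 96 h and Hoxd8 (-1.02) in Ins(2xCBS-d4d8) at 96 h. Newly past the threshold were Hoxd9 (-1.54) in Del(CBS4) at 120 h, Hoxd9 (-1.82) in Del(d1-d4) at 120 h and Hoxd8 (-1.17) and Hoxd9 (-1.35) in Ins(2xCBS-d4d8) at 120 h. Counts of genes past the threshold moved from 212 to 44 in Del(CBS1) at 96 h, from 402 to 253 in Del(CBS1-2) at 120 h, from 769 to 335 in Del(CBS1-2) at 96 h, from 51 to 14 in Del(CBS2) at 96 h, from 6405 to 2985 in Del(CBS4) at 120 h, from 350 to 1115 in Del(CBS4) at 144 h and from 317 to 160 in Del(d1-d4) at 120 h. They also moved from 4600 to 1210 in Ins(2xCBS-d4d8) at 120 h and from 4771 to 2160 in Ins(2xCBS-d4d8) at 96 h. Without a test, against 1 control library, the log2 fold changes moved for Hoxd10 (0.63) and Hoxd11 (3.43) in Del(CBS1-5) at 120 h, Hoxd9 (2.11) in Del(CBS1-5) at 96 h and Hoxd9 (1.24) in Del(sub-TAD1) at 96 h. Of 41 values for genes named beside these, 4 were no longer past the threshold. For these, the cause was not tested.

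Without scaling by the other Hox clusters, Hoxd and Hoxa genes were compared on deposited FPKM, and Del(sub-TAD1) at 96 h was scaled instead. Opposite signs were found for Hoxd3 (-0.20) and Hoxd4 (-0.39) in Del(CBS1) at 120 h, Hoxd1 (-0.10) in Del(CBS2) at 96 h, Hoxd1 (-0.29) and Hoxd3 (-0.63) in Del(sub-TAD1) at 120 h, Hoxd1 (0.51), Hoxd3 (0.32) and Hoxd4 (0.16) in Del(sub-TAD1) at 96 h and Hoxd9 (0.28) in Ins(2xCBS-d4d8) at 96 h. A stage difference changed sign for Hoxd9 (0.25) in Del(CBS1), Hoxd8 (0.20) in Del(CBS1-2), Hoxd9 (0.29) in Del(CBS1-5) (120 h and 144 h), Hoxd1 (0.80), Hoxd3 (0.95) and Hoxd8 (0.99) in Del(sub-TAD1) and Hoxd9 (0.34) in Ins(2xCBS-d4d8). Falling short of the threshold was Hoxd8 (-0.68) in Ins(2xCBS-d4d8) at 96 h. The threshold was newly passed by Hoxd9 (1.40) in Del(sub-TAD1) at 96 h. Of 70 values for genes named beside these, 9 were no longer past the threshold. Again the cause was not tested.

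Scaling by paralogues only leaves 1 or 2 genes behind each factor. The sign changed for Hoxd3 (-2.16) and Hoxd4 (-0.27) in Del(CBS1) at 120 h, Hoxd10 (0.013) in Del(CBS1-2) at 120 h, Hoxd8 (-0.028) in Del(CBS1-2) at 96 h, Hoxd9 (0.23) in Del(CBS2) at 120 h, Hoxd1 (-0.12) in Del(CBS2) at 96 h, Hoxd3 (-2.09) in Del(sub-TAD1) at 120 h and Hoxd9 (0.28) in Ins(2xCBS-d4d8) at 96 h. Among stage differences, the sign changed for Hoxd3 (1.31) in Del(CBS1), Hoxd3 (1.0) in Del(CBS1-2), Hoxd9 (0.37) in Del(CBS1-5) (120 h and 144 h), Hoxd8 (0.26) in Del(CBS2), Hoxd3 (1.56) in Del(sub-TAD1) and Hoxd3 (0.50) and Hoxd9 (0.88) in Ins(2xCBS-d4d8). No longer past the threshold were Hoxd8 (-1.44) in Del(d1-d4) at 96 h and Hoxd9 (-1.50) in Del(sub-TAD1) at 120 h. Of 70 values for genes named beside these, 17 were no longer past the threshold and 3 were newly past it. The cause was not tested.

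With only the compared groups in the fit, the spread was estimated from fewer libraries, which leaves the fold changes as they are and changes their p-values. The threshold was no longer passed by Hoxd9 (1.79) in Del(CBS1-2) at 96 h, Hoxd10 (1.64) in Del(CBS1-5) at 120 h, Hoxd8 (1.53) and Hoxd9 (3.66) in Del(CBS1-5) at 96 h, Hoxd11 (2.43) in Del(CBS4) at 144 h, Hoxd8 (-1.82) in Del(d1-d4) at 120 h, Hoxd8 (-1.72) and Hoxd9 (-2.01) in Del(d1-d4) at 96 h, Hoxd8 (-1.40) and Hoxd9 (-1.82) in Del(sub-TAD1) at 120 h, Hoxd8 (-1.93) in Del(sub-TAD1) at 96 h and Hoxd8 (-1.47) in Ins(2xCBS-d4d8) at 96 h. Genes past the threshold moved in number from 359 to 22 in Del(CBS1) at 120 h, from 212 to 11 in Del(CBS1) at 96 h, from 402 to 28 in Del(CBS1-2) at 120 h, from 769 to 18 in Del(CBS1-2) at 96 h, from 2275 to 55 in Del(CBS1-5) at 120 h, from 2535 to 71 in Del(CBS1-5) at 96 h and from 33 to 8 in Del(CBS2) at 120 h. They also moved from 51 to 11 in Del(CBS2) at 96 h, from 6405 to 75 in Del(CBS4) at 120 h, from 317 to 13 in Del(d1-d4) at 120 h, from 203 to 16 in Del(d1-d4) at 96 h, from 1050 to 46 in Del(sub-TAD1) at 120 h, from 6834 to 320 in Del(sub-TAD1) at 96 h and from 4600 to 61 in Ins(2xCBS-d4d8) at 120 h. They also moved from 4771 to 68 in Ins(2xCBS-d4d8) at 96 h. Of 45 values for genes named beside these, 17 were no longer past the threshold and 1 was newly past it.

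A pseudocount of 1 in place of 0.1 pulls low values together. A change of sign was seen for Hoxd4 (-0.059) in Del(CBS1) at 120 h and Hoxd9 (-0.039) in Del(CBS1) at 96 h. Stage differences changed sign for Hoxd9 (0.30) in Del(d1-d4), Hoxd8 (0.10) in Del(sub-TAD1) and Hoxd9 (0.049) in Ins(2xCBS-d4d8). Falling short of the threshold were Hoxd9 (-1.0) in Del(d1-d4) at 96 h and Hoxd8 (0.80) from 72 h to 84 h. The number of genes past the threshold moved from 350 to 563 in Del(CBS4) at 144 h. Of 83 values for genes named beside these, 3 were no longer past the threshold and 2 were newly past it. Again the cause was not tested.

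Without the filter on low values, more genes enter the adjustment of the p-values. Counts of genes past the threshold moved from 4047 to 6977 in Del(CBS1-5) at 144 h, from 33 to 138 in Del(CBS2) at 120 h, from 51 to 145 in Del(CBS2) at 96 h and from 350 to 1630 in Del(CBS4) at 144 h. Of 83 values for genes named beside these, 1 was no longer past the threshold. The cause was not tested.

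A replicate block, with the replicate number as a factor, was fitted because the labels give groups the same numbers. The numbers do not pair the libraries, since over 33 pairs of groups the correlation of replicate differences lay between -0.0905 and 0.0945, with none over 0.1. Opposite signs were found for Hoxd3 (-0.0022) and Hoxd4 (-0.21) in Del(CBS1) at 120 h, Hoxd9 (0.14) in Del(CBS2) at 120 h, Hoxd9 (0.064) in Del(CBS2) at 96 h and Hoxd3 (-0.027) in Del(sub-TAD1) at 120 h. No longer past the threshold was Hoxd8 (-1.52) in Del(d1-d4) at 96 h. Genes past the threshold moved in number from 402 to 256 in Del(CBS1-2) at 120 h, from 2275 to 3884 in Del(CBS1-5) at 120 h, from 2535 to 4422 in Del(CBS1-5) at 96 h, from 350 to 838 in Del(CBS4) at 144 h and from 1050 to 3032 in Del(sub-TAD1) at 120 h. Of 83 values for genes named beside these, 1 was no longer past the threshold. For these, the cause was not tested.

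Scaling by the upper quartile changed no direction. The number of genes past the threshold moved from 212 to 124 in Del(CBS1) at 96 h and from 402 to 227 in Del(CBS1-2) at 120 h. Of 81 values for genes named beside these, 2 were no longer past the threshold. The split of these genes into higher and lower ones moved from 179 higher and 223 lower to 127 and 100 in Del(CBS1-2) at 120 h, from 1444 higher and 1091 lower to 1038 and 1346 in Del(CBS1-5) at 96 h, from 2651 higher and 1396 lower to 1910 and 1555 in Del(CBS1-5) at 144 h, from 2601 higher and 3804 lower to 4692 and 3301 in Del(CBS4) at 120 h and from 85 higher and 118 lower to 79 and 66 in Del(d1-d4) at 96 h. It also moved from 569 higher and 481 lower to 367 and 741 in Del(sub-TAD1) at 120 h, from 2086 higher and 2685 lower to 4546 and 2482 in Ins(2xCBS-d4d8) at 96 h, from 1733 higher and 2867 lower to 4187 and 2598 in Ins(2xCBS-d4d8) at 120 h and from 3735 higher and 3099 lower to 6068 and 2866 in Del(sub-TAD1) at 96 h. With this scaling the median log2 fold change of all genes was 0.109 in Del(CBS4) at 120 h, 0.174 in Ins(2xCBS-d4d8) at 96 h, 0.150 in Ins(2xCBS-d4d8) at 120 h and 0.184 in Del(sub-TAD1) at 96 h, so the share of higher genes in these comparisons is relative to that shift. The cause was not tested.

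In the time course, the definition of the onset mattered. With a threshold of 0.5 FPKM, the onset moved for Hoxd8 from 108 h to 84 h. With a threshold of 2 FPKM, the onset moved for Hoxd1 from 84 h to 96 h, Hoxd13 from 144 h to 168 h and Hoxd9 from 84 h to 108 h. By the half-maximum, the onset moved for Hoxd1 from 84 h to 92 h, Hoxd11 from 132 h to 136 h, Hoxd3 from 84 h to 89 h, Hoxd4 from 84 h to 90 h and Hoxd9 from 84 h to 111 h. The half-maximum measures another point of each gene's course than its first detection.

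Leaving out 1 library at a time changed a direction, a call or a count of the following results, given with the lowest and highest value over these fits. Where an arm was left with 1 library, no test was made. The log2 fold changes ranged for Hoxd3 in Del(CBS1) at 120 h from -0.030 to 0.30 (opposite sign without wild-type replicate 4), Hoxd4 in Del(CBS1) at 120 h from -0.12 to 0.093 (opposite sign without wild-type replicate 3, -0.075 and wild-type replicate 4), Hoxd9 in Del(CBS1) at 96 h from -0.34 to 0.57 (opposite sign without wild-type replicate 1, -0.30, wild-type replicate 2, -0.12 and wild-type replicate 4, -0.12), Hoxd8 in Del(CBS1-2) at 96 h from -0.12 to 0.32 (opposite sign without wild-type replicate 1, -0.10 and wild-type replicate 2, -0.11) and Hoxd9 in Del(CBS1-2) at 96 h from 1.54 to 2.28 (no longer past the threshold without wild-type replicate 1). They ranged further for Hoxd13 in Del(CBS1-5) at 144 h from 2.83 to 3.51, Hoxd9 in Del(CBS2) at 120 h from -0.33 to 0.15 (opposite sign without wild-type replicate 1, 0.093, wild-type replicate 2, 0.054 and wild-type replicate 3), Hoxd1 in Del(CBS2) at 96 h from -0.16 to 0.56 (opposite sign without wild-type replicate 3), Hoxd8 in Del(CBS2) at 96 h from -1.68 to -1.18 (newly past the threshold without wild-type replicate 1, -1.62 and wild-type replicate 2) and Hoxd9 in Del(CBS2) at 96 h from -0.33 to 0.47 (opposite sign without wild-type replicate 3). Ranges were also changed for Hoxd9 in Del(CBS4) at 120 h from -1.2 to -0.73 (newly past the threshold without wild-type replicate 4), Hoxd9 in Del(d1-d4) at 120 h from -1.82 to -1.36 (newly past the threshold without wild-type replicate 4), Hoxd8 in Del(d1-d4) at 96 h from -1.90 to -1.59 (no longer past the threshold without wild-type replicate 3, -1.60 and wild-type replicate 4), Hoxd9 in Del(d1-d4) at 96 h from -2.39 to -1.41 (no longer past the threshold without wild-type replicate 3) and Hoxd3 in Del(sub-TAD1) at 120 h from -0.081 to 0.33 (opposite sign without wild-type replicate 4). Others ranged for Hoxd8 in Del(sub-TAD1) at 120 h from -1.96 to -0.84 (moved without mutant replicate 1 and mutant replicate 2 and no longer past the threshold without wild-type replicate 1, -1.32 and wild-type replicate 2, -1.32), Hoxd9 in Del(sub-TAD1) at 120 h from -2.17 to -1.60 (no longer past the threshold without wild-type replicate 1, -1.68 and wild-type replicate 2, -1.70), Hoxd9 in Del(sub-TAD1) at 96 h from 0.082 to 1.32 (newly past the threshold without mutant replicate 1 and wild-type replicate 3, 1.21) and Hoxd9 in Ins(2xCBS-d4d8) at 96 h from -0.84 to 0.036 (opposite sign without wild-type replicate 3). Stage differences ranged for Hoxd8 in Del(CBS1) from -0.061 to 0.56 (opposite sign without wild-type replicate 1, -0.058 and wild-type replicate 2), Hoxd9 in Del(CBS1) from -0.90 to 0.0055 (opposite sign without wild-type replicate 3), Hoxd8 in Del(CBS1-2) from -0.45 to 0.13 (opposite sign without wild-type replicate 4), Hoxd9 in Del(CBS2) from -0.42 to 0.31 (opposite sign without wild-type replicate 3 and wild-type replicate 4, 0.21) and Hoxd8 in Del(d1-d4) from -0.10 to 0.41 (opposite sign without wild-type replicate 1 and wild-type replicate 2, -0.035). Further stage differences ranged for Hoxd8 in Del(sub-TAD1) from -0.92 to 0.11 (opposite sign without mutant replicate 1) and Hoxd9 in Ins(2xCBS-d4d8) from -0.52 to 0.34 (opposite sign without wild-type replicate 3 and wild-type replicate 4, 0.22). Genes past the threshold numbered in Del(CBS1) at 120 h from 364 to 645 against 359 with all libraries (over 1.5 times apart without wild-type replicate 1 and wild-type replicate 2, 637), Del(CBS1) at 96 h from 128 to 637 against 212 with all libraries (over 1.5 times apart without wild-type replicate 1, 576, wild-type replicate 2 and wild-type replicate 4), Del(CBS1-2) at 120 h from 307 to 1217 against 402 with all libraries (over 1.5 times apart without wild-type replicate 1, 1065 and wild-type replicate 2), Del(CBS1-2) at 96 h from 413 to 1354 against 769 with all libraries (over 1.5 times apart without wild-type replicate 1, 1178, wild-type replicate 2 and wild-type replicate 4), Del(CBS1-5) at 120 h from 1601 to 3442 against 2275 with all libraries (over 1.5 times apart without wild-type replicate 3) and Del(CBS2) at 120 h from 42 to 117 against 33 with all libraries (over 1.5 times apart without wild-type replicate 1, wild-type replicate 2, 100 and wild-type replicate 3, 66). Their number in the others was, in Del(CBS2) at 96 h from 55 to 479 against 51 with all libraries (over 1.5 times apart without wild-type replicate 1, 446 and wild-type replicate 2), Del(d1-d4) at 120 h from 272 to 829 against 317 with all libraries (over 1.5 times apart without wild-type replicate 1, 712 and wild-type replicate 2), Del(d1-d4) at 96 h from 159 to 811 against 203 with all libraries (over 1.5 times apart without wild-type replicate 1, 734 and wild-type replicate 2) and Del(sub-TAD1) at 120 h from 690 to 2059 against 1050 with all libraries (over 1.5 times apart without wild-type replicate 1, 693, wild-type replicate 2, wild-type replicate 3, 1638 and wild-type replicate 4). Among genes named beside these, the threshold was no longer passed by Hoxd1 in Del(CBS1) between stages (without wild-type replicate 4, -0.95), Hoxd4 in Del(CBS1-2) between stages (without wild-type replicate 2, -0.71 and wild-type replicate 4, -0.69), Hoxd4 in Del(CBS1-5) at 96 h (without wild-type replicate 2, -0.52 and wild-type replicate 4, -0.57), Hoxd1 in Del(d1-d4) between stages (without wild-type replicate 1, -1.06, wild-type replicate 2, -1.01 and wild-type replicate 4, -0.71), Hoxd3 in Del(d1-d4) between stages (without wild-type replicate 2, -0.88 and wild-type replicate 4, -0.57) and Hoxd4 in Del(sub-TAD1) at 120 h (without wild-type replicate 1, -0.58 and wild-type replicate 2, -0.61). The same was seen for Hoxd1 in Del(sub-TAD1) between stages (without mutant replicate 2, -0.73, mutant replicate 3, -0.76, wild-type replicate 1, -0.86, wild-type replicate 2, -0.85 and wild-type replicate 4, -0.53), Hoxd3 in Del(sub-TAD1) between stages (without mutant replicate 3, -0.67 and wild-type replicate 4, -0.45) and Hoxd1 in Ins(2xCBS-d4d8) at 96 h (without wild-type replicate 4, -0.44). Newly past it, among genes named beside these, came Hoxd10 in Del(CBS1-5) (120 h and 144 h) between stages (without wild-type replicate 4, -1.74) and Hoxd1 in Del(sub-TAD1) at 96 h (without wild-type replicate 3, -0.54).

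In the time course, with 1 of the 2 libraries of both stages left out, the log2 change ranged for Hoxd8 from 96 h to 108 h from 1.38 to 3.17, Hoxd9 from 96 h to 108 h from 2.02 to 3.52, Hoxd10 from 120 h to 132 h from 1.87 to 4.01, Hoxd11 from 120 h to 132 h from 2.14 to 4.27, Cdx1 from 72 h to 84 h from 1.26 to 2.66, Cdx2 from 72 h to 84 h from 1.74 to 3.21, Hoxd1 from 72 h to 84 h from 1.95 to 2.50, Hoxd3 from 72 h to 84 h from 4.07 to 5.05 and Hoxd4 from 72 h to 84 h from 4.17 to 5.15. The onset ranged for Hoxd10 from 120 h to 132 h and Hoxd8 from 96 h to 108 h.

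Depth limits some of these results. Hoxd10 at 96 h in Del(d1-d4), Del(sub-TAD1) and wild type, Hoxd11 at 96 h in Del(CBS1-5) and wild type, and Hoxd11 at 120 h and 144 h in wild type outside the time course lie at or under 3 fragments. A difference under that level was not detectable. Folds against such groups are lower bounds, and their log2 values depend on the pseudocount. For Hoxd3, Hoxd4 and Hoxd8, which have several transcripts, no limit could be set.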

Differences from the paper's values

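Of 50 values that the paper shows and that were also computed, all read by eye from its figures, 16 differ. Each is a ratio of the mean of a mutant to the mean of wild type, on scaled FPKM. The paper's values are ratios too, but its text gives no formula for the scaling, so the scales need not be the same. Each was also computed under 16 alternatives set before the data were examined, and those that bring the value to the paper's are named.

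For Del(CBS1) at 96 h the paper's ratio is about 1.8 for Hoxd9 (Fig. 5b, read by eye), against 0.753 here. It was 1.52 with wild-type replicates 1 and 2 as controls and 1.56 without wild-type replicate 3, and the other alternatives did not close the gap. For Hoxd1 the paper's ratio is about 0.45 (Fig. 5b, read by eye), against 0.284 here. The gap was closed without scaling by other Hox clusters (0.376), by scaling by paralogues only (0.407), by wild-type replicates 3 and 4 as controls (0.338), without wild-type replicate 4 (0.376) and without mutant replicate 1 (0.320). No other alternative closed it.

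For Del(CBS1-2) at 96 h the paper's ratio is about 5.8 for Hoxd9 (Fig. 5d, read by eye), against 2.64 here. It was 5.59 with wild-type replicates 1 and 2 as controls and 5.28 without wild-type replicate 3, and no other alternative came as near. For Hoxd1 the paper's ratio is about 0.28 (Fig. 5d, read by eye), against 0.170 here. It was 0.237 without scaling by other Hox clusters, 0.242 with scaling by paralogues only, 0.206 with wild-type replicates 3 and 4 as controls, 0.238 without wild-type replicate 4 and 0.198 without mutant replicate 2. The rest of the alternatives left the gap open.

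For Del(CBS2) at 96 h the paper's ratio is about 2.8 for Hoxd9 (Fig. 5f, read by eye), against 0.686 here, and none of the alternatives set before the data were examined closed the gap. For Hoxd8 the paper's ratio is about 1.0 (Fig. 5f, read by eye), against 0.316 here. Scaling by paralogues only closed it, at 0.753, and the others did not. For Hoxd1 in Ins(2xCBS-d4d8) at 96 h the paper's ratio is about 0.95 (Fig. 5h, read by eye), against 0.490 here. It was 0.903 without scaling by other Hox clusters, 0.911 with scaling by paralogues only and 0.721 without wild-type replicate 4, while the other alternatives left the gap.

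For Del(CBS1-5) at 96 h the paper's ratio is about 4.7 for Hoxd9 (Fig. 6b, read by eye), against 9.77 here, and wild-type replicates 3 and 4 as controls alone closed the gap, at 6.71. At 120 h the paper's ratio is about 2.4 for Hoxd9 (Fig. 6b, read by eye), against 1.56 here. It was 1.94 with scaling by paralogues only, 1.92 with wild-type replicates 3 and 4 as controls, 1.65 without wild-type replicate 1, 1.62 without wild-type replicate 2, 1.61 without wild-type replicate 3 and 1.64 without mutant replicate 2. The remaining alternatives did not close it. For Hoxd8 at 120 h the paper's ratio is about 3.1 (Fig. 6b, read by eye), against 1.35 here, and scaling by paralogues only closed the gap, at 2.74, where the others did not.

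At 144 h in Del(CBS1-5) the paper's ratio is about 2.5 for Hoxd11 (Fig. 6b, read by eye). Here the mutant was at least 41.5-fold higher, a lower bound against wild-type libraries at or under 3 fragments. The mutant was scaled for this bound and the limit was not. All wild-type libraries of the stage as controls, the time course included, gave 1.65, and none of the alternatives set before the data were examined closed the gap. For Hoxd10 the paper's ratio is about 4.3 (Fig. 6b, read by eye), against 9.67 here. Without scaling by other Hox clusters it was 6.36, with scaling by paralogues only it was 4.13, and the others left the gap. For Hoxd8 the paper's ratio is about 2.9 (Fig. 6b, read by eye), against 1.81 here. The gap was closed by scaling by paralogues only (2.87), without wild-type replicate 2 (1.99) and without mutant replicate 1 (2.08), and by no other alternative.

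For Del(d1-d4) at 96 h the paper's ratio is about 0.6 for Hoxd9 (Supplementary Fig. 5b, read by eye), against 0.149 here, and none of the alternatives set before the data were examined closed the gap. For Hoxd8 the paper's ratio is about 0.45 (Supplementary Fig. 5b, read by eye), against 0.265 here. It was 0.332 with scaling by paralogues only and 0.379 with wild-type replicates 1 and 2 as controls, and the others did not close it. For Del(sub-TAD1) at 120 h the paper's ratio is about 0.45 for Hoxd9 (Supplementary Fig. 5e, read by eye), against 0.264 here. It was 0.331 with scaling by paralogues only, 0.347 with wild-type replicates 3 and 4 as controls and 0.306 without mutant replicate 1, and the rest left the gap.

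The alternatives chosen after seeing the values give log2 fold changes in place of ratios. Read as powers of 2, some of these came within 1.5 times the paper's ratio. Controls of the same library set gave -1.34 for Hoxd1 in Del(CBS1) and -1.98 for Hoxd1 in Del(CBS1-2) at 96 h, 1.76 for Hoxd10 in Del(CBS1-5) at 144 h and -1.59 for Hoxd8 in Del(d1-d4) at 96 h, and were likewise chosen after seeing the values. These controls with the limit on the marker side, again chosen after seeing the values, gave 0.54 for Hoxd9 in Del(CBS1), 2.37 for Hoxd9 in Del(CBS1-2), 2.11 for Hoxd9 in Del(CBS1-5) and -1.30 for Hoxd8 in Del(d1-d4), all at 96 h.

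Some directions and calls also differ. The criteria for a call are not the same. The figure legends in the paper's text give p-values per gene and mention no adjustment over genes. The threshold here is on p-values adjusted over all genes tested, which is stricter. A change in the paper's direction that is not past this threshold does therefore not by itself contradict the paper. The paper states that Hoxd8 and Hoxd9 were higher in Del(CBS1) at 96 h and the gain of Hoxd9 larger than at 120 h. Here the log2 fold change at 96 h was 0.88 for Hoxd8, not past the threshold under any setting run, and 0.01 for Hoxd9. The difference between the stages for Hoxd9 was -0.50, and 0.38 with wild-type replicates 1 and 2 as controls, 0.25 without scaling by other Hox clusters and 0.01 without wild-type replicate 3. The paper states that Hoxd8 was back to its normal level at 120 h in this mutant, where the log2 fold change here was 0.73 and not past the threshold. For Del(CBS1-2) at 120 h it states a maintained gain of Hoxd9, which was 0.77 here and not past the threshold under any setting run.

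The paper states that Hoxd8 was unchanged in Del(CBS2) at 96 h and that Hoxd9 was higher. Here Hoxd8 was at -1.50, past the threshold with all wild-type libraries as controls (-1.42), with wild-type replicates 3 and 4 as controls (-1.89) and without wild-type replicate 1 (-1.62) or 2 (-1.68). It was also past it when adjusted over the list of Hoxd and Hoxa genes alone, with an adjusted p of 0.00802 in limma's test, and not otherwise. Hoxd9 was at -0.08, and higher than wild type with wild-type replicates 1 and 2 as controls (0.62), without wild-type replicate 3 (0.47), in a replicate block (0.064), and with controls of the same library set and marker side (0.62), the last chosen after seeing the values. None of these passed the threshold. At 120 h the paper states a decrease of Hoxd8, which was -0.57 here and not past the threshold under any setting run.

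For Del(CBS4) at 120 h the paper states a decrease of Hoxd8 and Hoxd9. These were -0.22 and -0.93 here, neither past the threshold. Hoxd9 passed it with wild-type replicates 1 and 2 as controls (-1.13), without wild-type replicate 4 (-1.2) and with controls of the same library set and marker side (-1.54), the last chosen after seeing the values, and Hoxd8 under no setting run. In Ins(2xCBS-d4d8) the paper states a decrease at 96 h from Hoxd3 to Hoxd9 and at 120 h of Hoxd8 and Hoxd9. Here Hoxd9 at 96 h was -0.50 and past the threshold under no setting run. At 120 h Hoxd8 was -0.57 and Hoxd9 -0.41, and both were past it only with controls of the same library set and marker side, at -1.17 and -1.35, chosen after seeing the values.

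The paper states that posterior genes were higher at all stages in Del(CBS1-5). Hoxd8 was 0.44 at 120 h and past the threshold only with scaling by paralogues only (1.50), and 0.83 at 144 h and past it under no setting run. Hoxd9 was 0.71 at 120 h, past it under no setting run, and 0.86 at 144 h, past it only with only the compared groups in the fit (0.86). In Del(d1-d4) at 120 h the paper states a decrease of Hoxd9. The log2 fold change was -1.49 here and not past the threshold. It passed with all wild-type libraries as controls (-1.84), with wild-type replicates 1 and 2 as controls or without wild-type replicate 4 (-1.82 in both), and with controls of the same library set and marker side (-1.82), the last chosen after seeing the values. When adjusted over the list of Hoxd and Hoxa genes alone it passed too, with an adjusted p of 0.00701 in limma's test.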

Other observations

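The tests of ribosomal protein genes and other mitochondrial genes between the library sets, of Hox genes of group 9 in Del(CBS1-5) and of the age of the wild-type libraries at 144 h were set before their results were seen, and all other tests in this part were chosen only afterwards.

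The libraries fall into 2 sets by mt-Co2 and mt-Co3, a split that the paper does not describe. In 28 libraries mt-Co2 lay between 576 and 1464 FPKM, and in 33 between 0.205 and 3.85 FPKM. The first set had 2222 to 2396 pseudogenes at 1 FPKM or more, the second 462 to 619. The estimated depth was 21.9 M to 39.0 M fragments in the first set and 15.1 M to 32.9 M in the second. The second set holds the time course, wild-type replicate 4 at 96 h and at 120 h, all libraries of 144 h, Del(CBS4), Ins(2xCBS-d4d8), and Del(sub-TAD1) at 96 h. The first holds all other libraries.

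A candidate explanation is that reads which map to several places are in the values of the first set and not of the second. Between wild-type libraries at 96 h, 3 of each set, the 76 ribosomal protein genes, which have many processed copies, had a median log2 difference of 0.28 against -0.19 for lists matched on mean expression. At 120 h these were 0.47 and 0.01. At both stages 0% of 10000 matched lists were as high. Pseudogenes differed by a median of 5.02 at 96 h and 5.08 at 120 h. Less mitochondrial RNA in the second set is argued against, since mt-Cytb and mt-Nd4 were not lower there: the medians of the first set were 0.365 and 0.541 times those of the second. Whether the sets were also prepared or sequenced apart was not tested, since the labels give no batch. No biological explanation was tested for this split.

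Wild-type replicates 3 and 4 at 96 h and 120 h differ from the other wild-type libraries in genes on 16 chromosomes. The 56 marker genes part the 2 mutant lines derived from blastocysts, Del(CBS1-5) and Del(sub-TAD1), from the other mutant lines, 38 of them higher and 18 lower. Replicates 3 and 4 lay on the side of the blastocyst-derived lines at 50 to 52 of these, replicates 1 and 2 at 0, the 2 libraries at 144 h outside the time course at 0 to 2 and the time course at 0 to 18. Whether both blastocyst-derived lines and these replicates share 1 genetic background cannot be told apart from other explanations. Of 473 genes that part Del(CBS1-5) from the mutants not derived from blastocysts in the first library set, Del(sub-TAD1) at 120 h lay on its side at 35.5% to 36.6%, wild-type replicate 3 at 83.3% to 85.0% and replicates 1 and 2 at 0.423% to 1.06%. Of 283 such genes chosen over both library sets, Del(sub-TAD1) lay on its side at 43.8% to 82.7% at 96 h and 29.3% to 30.4% at 120 h, wild-type replicate 3 at 82.0% and 86.9%, and wild-type replicate 4 at 37.1% and 32.5%, so the groups overlap.

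A mislabelled mutant library is argued against. Of 38 genes that part Del(CBS1-5) from all other mutants, wild-type replicate 3 was on its side at 78.9% and 84.2%, and libraries of Del(CBS1-5) left out of the choice at 90.9% or more. Wild-type replicate 4 was at 21.1% and 23.7%, and the other wild-type libraries at no more than 23.7%, so replicate 3 alone is near Del(CBS1-5) at these genes. For 13 genes that part Del(sub-TAD1) from all other mutants, replicates 3 and 4 were at 23.1% against 87.5% or more. Cells of Del(CBS1-5) mixed into replicate 3 would place all genes at the same point between replicates 1 and 2 and the mutant. At 96 h the median was 99.1% of the way for 75 genes lower in the mutant, 46.7% for 398 genes higher in it and 23.3% for Hoxd9. At 120 h it was 100% and 54.2%, and 5.47% for Hoxd11, which argues against a mixed sample. A different wild-type line or passage for replicates 3 and 4 stays open and was not tested, since the labels do not give the line.

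For the gain of Hoxd9 in Del(CBS1-5) at 96 h, faster growth of the mutant would raise other genes of group 9 alike. On FPKM as deposited the log2 change of Hoxd9 was 3.77. The largest of the others was 1.42 for Hoxa9, with a standard error of 0.732, while Hoxc9 changed by 0.42 and Hoxb9 by -0.69. This argues against growth as the whole cause, and an effect of the deletion itself stays open as a hypothesis.

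At 144 h the 2 wild-type libraries outside the time course, which are the controls of Del(CBS1-5) and Del(CBS4), were lower in posterior genes than the 2 of the time course. Hoxd9 was at 8.06 and 10.1 FPKM against 16.9 and 18.5, and Hoxd10 at 1.19 and 1.74 against 10.3 and 10.1. Hoxd11 was at 0.125 and 0.0980 against 6.47 and 7.16, and Hoxd13 at 0.187 and 0.360 against 3.25 and 1.92. All 4 libraries are of the same library set. Whether the 2 libraries were less far along cannot be told apart from other explanations, since their estimated age was 126 h with 300 genes, 157 h and 158 h with 1000 genes and 156 h with 3000 genes.

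The estimated age of mutants and controls differed by -6.92 h for Del(sub-TAD1) at 96 h, with an exact permutation p of 0.0857 where the smallest possible for 3 against 4 libraries is 0.0286. For Del(CBS1-5) at 96 h it differed by -7.75 h with an exact p of 0.0667, the smallest that 2 against 4 libraries can give. At 144 h it differed by -20.0 h for Del(CBS1-5) and -26.0 h for Del(CBS4), with an exact p of 0.333 for both, but by 11.0 h and 4.5 h with 300 genes, so neither direction holds. In the other 13 comparisons the exact p was 0.133 or more. These designs are too small to exclude a difference in growth.

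Genes of 10 lists written before the data were examined were past the threshold as follows, over the 17 comparisons. Y-linked genes were past it in 10 of 51 tests, all higher, and the 2 genes of X inactivation were too low to be tested. Pluripotency genes were past it in 43 of 102 tests (21 higher, 22 lower), with 6 of 6 in Del(CBS1-5) at 96 h. Neuro-mesodermal progenitor genes were past it in 17 of 102 (8 higher, 9 lower), presomitic mesoderm genes in 14 of 85 (3 higher, 11 lower) and somite genes in 8 of 85 (1 higher, 7 lower). Spinal cord genes were past it in 20 of 85 (9 higher, 11 lower), endoderm genes in 23 of 85 (17 higher, 6 lower), endothelium genes in 16 of 85 (15 higher, 1 lower) and cardiac genes in 5 of 68 (3 higher, 2 lower). No gene is in more than 1 list, and 2 genes of the progenitor list, Cdx1 and Cdx2, are named by the paper. Stembryos form the tissues of most of these lists, so a change does not point to cells from outside, and no source was tested.

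The rule for the largest changes picked 68 over the 17 comparisons. In 52 of these the mutant or the control libraries were all listed at 0, for which no fold is given, and 16 had values in both groups. Of the 52, 28 are protein-coding genes. For example, Rb1, chosen after its values were seen, is listed at 0 in both libraries of Del(CBS1) at 120 h and at 7.60 to 9.67 FPKM in the controls. A value listed at 0 therefore need not mean that a gene is absent, which also bears on the gene counts, and how cufflinks assigned fragments to such genes was not tested. Mutant and control libraries do not overlap by chance in 13.3% of genes with 2 against 4 libraries and in 33.3% with 2 against 2.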
